# Intracellular *Cryptococcus neoformans* disrupts the transcriptome profile of M1- and M2-polarized host macrophages

**DOI:** 10.1371/journal.pone.0233818

**Published:** 2020-08-28

**Authors:** Aarthi Subramani, Prianca Griggs, Niah Frantzen, James Mendez, Jamila Tucker, Jada Murriel, Linda M. Sircy, Grace E. Millican, Erin E. McClelland, Rebecca L. Seipelt-Thiemann, David E. Nelson

## Abstract

Macrophages serve as a first line of defense against infection with the facultative intracellular pathogen, *Cryptococcus neoformans* (*Cn*). However, the ability of these innate phagocytic cells to destroy ingested *Cn* is strongly influenced by polarization state with classically (M1) activated macrophages better able to control cryptococcal infections than alternatively (M2) activated cells. While earlier studies have demonstrated that intracellular *Cn* minimally affects the expression of M1 and M2 markers, the impact on the broader transcriptome associated with these states remains unclear. To investigate this, an *in vitro* cell culture model of intracellular infection together with RNA sequencing-based transcriptome profiling was used to measure the impact of *Cn* infection on gene expression in both polarization states. The gene expression profile of both M1 and M2 cells was extensively altered to become more like naive (M0) macrophages. Gene ontology analysis suggested that this involved changes in the activity of the Janus kinase-signal transducers and activators of transcription (JAK-STAT), p53, and nuclear factor-κB (NF-κB) pathways. Analyses of the principle polarization markers at the protein-level also revealed discrepancies between the RNA- and protein-level responses. In contrast to earlier studies, intracellular *Cn* was found to increase protein levels of the M1 marker iNos. In addition, common gene expression changes were identified that occurred post-*Cn* infection, independent of polarization state. This included upregulation of the transcriptional co-regulator *Cited1*, which was also apparent at the protein level in M1-polarized macrophages. These changes constitute a transcriptional signature of macrophage *Cn* infection and provide new insights into how *Cn* impacts gene expression and the phenotype of host phagocytes.

## Introduction

The basidiomycetous yeast *Cryptococcus neoformans* (*Cn*) is a common facultative intracellular pathogen and the causative agent of cryptococcosis, a pulmonary infection that predominantly affects immune-compromised individuals and that can disseminate to the central nervous system, resulting in life-threatening fungal meningitis [1, 2]. Cryptococcal infections occur when propagules, typically from bird excreta-contaminated soils, are inhaled into the lungs. Here, they encounter alveolar macrophages, innate phagocytes that act as a first line of defense against the pathogen. This interaction between host macrophages and *Cn* is perhaps the most important in determining the course and outcome of an infection [3–5], and there is substantial evidence to show that macrophages are essential for the successful control of cryptococcosis [6, 7].

The ability of macrophages to efficiently kill ingested *Cn* is greatly influenced by the polarization state of these cells [8–14]. Macrophage polarization is a continuum of phenotypes of differing function and microbicidal activity requiring the altered expression of >1000 genes [15, 16]. These do not represent terminal differentiation states as macrophages can rapidly repolarize over the course of hours from one state to another in response to microbe and immune cell-derived signals (i.e. cytokines) [17]. Interferon-gamma (IFNγ) or lipopolysaccharide (LPS) stimulates classical activation or M1 polarization and is associated with proinflammatory cytokine expression and metabolic shifts that increase production of microbicidal reactive oxygen and reactive nitrogen species [18]. This is partially achieved through increased expression of the gene, *Nos2*, which encodes inducible nitric oxide synthase (iNOS) and catalyzes the production of nitric oxide (NO) from L-arginine [19]. As infections are resolved, elevated levels of interleukin-4 (IL-4) and IL-13 promote the repolarization of macrophages to an anti-inflammatory alternative or M2 polarization state, which is accompanied by increased expression of arginase-1 (Arg1) [20]. This enzyme competes with iNos for substrate, thereby reducing NO production and macrophage microbicidal activity [21].

Infection with the virulent H99S strain of *Cn* initially promotes a Th2-response in mice and the associated changes in cytokine production stimulate M2 macrophage polarization [10, 11, 20, 22]. This polarization state presents a less hostile environment for intracellular *Cn*, serving as a protective niche for growth and immune evasion (reviewed in [23]). Previous studies have suggested that *Cn* has only modest effects on the polarization state of host cells, minimally affecting the expression of *Nos2* and *Arg1*, the principle markers of the M1 and M2 states [17]. However, the impact on the broader transcriptome associated with these states remains unclear and is not captured in earlier microarray or RNA sequencing-based analyses of *Cn*-infected macrophages where polarization state is not explicitly considered [24–26].

Here, we present data showing that intracellular *Cn* infection resulted in extensive changes to the transcriptome of host macrophages, shifting the gene expression profiles of both M1 and M2 cells to a more naïve (M0) state, that is macrophages that have not previously been exposed to proinflammatory or anti-inflammatory cytokines, while causing relatively small changes in the expression of *Nos2* and *Arg1*. Additionally, a transcriptional signature of *Cn* infection, common to both polarization states was identified, which included upregulation of the transcriptional co-regulator *Cited1*. Collectively, these results provide new insights into how *Cn* reshapes gene expression and the phenotype of host cells.

## Materials and methods

### Culture and opsonization of *Cn*

The serotype A H99S strain [27] of *Cn* serotype A was grown in yeast peptone dextrose (YPD; ThermoFisher Scientific) broth, shaking at 37°C for 36 h prior to infection. After 36 h, 1x10^7^ *Cn* cells were washed 3× with phosphate-buffered saline (PBS), pelleted by centrifugation at 750 × *g* for 5 min, and then counted. The cells were opsonized with 18B7 (a kind gift from Dr. Arturo Casadevall; previously described in [28]) using 20 μg per 1.5 x 10^6^ cells in 1 mL 20% goat serum (GS; Sigma Aldrich, St. Louis, MO) for 30 min. The opsonized cells were washed 3× with PBS to remove excess 18B7 and were recounted. A total of 2.25 x 10^6^ cells/mL were necessary to ensure a 3:1 multiplicity of infection (MOI; *Cn*:macrophage).

### Macrophage culture, polarization, and infection

RAW 264.7 cells, a murine macrophage-like cell line, were obtained from the American Type Culture Collection (ATCC, Manassas, VA) and cultured in Dulbecco's Modified Eagle Medium (DMEM; ThermoFisher Scientific, Grand Island, NY) supplemented with 10% fetal bovine serum (FBS; VWR, Radnor, PA), 200 mM L-glutamine, 1% penicillin and streptomycin, and 50 μg/mL gentamicin (all from Sigma Aldrich). Macrophages were maintained at 37°C in a humidified 5% CO_2_ atmosphere.

Prior to infection, RAW 264.7 cells were seeded into 6-well plates at a density of 7.5 x 10^5^ cells/well and incubated overnight with 200 U/mL of recombinant murine IFNγ (Biolegend, San Diego, CA) to promote M1-polarization and then infected with opsonized *Cn* for 2 h at a 3:1 MOI or mock infected with PBS. After 2 h, extracellular *Cn* were removed by washing 2× with PBS, and the macrophages were cultured for a further 24 h in fresh growth media containing either IFNγ to maintain the M1 polarization state or 100 ng/mL recombinant interleukin-4 (IL-4; Sigma-Aldrich, St. Louis, MO, and Peprotech, Rocky Hill, NJ) to promote repolarization to the M2 state. The polarization state was confirmed by western blotting for the M1 and M2 markers, iNos and Arg-1, respectively. Cells were washed and growth medium containing IFNγ or IL-4 was replaced every 6 h to prevent nutrient depletion, remove extracellular *Cn*, and maintain the appropriate polarizing environment.

### Quantification of infection efficiency

RAW264.7 cells were seeded into 35 mm glassbottom dishes at a density of 7.5 x 10^5^ cells/dish and incubated overnight with 200 U/mL of recombinant murine IFNγ and/or 1μg/mL of LPS to promote M1-polarization. The cells were infected with GFP-expressing H99S opsonized using GS and/or 18B7 anti-GXM antibodies (1× = 10 μg and 2× = 20 μg 18B7 per 1.5×10^6^ *Cn*) at the indicated concentrations. The cells were cultured for a further 24 h in fresh growth media containing either IFNγ to maintain the M1 polarization state or IL-4 to promote repolarization to the M2 state. Dead macrophages were labeled with propidium iodide and extracellular *Cn* were labeled with calcofluor white (Sigma Aldrich, St. Louis, MO). The samples were imaged used a Zeiss LSM700 confocal laser scanning microscope equipped with a Plan-Apochromat 20×/0.8 M27 objective (Carl Zeiss). The percentage of live macrophages containing intracellular *Cn* was determined for each sample.

### Glucose assays

RAW264.7 cells were grown in phenol red-free DMEM adjusted to contain the indicated concentration of glucose at the start of the experiment. Growth medium from the cultures was sampled (1 mL) at the indicated times post-treatment and centrifuged to remove *Cn* and cellular debris. Glucose concentration was measured using a glucose oxidase assay kit (GAGO20, Sigma Aldrich) according to manufacturer’s instructions.

### Immunoblotting

Macrophages were lysed using radioimmunoprecipitation assay (RIPA) buffer containing 1x protease inhibitor cocktail (Sigma-Aldrich) and 1 mM phenylmethylsulfonyl fluoride (PMSF, Sigma-Aldrich). Harvested samples were vortexed and centrifuged at 13,000 × *g* for 15 min at 4°C to remove cell debris. Sample protein concentrations were measured using a bicinchoninic acid (BCA) assay kit according to manufacturer’s instructions. Normalized protein lysates were boiled at 95°C for 10 min in Laemmli sample buffer, electrophoresed on 10 or 12% SDS-polyacrylamide gels, and transferred to nitrocellulose membranes. The membranes were blocked in Tris-buffered saline/Tween 20 (TBS/T) containing 5% non-fat milk powder for 1 h and incubated overnight at 4°C with the appropriate primary antibodies. These included β-actin (A2066, Sigma), iNos (D6B6S, Cell Signaling Technology, Danvers, MA), Arg1 (ab124917, Abcam, Cambridge, MA), MSG1 (Cited1; sc-393585, Santa Cruz Biotechnology, Dallas, TX), and VDUP1 (TXNIP; sc-271238, Santa Cruz Biotechnology). Primary antibody binding was detected using mouse anti-rabbit IgG-horseradish peroxidase (HRP; sc-2357, Santa Cruz Biotechnology) or anti-mouse m-IgGkappa binding protein (BP)-HRP (sc-516102, Santa Cruz Biotechnology), as appropriate. Membranes were incubated with enhanced chemiluminescent (ECL) reagents and bands were visualized using a ChemiDoc MP Imaging System with Image Lab Software (Bio-Rad, Hercules, CA).

### RNA extraction and cDNA library preparation

Immediately prior to harvest, all RAW264.7 samples were imaged by light microscopy to determine the percentage of cells infected with intracellular *Cn*. With the exception of the mock-infected samples, *Cn*-infected macrophage samples were only processed further if >50% of cells were infected. Macrophages were homogenized in lysis reagent (RLT buffer, Qiagen, Germantown, MD) using a 20-gauge needle and the remaining intact *Cn* were removed by centrifugation at 750 x *g* for 5 min at 4°C. RNA was extracted from the lysates using an RNeasy® Mini Kit (Qiagen), according to the manufacturer’s instructions. Genomic DNA was then removed from the total RNA using a Message Clean kit (GenHunter, Nashville, TN) per the manufacturer’s instructions. Clean RNA was resuspended in 10 μL diethyl pyrocarbonate (DEPC)-treated water and RNA integrity and quality was appraised using a Qubit 2 fluorometer (ThermoFisher Scientific).

The cDNA libraries for RNA sequencing were prepared from 1 μg of isolated RNA using the NEBNext UltraTM Directional RNA Library Prep Kit for Illumina, the NEBNext Multiplex Oligos for Illumina Index Primers, and the NEBNext Poly(A) Magnetic Isolation Module (all from New England BioLabs, Ipswich, MA) in accordance with the manufacturer’s instructions.

### Analysis of RNA sequencing data

RNA sequencing of each library sample was performed at Novogene (Sacramento, CA) using the HiSeq 2500 system to produce 150 bp transcriptome paired-end reads. FastQC (version 0.11.5; [29]) was used to check quality of the fastq data files. No trimming of the files was necessary based on the data quality. The STAR aligner (version 2.5.3a; [30]) was used to align reads to the version 38 mouse genome [31] with scaffolding provided by the mouse reference genome annotation (version 39.90, [31]) within the CyVerse Discovery Environment [32]. The resulting bam and the same mouse genome annotation were used to generate a read count table by gene using FeatureCounts [33] and multi-join [34] within the Galaxy platform [35]. These read counts were imported into R where they were used to cluster samples according to their whole genome gene expression profile using EdgeR [36], as detailed in [37]. Data were displayed as both a multi-dimensional scale plot and dendogram to aid in evaluating samples for inclusion or exclusion. Three samples per condition (a total of 15) were initially analyzed. Of these, four samples were excluded from further analysis due to their failure to cluster within their replicate pool (M1_mock replicate 2, M1_Cn replicate 1, M2_mock replicate 3, and M0 replicate 1). 

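The olfactory and vomeronasal receptor genes, 1930 genes of the nose that macrophages do not use, hold 472 CPM (counts scaled to the size of the library) in M1mk replicate 2 against 104 and 63.6 in the kept M1mk replicates 1 and 3. M1*Cn* replicate 1 holds 90.3 CPM of them against 183 and 135 in the kept M1*Cn* replicates 2 and 3, M2mk replicate 3 holds 137 against 55.8 and 52.6, and M0 replicate 1 holds 72.7 against 44.3 and 34.4. By the mean Pearson correlation of log2 CPM with the kept libraries of a group, M1mk replicate 2 lies nearer to M1*Cn* (0.906) than to M1mk (0.798). M1*Cn* replicate 1 lies nearer to the kept M1mk libraries (0.968) than to the kept M1*Cn* libraries (0.921). It correlates at 0.882 and 0.961 with M1*Cn* replicates 2 and 3, and at 0.827 with M1mk replicate 2. M2mk replicate 3 lies at 0.905 to its own group and at 0.914 to M2*Cn*, and M0 replicate 1 lies nearest to its own group (0.950). Pairs of libraries of the same group correlate at 0.945 to 0.969 in M0, 0.778 to 0.956 in M1mk, 0.882 to 0.961 in M1*Cn*, 0.904 to 0.974 in M2mk and 0.940 to 0.966 in M2*Cn*. The receptor genes were chosen as a measure after the calls had been seen and before the reads in these genes had.

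**Figure D1:**
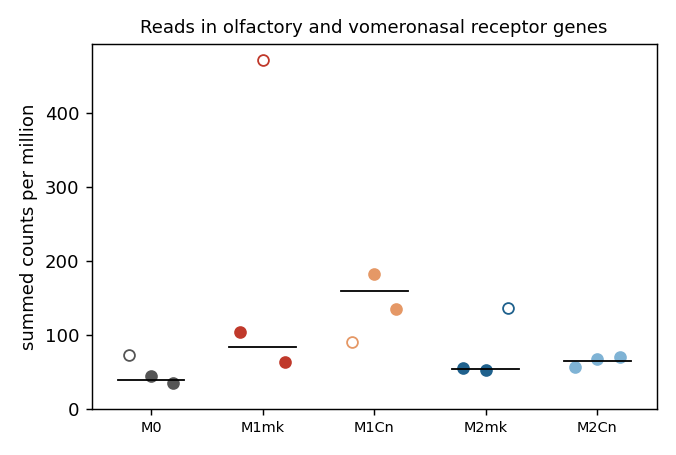
Summed CPM of the olfactory and vomeronasal receptor genes (vertical axis) in each library, by group (horizontal axis). Each point is 1 library; open points are the 4 libraries that the paper excluded for not clustering within their replicate pool.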

Next, StringTie (version 1.3.3; [38]) was used to construct transcript annotations based on the bam data and the same mouse reference genome and genome annotation within the CyVerse Discovery Environment [32]. StringTieMerge (version 1.3.3;[38]) was then used to merge these sample-specific genome annotations into an experiment-specific genome annotation, also within the CyVerse Discovery Environment [32]. Finally, CuffDiff2 (version 2.2.1; [39]) was then used to make pairwise comparisons for differentially expressed genes (DEGs) among the replicate groups of aligned reads (bam files) based on the experiment-specific genome annotation within the Cyverse Discovery Environment [32]. From the pairwise comparisons, DEGs with fold change ≥ 2.0 and q ≤ 0.05 were considered biologically relevant and statistically significant. Functional categorization and pathway over-representation analysis of genes within the statistically significant DEGs were performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatics resource tool (version 6.8; [40, 41]) to identify biological pathways specific to polarization state and infection state. Gene ontology (GO) terms were ranked by *p*-value, which was plotted as–log(*p*-value).

Finally, protein-protein interaction networks were identified among DEG sets using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING, version: 11.0; [42]). The confidence interval was set at 0.700. Evidence based analysis was used with Markov Cluster (MCL) grouping. Common protein-protein interaction clusters were then visually identified for M0-M1mk compared to M0-M1*Cn*, M0-M2mk compared to M0-M2*Cn*, M0-M1*Cn* compared to M0-M2*Cn*, and M1-M1*Cn* compared to M2-M2*Cn*. Protein network changes based on polarization state and infection status were identified by determining the common and unique genes/proteins between the common clusters for each pair.

## Results

### Development of a strategy to obtain *Cn*-infected M1 and M2-polarized macrophages

To develop an *in vitro* system to accurately characterize the effects of intracellular *Cn* infection on the transcriptome of host macrophages in different polarization states, it was necessary to i) utilize a macrophage cell line that can adopt clear M1 and M2 phenotypes, ii) maintain a stable growth environment for the cells so that nutrient depletion did not impact gene expression, and iii) be able to infect these cells with high efficiency so that the vast majority of mRNA transcripts identified in the RNA sequencing analysis originated from *Cn*-infected cells.

For this study, the murine macrophage-like cell line RAW 264.7 was selected, which is frequently used as an *in vitro* model to investigate how intracellular pathogens affect macrophage polarization and gene expression [43, 44] and how gene expression of pathogens is altered in host cell environments [45]. It has also been used by us and others to study macrophage:*Cn* interactions [17, 46].

While naive RAW 264.7 cells can be stimulated to adopt an M1-like phenotype through exposure to IFNγ alone, expressing various proinflammatory cytokines and detectable levels of the M1 marker, iNos [17], it is unclear whether these cells can be directly polarized to the M2 state. Stimulation of naive RAW 264.7 cells with IL-4 has been shown to induce transcriptional upregulation of the M2 marker, *Arg1*, but does not result in detectable levels of the Arg-1 protein [47]. This was also true in our hands and we were only able to stimulate a measurable increase in Arg-1 protein expression if RAW 264.7 cells were co-stimulated with IL-4 and the cAMP analog, 8-bromo-cAMP to activate C/EBPbeta, a co-regulator of the *Arg1* promoter [47] (Fig 1A).

**Fig 1:**
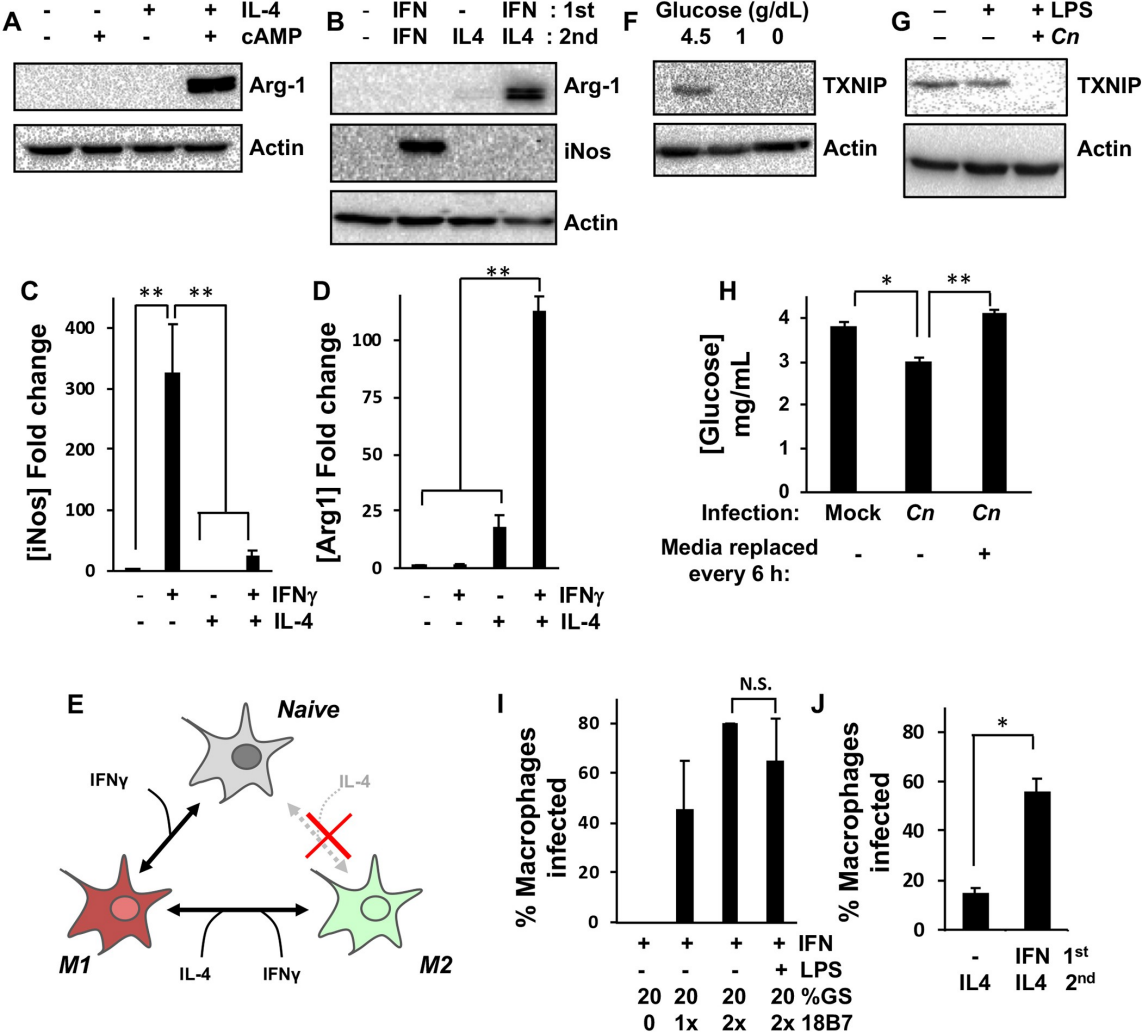
Optimization of murine macrophage intracellular *Cn* infection for transcriptome profiling. Western blot analysis of RAW264.7 macrophages for M1 (iNos) and/or M2 (Arg-1) marker proteins after incubation for 24 h with **(A)** IL-4 and cAMP or **(B)** IFNγ and IL-4. **(C)** iNos and **(D)** Arg-1 levels in *(B)* were quantified by densitometry based on six discrete biological repeats. **(E)** Schematic to summarize data from *(A-D)*, which suggests that while RAW264.7 cells cannot be directly polarized from M0 to M2 by IL-4 treatment, they can be repolarized from M1 to M2. Expression of TXNIP, a marker of glucose levels, as measured in RAW264.7 macrophages by western blotting after 24 h **(F)** incubation in growth medium containing the indicated glucose concentrations or **(G)** infection with 18B7-opsonized *Cn*. LPS was added for 2 h during infection to promote phagocytosis of *Cn*. **(H)** Glucose concentration as measured in RAW264.7 macrophage growth medium using a glucose oxidase assay kit 24 h post-mock or *Cn*-infection. Complete replacement of growth medium at 6 h intervals to remove extruded *Cn* prevents glucose depletion. **(I and J)** The percentage of *Cn*-infected RAW264.7 cells was quantified by confocal microscopy 24 h post-infection. For all experiments, concentrations are as follows: 200 U/mL IFNγ, 100 ng/mL IL-4, 1 μg/mL LPS, cAMP is 0.5 mM 8-Br-cAMP, 1× 18B7 is 10 μg per 1.5 × 10^6^ *Cn*, GS is goat serum. Error is represented as S.E. Statistical differences between samples were appraised using one-way analysis of variance (ANOVA) followed by a Tukey’s multiple comparison test. Statistical significance is indicated as follows: *, *p* < 0.05; **, *p* < 0.01. With the exception of *(B-D)*, data is from three biological repeats.

As macrophages will typically repolarize from an M1 to an M2 state rather than directly from M0 to M2 during the course of a normal infection, we reasoned that RAW 264.7 macrophages may operate in a similar fashion. To test this, RAW 264.7 cells were stimulated with IFNγ for 24 h followed by treatment with IFNγ or IL-4 for a further 24 h. As expected, continuous IFNγ treatment resulted in ~300 fold increase in iNos protein levels (Fig 1B and 1C). While Arg-1 protein levels were indistinguishable from untreated controls and samples that did not receive IFNγ prior to IL-4 stimulation, repolarization from M1 to M2 resulted in >100 fold increase in Arg-1 protein levels (Fig 1D). Collectively, these data suggested that RAW 264.7 cells could be used to model both the M1 and M2 state with the caveat that the M2 phenotype could not be reached directly from the naive state but via repolarization from M1 (Fig 1E).

Given that *Cn* replicates within host cell phagolysosomes and escapes into the surrounding culture medium through non-lytic exocytosis or vomocytosis [48–51], we reasoned that the accumulation of live, extracellular *Cn* might result in the accelerated depletion of glucose and other nutrients from the culture medium. As this could potentially result in confounding changes in gene expression not directly caused by intracellular *Cn* growth, the expression of the glucose-regulated gene, thioredoxin–interacting protein (*TXNIP*) was used as a marker of glucose depletion-induced gene expression changes in these experiments. TXNIP is a regulator of nitrosative stress and glucose metabolism in a variety of cell types and is itself regulated at a transcriptional level by heterodimers of the glucose-responsive transcription factors, MondoA and Mlx [52–54]. Decreasing glucose levels from 4.5 g/dL in the macrophage culture medium to 1.0 g/dL for 24 h resulted in a complete loss of TXNIP protein expression in RAW 264.7 cells, indicating that TXNIP expression was a suitable marker of glucose depletion in this system (Fig 1F).

In preliminary RNA sequencing experiments (unpublished), the expression of *TXNIP* transcripts was decreased 8.34 fold (*q* = 0.0016) in *Cn* versus mock-infected RAW 264.7. Additionally, in parallel immunoblotting experiments, it was found that the TXNIP protein dropped to undetectable levels at 24 h post-*Cn* infection (Fig 1G). Although the decrease in glucose concentration in *Cn*-infected cultures at 24 h post-infection was relatively modest (~20%; Fig 1H), these data suggested that the loss of *TXNIP* expression was artefactual and that *Cn*-induced changes in culture conditions over the course of the 24 h experiments may impact the resultant transcriptome profiles. In an effort to mitigate this in all subsequent experiments, macrophage cultures were washed, and the medium was replaced at 6 h intervals to remove extracellular *Cn* and prevent large changes in culture conditions (Fig 1H).

As a standard RNA sequencing approach was utilized, harvesting RNA from large populations of cells, phagocytosis conditions were optimized to maximize the number of *Cn*-infected M1 and M2-polarized macrophages in the cultures. This was achieved by titrating the concentration of 18B7 [28], a monoclonal antibody raised against *Cn* capsular polysaccharide that is used to opsonize the yeast prior to infection of M1-polarized macrophages (Fig 1I). It was found that a concentration of 2× 18B7 (20 μg for 1.5 x 10^6^ cells) was sufficient to routinely obtain infection efficiencies of ~80%, as determined at the time of macrophage harvest for mRNA extraction. While it is common to add LPS to macrophages to promote phagocytosis, it was found that this did not affect the percentage of *Cn*-infected macrophages (Fig 1I). Furthermore, as co-infections with gram-negative bacteria are uncommon in cryptococcosis patients [55], LPS was excluded from all subsequent transcriptome-profiling experiments. Finally, it was found that infection efficiencies of >50% could be achieved for M2 macrophages if the cells were IFNγ-stimulated 24 h prior to infection and then repolarized to M2. If the cells were not M1 polarized first, not only was Arg-1 protein expression lost (Fig 1B–1D), but also the percentage of *Cn*-infected macrophages decreased to <20% (Fig 1J).

### Intracellular *Cn* increased iNos protein expression in M1-polarized macrophages

Based on the data described in Fig 1, a strategy was developed to produce *Cn*-infected M1 and M2-polarized RAW 264.7 cells (Fig 2A). In brief, this involved M1-polarizing naive macrophages by incubation with IFNγ for 24 h, then mock or *Cn*-infection with complement- (provided by 20% GS) and 18B7-opsonized yeast at an MOI of 3:1. After a 2 h infection period, residual extracellular *Cn* were removed by washing and the cells were cultured for a further 24 h in growth medium containing either IFNγ to maintain the M1 polarization state or IL-4 to repolarize to M2, with the growth medium and cytokines replaced at 6 h intervals.

**Fig 2:**
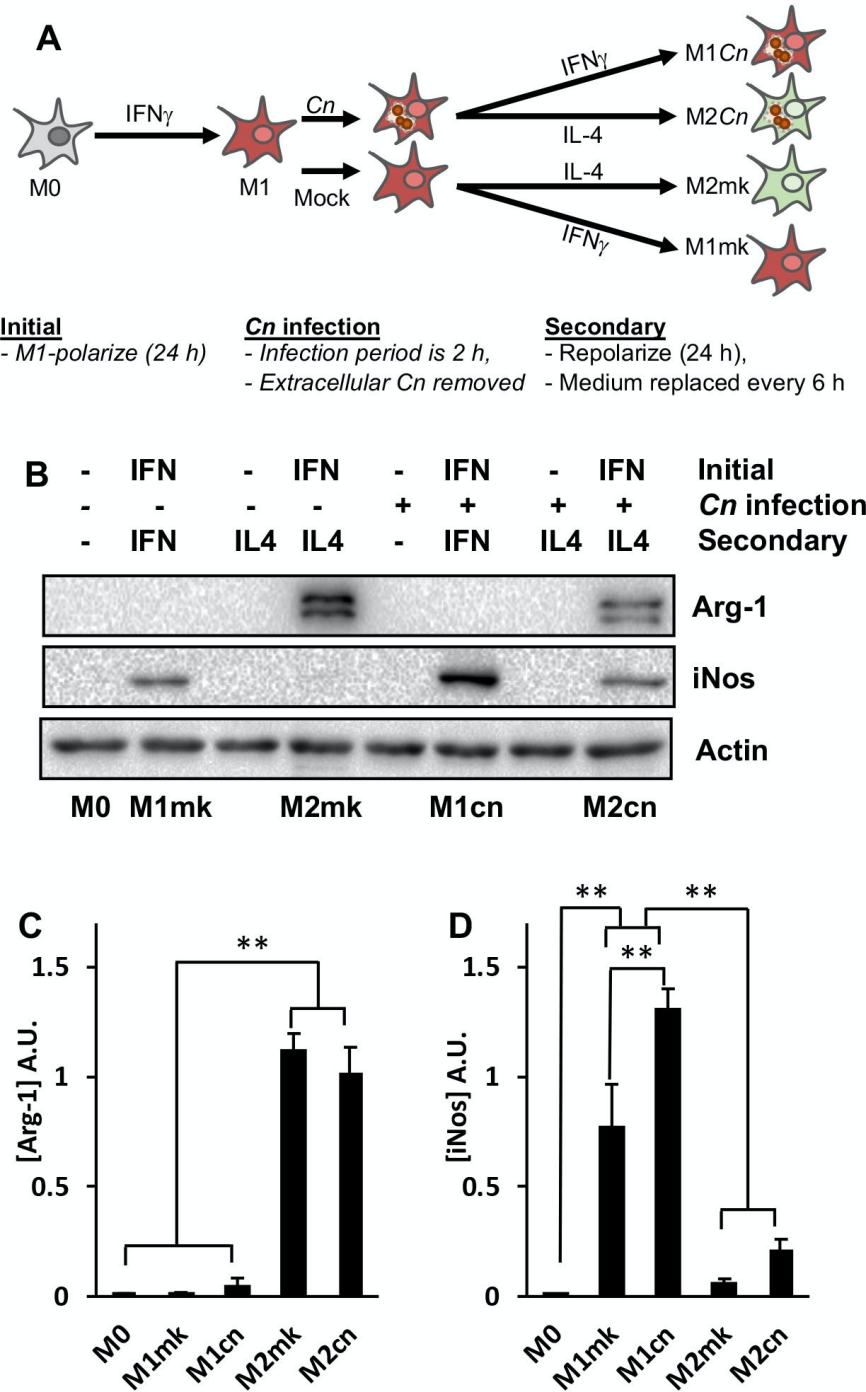
Expression of iNos is increased in *Cn*-infected M1-polarized macrophages. **(A)** Schematic to represent macrophage infection protocol used for subsequent western blotting and transcriptome profiling experiments. **(B)** Western blot analysis of RAW264.7 macrophages for M1 (iNos) and M2 (Arg-1) markers after the indicated treatments. **(C)** iNos and **(D)** Arg-1 levels in *(B)* were quantified by densitometry based on six discrete biological repeats. Error is represented as S.E. Statistical differences between samples were appraised by one-way ANOVA followed by a Tukey’s multiple comparison test. Statistical significance is indicated as follows: **, *p* < 0.01.

This protocol was utilized to perform RNA sequencing-based transcriptome profiling of naive (M0), mock- (M1mk and M2mk) and *Cn*-infected (M1*Cn* and M2*Cn*) macrophages in both polarization states. 

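RNA from RAW 264.7 macrophages in 5 states was sequenced in 3 libraries each: naive M0, M1mk (held in 200 U/mL IFN-γ and mock-infected for 2 h), M1*Cn* (the same with C. neoformans at 3 yeast per macrophage), and M2mk and M2*Cn* (moved after infection from IFN-γ to 100 ng/mL IL-4). After the infection the M1 and M2 cells were cultured for 24 h with medium replaced every 6 h. The authors deposited a table of read counts for 52636 gene identifiers of the mouse genome GRCm38, 52403 of them with a symbol. Counts per library run from 17392455 to 99886050 (median 42135051). From lowest to highest, the libraries of M0 hold 19979139, 45083002 and 58679018, those of M1mk 24122576, 28475720 and 48154374, those of M1*Cn* 23741217, 48118286 and 99886050, those of M2mk 17392455, 42135051 and 61438645, and those of M2*Cn* 22596404, 26474146 and 46132936. Between 70.8% and 80.9% of the counts above 0 in each library are even numbers. Genes carry counts over their whole span and from either strand, so that a gene lying wholly inside another has none: 1264 (96.0%) of the 1316 protein-coding genes with no base of their own are at 0 in every library, against 1299 (11.1%) of 11686 genes that share no base. Each value below is given first for the 11 libraries the paper kept, 2 per group and 3 of M2*Cn*, and then for all 15. M1mk replicate 2, M1*Cn* replicate 1, M2mk replicate 3 and M0 replicate 1 are the 4 that the paper excluded for failing to cluster within their replicate pool. Nothing in the deposit or the paper says whether the replicates of a state came from separate cultures, so the p-values measure the spread between these libraries. edgeR's quasi-likelihood test was run over 18315 genes in the 11 libraries and 18946 in the 15, with Benjamini-Hochberg (BH) adjustment, and a gene is called at an adjusted p of at most 0.05 with a fold change of at least 2. On simulated counts at the spread of the 11 libraries, 50 genes each were changed, up or down, by 2-, 4-, 8- and 16-fold. Between M1mk and M1*Cn* the test recovered 3, 33, 46 and 50 of them, and between M2mk and M2*Cn* 2, 42, 48 and 50, with 10 and 9 false calls. All changed genes had a mean of at least 5 CPM, so recovery at lower levels was not measured. Log2 fold changes carry their standard error and set the second state over the first.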

As an initial quality control step, pairwise comparisons of gene expression in M0 with M1mk or M2mk samples was performed and changes in the expression of a small panel of known polarization markers were examined [15, 16, 56]. As expected, *Nos2*, *Stat1*, a range of M1-associated cytokines and chemokines (*Il1b*, *Cxcl9*, *Cxcl10*, and *Ccl5*), and surface markers (*Fcgr1* and *Cd86*) were strongly upregulated (Table 1). 

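Cxcl9 (chromosome 5, 92321347 to 92328079), a chemokine that draws T cells, rose from 2.17 ± 2.09 CPM in M0 to 839 ± 657 in M1mk (mean ± SD, n = 2 libraries each). Nos2 (chromosome 11, 78920787 to 78960254), which encodes the inducible nitric oxide synthase, rose from 9.04 ± 3.87 to 681 ± 842 CPM. The GTPase gene Gbp2 (chromosome 3, 142620602 to 142638008) rose from 3.90 ± 1.69 to 1029.6 ± 17.2, the co-stimulatory ligand gene Cd86 (chromosome 16, 36603869 to 36666081) from 1.52 ± 0.0954 to 197 ± 136 and the high-affinity IgG receptor gene Fcgr1 (chromosome 3, 96282909 to 96293969) from 30.3 ± 2.89 to 536 ± 61.0 CPM. Log2 fold changes (± standard error) by edgeR's quasi-likelihood test with BH adjustment are 8.68 ± 0.82 (adjusted p = 1.81e-05) for Cxcl9, 6.30 ± 1.40 (adjusted p = 0.0128) for Nos2, 8.09 ± 0.57 (adjusted p = 1.35e-06) for Gbp2, 7.06 ± 0.62 (adjusted p = 9.67e-06) for Cd86 and 4.16 ± 0.33 (adjusted p = 3.29e-06) for Fcgr1. The inflammatory cytokine gene Il1b (chromosome 2, 129364570 to 129371139) and the chemokine gene Ccl5 (chromosome 11, 83525778 to 83530518) were higher without passing the test, at 5.17 ± 1.60 (adjusted p = 0.0589) and 2.41 ± 0.97 (adjusted p = 0.139). Adjusted over the measured genes of Table 1 alone, all pass. The study chose them as known markers. Cxcl10 (chromosome 5, 92346638 to 92348889) lies wholly inside Art3 and has 0 counts in every library. Beyond this panel, 22 of 22 IFN-γ response genes rose, with a median log2 fold change of 5.91 (camera with the correlation between genes estimated, adjusted p = 0.00302), among them the feedback gene Socs1 (chromosome 16, 10782240 to 10785536, 8.44 ± 0.47, adjusted p = 5.21e-07) and the transcription factor gene Irf1 (chromosome 11, 53770014 to 53778374, 5.49 ± 0.37, adjusted p = 1.11e-06). In edgeR's test over all 15 libraries, the log2 fold changes are 6.42 (adjusted p = 0.00132) for Cxcl9, 6.22 (adjusted p = 0.0135) for Nos2, 5.85 (adjusted p = 0.0318) for Il1b and 4.24 (adjusted p = 0.0409) for Ccl5, and all measured genes of Table 1 are called. M0 replicate 1 and M1mk replicate 2, left out by the paper, hold 27.0 and 1025 CPM of Cxcl9, 8.20 and 595 of Nos2, 0.307 and 66.4 of Il1b, and 1.64 and 145 of Ccl5. Without M1mk replicate 1 or M0 replicate 3, and in the fit of only the groups compared, the call of Nos2 is lost. The kept M1mk libraries hold 1276 and 84.9 CPM.

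**Figure D2:**
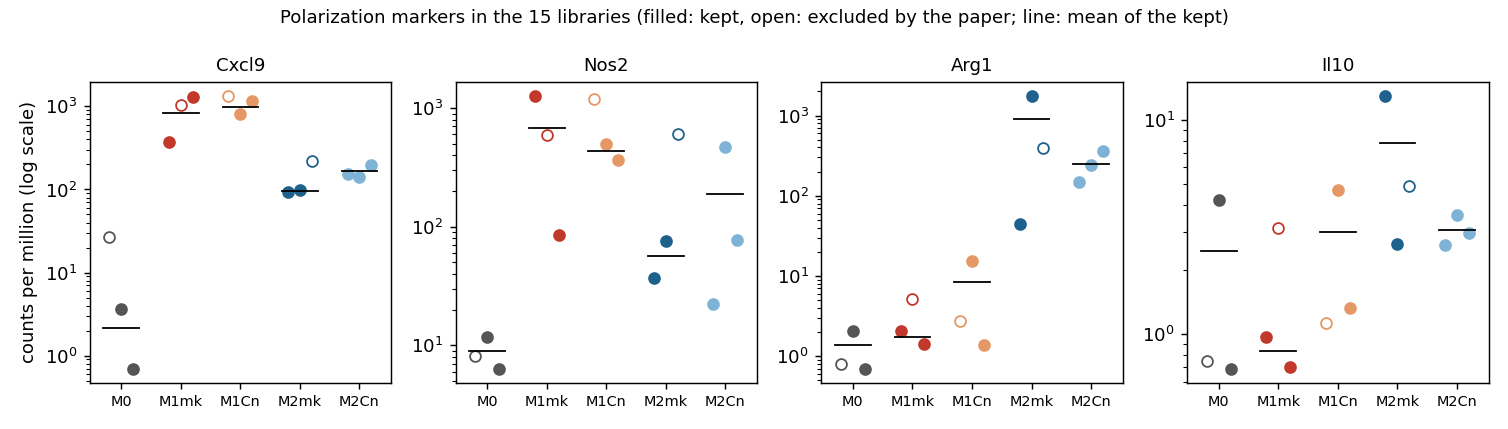
CPM on a log scale (vertical axis) of Cxcl9, Nos2, Arg1 and Il10 in M0, M1mk, M1*Cn*, M2mk and M2*Cn* (horizontal axis). Each point is 1 library, open where the paper excluded it; the line is the mean of the kept libraries.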

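Arg1 (chromosome 10, 24915221 to 24927484), whose enzyme competes with the nitric oxide synthase for arginine, stood at 1.72 ± 0.441 CPM in M1mk and 912 ± 1226 in M2mk (mean ± SD, n = 2 libraries each). The IL-4-induced lectin gene Mgl2 (chromosome 11, 70130329 to 70137550) rose from 0.0108 ± 0.0153 to 45.3 ± 14.8 CPM, Clec10a (chromosome 11, 70156197 to 70170834), another lectin of alternatively activated macrophages, from 0.381 ± 0.165 to 14.9 ± 1.10, and the growth factor gene Igf1 (chromosome 10, 87858265 to 87937042) from 7.92 ± 2.32 to 509 ± 386. Il10 (chromosome 1, 131019845 to 131024974), an anti-inflammatory cytokine gene, was higher in M2mk (7.81 ± 7.31 against 0.840 ± 0.190 CPM) without passing the test. By edgeR's quasi-likelihood test with BH adjustment, the log2 fold changes from M1mk to M2mk (± standard error) are 8.99 ± 1.61 (adjusted p = 0.0300) for Arg1, 5.19 ± 0.67 (adjusted p = 0.00563) for Clec10a, 5.98 ± 0.56 (adjusted p = 2.93e-04) for Igf1 and 3.15 ± 0.95 (adjusted p = 0.289) for Il10. From M0 to M2mk Arg1 rose by 9.44 ± 1.65 (adjusted p = 0.00429) and Il10 did not pass (1.69 ± 0.89, adjusted p = 0.352). Of 20 IL-4 response genes 4 rose from M1mk to M2mk, 9 adjusted over the list alone, with a median log2 fold change of 2.84 (camera, estimated correlation, adjusted p = 0.00700). From M0 to M2mk 9 of them rose, 13 over the list alone, among them the IL-4 receptor gene Il4ra (chromosome 7, 125552120 to 125579474, 3.01 ± 0.61, adjusted p = 0.0121). Among the markers of M1, Gbp2 fell from M1mk to M2mk by 5.23-fold (-2.39 ± 0.43, adjusted p = 0.0318), and 6 of 22 IFN-γ response genes fell, 16 over the list alone, with a median of -1.85 (estimated correlation, adjusted p = 0.0126). In all, 70 genes differ between M1mk and M2mk, 33 higher and 37 lower in M2mk. The Fc receptor gene Fcgr4 (chromosome 1, 171018920 to 171029761) fell, at -2.12 ± 0.35 (adjusted p = 0.0190). Without 1 kept library the count of 70 runs from 16 (M2*Cn* replicate 3) to 749 (M1mk replicate 3). Once the 4 excluded libraries are added, 28 genes differ, 26 higher and 2 lower, and Arg1 gives 8.02 (adjusted p = 0.0267), Clec10a 4.86 (adjusted p = 0.00782), Igf1 5.56 (adjusted p = 9.78e-05), Il10 2.09 (adjusted p = 0.729) and Gbp2 -1.89 (adjusted p = 0.451). The call of Arg1 between M1mk and M2mk is lost without any M2*Cn* replicate, with the replicate block, with at least 10 counts in every library and with only the groups compared, and that of Gbp2 in these last 3 ways and without either kept M2mk replicate or M2*Cn* replicate 2 or 3. The left-out M2mk replicate 3 and M1mk replicate 2 hold 399 and 5.10 CPM of Arg1, and 4.89 and 3.12 of Il10.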

A similar analysis was performed for cells repolarized from M1 to M2, and in this case, upregulation of the M2 markers, *Arg1* and *IL10*, as well as downregulation of M1 markers was observed (Table 2).

**Table 1:** M0 vs. M1mk.

Gene	FC	Direction	*q*-value
Cxcl9	682.63	UP	0.00626191
Gbp2	369.19	UP	0.00626191
Cd86	356.53	UP	0.0383977
Nos2	150.18	UP	0.00626191
Cxcl10	139.62	UP	0.00626191
Stat1	46.87	UP	0.0334391
IL1b	46.41	UP	0.0161112
Fcgr1	17.61	UP	0.00626191
Ccl5	6.66	UP	0.0370904

Expression of M1 macrophage markers (FC = Fold-change)

**Table 2:** M1mk vs. M2mk.

Gene	FC	Direction	*q*-value
Arg1	623.88	UP	0.00626191
Atp6v0d2	14.06	UP	0.0350194
IL10	10.08	UP	0.0413593
Cxcl10	18.9	DOWN	0.00626191
Cxcl11	15.77	DOWN	0.0200165
Nos2	12.24	DOWN	0.00626191
Cxcl9	8.84	DOWN	0.00626191
GBP2	5.21	DOWN	0.00626191

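The measured M1 markers of Table 1, which the study chose, are not called between M1mk and M1*Cn* in the kept libraries: edgeR calls 0 of them over all genes or over the list alone (1, Fcgr1, at an unadjusted p under 0.05), and DESeq2 none, while Cd86 is called without M1mk replicate 3 and Ccl5 with no filter on low counts. Cxcl9 is at 839 ± 657 CPM in M1mk and 990.4 ± 248 in M1*Cn*, and Fcgr1 at 536 ± 61.0 and 376 ± 99.1 (mean ± SD, n = 2 each). Log2 fold changes from M1mk to M1*Cn* (± standard error) are 0.12 ± 0.58 (adjusted p = 0.916) for Cxcl9, -0.86 ± 0.42 (adjusted p = 0.208) for Gbp2, -0.75 ± 0.47 (adjusted p = 0.322) for Cd86, -0.64 ± 0.29 (adjusted p = 0.179) for Fcgr1 and -0.69 ± 1.31 (adjusted p = 0.774) for Il1b by edgeR's quasi-likelihood test with BH adjustment. Between M2mk and M2*Cn* edgeR calls none of these M1 markers either, while DESeq2 and the fit of only the groups compared call Fcgr1, edgeR without M1mk replicate 1 or 3 calls Fcgr1 and Cd86, and with no filter it calls Nos2 besides these. Over the list alone Fcgr1 fell, at -1.37 ± 0.26 (adjusted p = 0.108) when adjusted over all genes, and Il10 gives -1.36 ± 0.78 (adjusted p = 0.434). Taking in all 15 libraries, Cxcl9 moves by 0.30 (adjusted p = 1) from M1mk to M1*Cn*. The left-out M1mk replicate 2 and M1*Cn* replicate 1 hold 265 and 544 CPM of Fcgr1. A p above the threshold does not show that a gene kept its level. At this spread few 2-fold changes were called in simulated counts, where a call also asks for an estimated fold change of at least 2.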

Consistent with previous reports [17], *Cn* infection appeared to have little effect on the expression of these core polarization markers. The expression of *Nos2* was not significantly altered in M1- or M2-polarized cells during *Cn* infection, and amongst the remaining M1 markers, only *Ccl5* was increased in M1mk vs. M1*Cn* (FC = 3.71, *q* = 0.046). 

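Nos2 is at 1276 and 84.9 CPM in the kept M1mk libraries, and M1*Cn* is at 431 ± 96.5 (mean ± SD, n = 2). The log2 fold change is -0.82 ± 1.12 (adjusted p = 0.670) by edgeR's quasi-likelihood test with BH adjustment. In M2 cells Nos2 is at 56.2 ± 27.5 CPM in M2mk (n = 2) and 190.1 ± 245 in M2*Cn* (n = 3), a log2 fold change of 1.73 ± 1.08 (adjusted p = 0.467). Ccl5, whose product attracts T cells and monocytes, is higher in M1*Cn* (70.6 ± 52.4 CPM) than in M1mk (21.2 ± 24.6), but the difference of 1.57 ± 0.93 (adjusted p = 0.293) does not pass. In M2 cells it is 0.69 ± 0.84 (adjusted p = 0.727). From M0, Ccl5 reaches 3.98 ± 1.03 (adjusted p = 0.0420) in M1*Cn* and Nos2 5.48 ± 1.35 (adjusted p = 0.0335). Ccl5 is called between M1mk and M1*Cn* only where no low-count filter is used. Excluded M1mk replicate 2 holds more Ccl5 than either kept M1mk library and M1*Cn* replicate 1 holds 52.5 CPM. With all 15 libraries the log2 fold change of Ccl5 is 0.05 (adjusted p = 1) and that of Nos2 0.06 (adjusted p = 1), with 1183 CPM of Nos2 in M1*Cn* replicate 1.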

Surprisingly, *Arg1* was decreased in M2mk vs. M2*Cn* (FC = 3.97, *q* = 0.006). 

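Arg1 stands at 44.5 and 1779 CPM in the kept M2mk libraries and at 149, 238 and 366 in M2*Cn* (251 ± 109, mean ± SD, n = 3). Its log2 fold change from M2mk to M2*Cn*, -1.87 ± 1.02 (adjusted p = 0.411), does not pass edgeR's quasi-likelihood test with BH adjustment, and the M2mk libraries lie on either side of the M2*Cn* libraries. From M0, Arg1 still rose by 7.57 ± 1.51 (adjusted p = 0.0139) in M2*Cn*. The IL-4-induced lectin genes Mgl2 and Clec10a are lower in M2*Cn*, at 5.76 ± 1.47 and 3.77 ± 0.735 CPM, without passing (-2.98 ± 0.46, adjusted p = 0.0621, and adjusted p = 0.139). Arg1 is called only where no low-count filter is used, and all 15 libraries give -1.56 (adjusted p = 0.781).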

To determine whether these effects were also apparent at the protein level, Arg-1 and iNos levels were measured by western blotting. Surprisingly, while Arg-1 was seemingly unaffected by *Cn* infection in both polarization states (Fig 2B and 2C), suggesting additional regulatory controls, iNos levels were increased by ~40% in M1-polarized cells (Fig 2B–2D).

### Distortion of the M1 and M2 transcriptome in *Cn*-infected macrophages

Although the initial analysis suggested that *Cn* infection minimally affected principle polarization state markers, we could not rule out the possibility that the broader transcriptome and key processes associated with each state were impacted. To comprehensively examine this, differentially expressed genes (DEGs) from each state were identified through pairwise comparisons of M0 to M1mk or M2mk RNA sequencing data using a fold change of 2 as a cut-off. These were then compared to corresponding DEGs from M0 to M1*Cn* or M2*Cn* comparisons.

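The complement gene C1qb (chromosome 4, 136880129 to 136886187), the lectin gene Clec9a (chromosome 6, 129408862 to 129424763) and the antigen-loading gene H2-DMb1 (chromosome 17, 34153072 to 34160230) are among the 10 genes most raised from M0 to M1mk, and the prostaglandin-degrading enzyme gene Hpgd (chromosome 8, 56294585 to 56321043), the fractalkine receptor gene Cx3cr1 (chromosome 9, 119901616 to 120069879) and the lipid-binding protein gene Fabp4 (chromosome 3, 10204088 to 10208576) are among the 10 most lowered. Clec9a rose from 0.438 ± 0.306 CPM (mean ± SD, n = 2) to 185 ± 139 in M1mk and 224 ± 48.2 in M1*Cn*, and Cx3cr1 fell from 315 ± 56.6 to 11.7 ± 8.92 and 4.74 ± 0.166. Their log2 fold changes from M0 are 10.31 ± 1.31 (adjusted p = 2.20e-04) in M1mk and 9.23 ± 1.26 (adjusted p = 5.70e-04) in M1*Cn* for C1qb, 8.87 ± 0.73 (adjusted p = 5.31e-06) and 9.03 ± 0.73 (adjusted p = 5.50e-06) for Clec9a, -8.02 ± 1.04 (adjusted p = 2.71e-04) and -6.36 ± 0.93 (adjusted p = 9.22e-04) for Hpgd, and -4.70 ± 0.50 (adjusted p = 4.94e-05) and -6.16 ± 0.54 (adjusted p = 1.02e-05) for Cx3cr1, by edgeR's quasi-likelihood test with BH adjustment. The other genes most raised are AA467197, Tgm2, Tgfbi, Ifi205, Ly6a, Mx1 and Cxcl9, and the others most lowered Kcnip1, S1pr1, Tmem176a, Igfbp4, Il31ra, Igf1 and Htr1b. From M0 to M1mk 1693 genes are called (1339 higher, 354 lower), from M0 to M1*Cn* 902 (733 higher, 169 lower), and 611 in both in the same direction, 36.1% of the M1mk genes. Independent lists would share 53.6 of the 543 genes higher in both and 3.27 of the 68 lower in both, but the M0 libraries serve both comparisons and cannot be split. In 20 simulated draws without any difference no gene was called in both. The simulated fold changes had a correlation of 0.509 and a covariance of 0.516, against 0.328 and 1.58 observed. Draws that call no genes cannot show how far the shared M0 libraries add to the overlap of genes that do change. When every library is kept, 845 and 876 genes are called and 655 shared, 77.5% of the M1mk genes. The left-out M0 replicate 1, M1mk replicate 2 and M1*Cn* replicate 1 hold 4.12, 292 and 246 CPM of Clec9a. Without 1 kept library the M0:M1mk count runs from 586 (M0 replicate 2) to 3685 (M1mk replicate 3), the M0:M1*Cn* count from 399 to 1773 (the same 2 libraries) and the share from 25.1% (M1*Cn* replicate 2) to 78.8% (M1mk replicate 1). With the replicate block the share is 59.7%, and in a fit of M0, M1mk and M1*Cn* alone 56.3%.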

Of the 931 DEGs associated with M0 to M1 polarization, 332 (~36%) were common to the 460 DEGs from the M0:M1*Cn* comparison (Fig 3A). This suggested that the expression of the remaining 599 DEGs (~64%) associated with the M1 state became or remained more M0-like post-*Cn* infection. 

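Icam1 (chromosome 9, 21015985 to 21028817), the endothelial and leukocyte adhesion ligand, Ncf1 (chromosome 5, 134220053 to 134229625), a subunit of the phagosome oxidase, and Man2b1 (chromosome 8, 85083270 to 85098282), a lysosomal mannosidase, are called from M0 to M1mk and not from M0 to M1*Cn*, and each is lower in M1*Cn* than in M1mk. Icam1 holds 29.0 ± 7.07 CPM in M0, 427 ± 299 in M1mk and 96.0 ± 18.7 in M1*Cn* (mean ± SD, n = 2 each), Ncf1 26.1 ± 0.865, 156 ± 139 and 29.4 ± 1.82, and Man2b1 74.1 ± 20.8, 257 ± 108 and 70.6 ± 21.2. From M1mk to M1*Cn* the log2 fold change is -2.30 ± 0.52 (adjusted p = 0.0414) for Icam1, -2.56 ± 0.52 (adjusted p = 0.0341) for Ncf1 and -2.01 ± 0.43 (adjusted p = 0.0373) for Man2b1 (edgeR's quasi-likelihood test, BH adjustment). Of the 1082 genes called from M0 to M1mk and not in the same direction from M0 to M1*Cn*, 110 differ between M1mk and M1*Cn*, 49 higher and 61 lower in M1*Cn*, and 5 of the 110 are called from M0 to M1*Cn* in the other direction. Since the pick asks for a call in M1mk and none alike in M1*Cn*, it leaves a gene that differs hardly any way but toward M0, and the direction is no evidence of its own. Without 1 kept library the count of 110 runs from 2 (M1*Cn* replicate 2) to 1272 (M1mk replicate 3). The other genes of the 1082 miss the threshold from M0 to M1*Cn* without a called difference between M1mk and M1*Cn*. Over all genes called from M0 to M1mk the median share of the log2 fold change kept in M1*Cn* is 60.5%. Genes picked in a library score high in that library, so the share was also taken in the library not used for the pick: genes picked with M1mk replicate 1 alone (3683) keep 44.1% in M1mk replicate 3 and 37.9% in M1*Cn*, and genes picked with M1mk replicate 3 alone (802) keep 115% in M1mk replicate 1 and 88.3% in M1*Cn*. The paper proposes that these genes became or stayed more like M0 after the infection. Over the full set of 15, 190 genes are called from M0 to M1mk and not in the same direction from M0 to M1*Cn*, 0 of them differ between M1mk and M1*Cn* by the same test, and the share kept is 94.6%. Among all 18946 genes tested 0 are called there. At an unadjusted p under 0.05 stand 421, fewer than the share of 0.05 that no difference at all would give. DESeq2 on the 11 kept libraries calls 2296 in the same comparison. Per library the share is 43.6% in the left-out M1mk replicate 2 and 96.5% in the left-out M1*Cn* replicate 1.

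**Figure D3:**
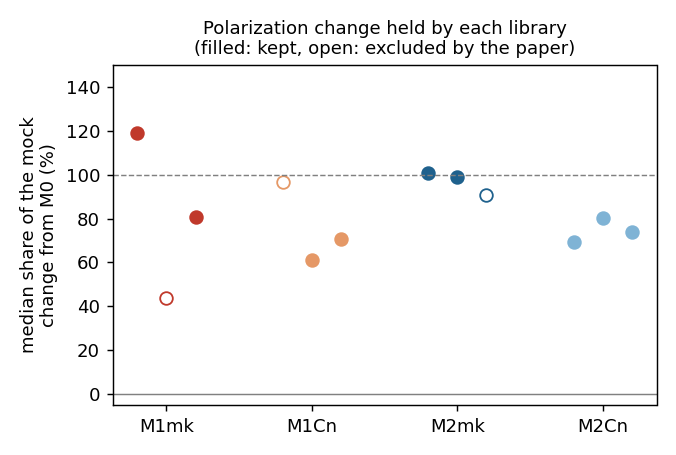
Median share in percent of the log2 fold change from M0 to the mock-infected state (vertical axis) in each library of M1mk, M1*Cn*, M2mk and M2*Cn* (horizontal axis), over the genes called from M0 to M1mk or from M0 to M2mk in the kept libraries. Each point is 1 library, open where the paper excluded it.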

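Ccl7 (chromosome 11, 82045712 to 82047525), a chemokine gene for monocytes, rose from M0 to M1*Cn* (1.17 ± 0.0638 to 32.8 ± 27.9 CPM, mean ± SD, n = 2 each) and not from M0 to M1mk (1.19 ± 1.56 CPM). The matrix protease gene Mmp12 (chromosome 9, 7344381 to 7369499) is called higher in M1*Cn*, and in M1mk it is higher than in M0 without passing. The lectin gene Clec10a is called lower in M1*Cn* and is lower in M1mk without passing. Log2 fold changes from M0 to M1*Cn* and from M0 to M1mk are 4.69 ± 1.19 (adjusted p = 0.0375) and -0.08 ± 1.12 (adjusted p = 1) for Ccl7, 6.10 ± 1.10 (adjusted p = 0.00464) and 3.54 ± 1.11 (adjusted p = 0.0616) for Mmp12, and -2.35 ± 0.63 (adjusted p = 0.0487) and -1.11 ± 0.61 (adjusted p = 0.277) for Clec10a (edgeR's quasi-likelihood test with BH adjustment). Between M1mk and M1*Cn* themselves neither Ccl7 (4.78 ± 1.20, adjusted p = 0.0543) nor Mmp12 (2.56 ± 0.84, adjusted p = 0.0951) is called. In all 291 genes are called from M0 to M1*Cn* and not in the same direction from M0 to M1mk, 190 higher and 101 lower, and of these 79 are called higher and 5 lower from M1mk to M1*Cn*. Among these are Tenm2 (chromosome 11, 36006656 to 37235964), Ctnna3 (chromosome 10, 63430098 to 65003667) and Nkain2 (chromosome 10, 31689310 to 32890462), genes of neurons and heart muscle that are called lower from M0 to M1mk and higher from M0 to M1*Cn*. The left-out M1mk replicate 2 holds 41.1, 78.4 and 44.1 CPM of them against 11.2 ± 4.49, 15.7 ± 9.88 and 12.7 ± 9.29 in M1*Cn*. With all 15 libraries, 221 genes are called from M0 to M1*Cn* alone, and Ccl7 gives 4.55 (adjusted p = 0.129) in M1*Cn* and 4.48 (adjusted p = 0.137) in M1mk, with 69.4 CPM in M1mk replicate 2 and 10.0 in M1*Cn* replicate 1.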

The 128 DEGs (~28%) unique to the M0:M1*Cn* comparison were assumed to be *Cn*-induced changes in gene expression not associated with the normal M1 transcriptional profile. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the common pool of DEGs showed an enrichment of genes associated with core M1 processes, including ‘JAK-STAT signaling’, ‘Cell adhesion molecules’, and ‘Cytosolic DNA-sensing pathway’. 

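Jak2 (chromosome 19, 29251828 to 29313080) and Stat2 (chromosome 10, 128270559 to 128292849), which carry cytokine and interferon signals from their receptors, rose in M1mk and M1*Cn* alike, as did Zbp1 (chromosome 2, 173206612 to 173218923) and Ifi204 (chromosome 1, 173747293 to 173766943), sensors of nucleic acid in the cytosol. Zbp1 rose from 1.49 ± 1.07 CPM in M0 to 257 ± 83.6 in M1mk and 170.5 ± 61.6 in M1*Cn* (mean ± SD, n = 2 each). The adhesion receptor genes Itgal (chromosome 7, 127296260 to 127335138) and Itgb7 (chromosome 15, 102215995 to 102231944), which hold leukocytes to other cells, rose from M0 by 119-fold and 33.0-fold in M1mk and by 36.0-fold and 12.1-fold in M1*Cn*. Log2 fold changes in M1mk and M1*Cn* are 3.65 ± 0.45 (adjusted p = 1.65e-04) and 2.42 ± 0.42 (adjusted p = 0.00359) for Jak2, 4.21 ± 0.38 (adjusted p = 1.34e-05) and 3.24 ± 0.37 (adjusted p = 1.17e-04) for Stat2, 7.54 ± 0.63 (adjusted p = 5.54e-06) and 6.81 ± 0.61 (adjusted p = 1.22e-05) for Zbp1, and 6.90 ± 0.45 (adjusted p = 9.54e-07) and 5.17 ± 0.42 (adjusted p = 5.24e-06) for Itgal (edgeR's quasi-likelihood test, BH adjustment). Of 32 measured genes of JAK-STAT signalling and its feedback, 13 are called in both comparisons, 3 (Csf1r, Ifnar2 and Il10ra) in M1mk alone and 1 (Myc) in M1*Cn* alone. 19 and 15 are higher in M1mk and M1*Cn* over the list alone, with medians of 1.65 and 1.16. Camera with the correlation estimated gives this list an adjusted p of 0.0703 in M1mk and 0.185 in M1*Cn*. Of 19 leukocyte adhesion genes, Itgal, Itgax and Itgb7 are called in both, F11r, Icam1, Itga5, Itgb2, Jam2 and Selplg in M1mk alone, and Itga4 (lower) in M1*Cn* alone. In edgeR's test over all 15 libraries, Jak2 gives 3.38 (adjusted p = 3.69e-04) and 2.89 (adjusted p = 0.00107), and Itgal 6.10 (adjusted p = 1.27e-05) and 5.07 (adjusted p = 1.54e-05). The left-out M0 replicate 1, M1mk replicate 2 and M1*Cn* replicate 1 hold 8.25, 197 and 239 CPM of Itgal.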

Interestingly, a subset of these terms, including ‘Phagosome’, ‘Antigen processing and presentation’, ‘Toll-like receptor signaling’, and ‘Tumor necrosis factor (TNF) signaling pathway’ also appeared significant for the M0:M1mk-exclusive DEG pool, suggesting changes to these M1-associated processes during *Cn* infection. Similarly, the ‘NF-κB signaling pathway’ term was significant for both the common and M0:M1*Cn*-exclusive pools of DEGs. This was consistent with the known function of the NF-κB pathway as a regulator of M1 polarization and prior studies by our and other groups showing that *Cn* infection modulates the activity of NF-κB transcription factors in host macrophages [46, 57]. 

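The oxidase genes Ncf1 and Ncf4, the integrin gene Itgb2 (chromosome 10, 77530252 to 77565708) and the scavenger receptor gene Msr1, which serve the uptake and killing of microbes, are called from M0 to M1mk alone. The Fc receptor genes Fcgr1, Fcgr3 and Fcgr4, the β-glucan receptor gene Clec7a (chromosome 6, 129461591 to 129472779), which recognises fungal walls, and the scavenger receptor gene Cd36 (chromosome 5, 17781690 to 17888801) are called in M1mk and M1*Cn* alike. Clec7a rose from 13.4 ± 2.08 CPM in M0 to 250.4 ± 146 in M1mk and 295 ± 86.6 in M1*Cn* (mean ± SD, n = 2 each), log2 fold changes of 4.27 ± 0.47 (adjusted p = 6.05e-05) and 4.35 ± 0.47 (adjusted p = 7.56e-05), and Itgb2 gives 3.80 ± 0.68 (adjusted p = 0.00299) and 1.76 ± 0.62 (adjusted p = 0.123) by edgeR's quasi-likelihood test with BH adjustment. Of 31 phagocytosis genes 11 are called in both comparisons (higher over the list alone: 19 in M1mk and 14 in M1*Cn*, camera with estimated correlation, adjusted p = 0.0703 and 0.167). Among 24 Toll-like receptors and adaptors, Tlr3 (chromosome 8, 45395665 to 45411080, 2.32 ± 0.42 and 2.97 ± 0.43), Tlr6, Tlr9, Irf7 and Irak2 are called in both, and Tlr1, Irf5 and Unc93b1, whose product brings nucleic acid sensors to endosomes, in M1mk alone. Antigen-presentation genes called in M1mk alone number 1 of 19 of class I (H2-M3) and 0 of 12 of class II. A gene called in M1mk alone need not differ between M1mk and M1*Cn*: of the phagocytosis genes only Ncf1 is called between them, and of the Toll-like receptor genes only Tlr9. Once the 4 excluded libraries are added, Itgb2 gives 3.32 (adjusted p = 0.0133) and 2.46 (adjusted p = 0.0594), with 106, 238 and 1021 CPM in the left-out M0 replicate 1, M1mk replicate 2 and M1*Cn* replicate 1.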

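Cd40 (chromosome 2, 165055627 to 165072948), a co-stimulatory receptor gene under NF-κB, rose from 5.35 ± 0.704 CPM in M0 to 150.1 ± 7.95 in M1mk and 181 ± 22.0 in M1*Cn* (mean ± SD, n = 2 each). Ptgs2 (chromosome 1, 150100031 to 150108227), the inducible prostaglandin synthase gene, and Bcl3 (chromosome 7, 19808462 to 19822770), a nuclear co-regulator of NF-κB, rose in both as well. Their log2 fold changes in M1mk and M1*Cn* are 4.84 ± 0.43 (adjusted p = 1.06e-05) and 4.98 ± 0.43 (adjusted p = 9.34e-06) for Cd40, 4.96 ± 0.88 (adjusted p = 0.00293) and 4.73 ± 0.87 (adjusted p = 0.00515) for Ptgs2, and 2.78 ± 0.39 (adjusted p = 5.25e-04) and 1.55 ± 0.38 (adjusted p = 0.0312) for Bcl3 (edgeR's quasi-likelihood test, BH adjustment). Of 30 NF-κB target genes, 4 are called in both comparisons (Cd40, Ptgs2, Bcl3 and Nfkbiz), 7 in M1mk alone (Birc3, Cflar, Icam1, Plau, Tnfaip2, Tnip1 and Traf1) and 1, the chemokine gene Ccl5, in M1*Cn* alone. Over the list alone 13 pass in M1mk and 13 in M1*Cn*. Camera with estimated correlation gives the list adjusted p-values of 0.281 and 0.371. Between M1mk and M1*Cn*, Il6 (chromosome 5, 30013114 to 30019981), an inflammatory cytokine gene, is called higher at 7.00 ± 6.97 against 0.0657 ± 0.0317 CPM (6.65 ± 1.59, adjusted p = 0.0493), though the left-out M1mk replicate 2 holds 17.3 CPM and M1*Cn* replicate 1 1.60. Taking in all 15 libraries, Cd40 gives 4.67 (adjusted p = 1.52e-05) and 4.82 (adjusted p = 9.05e-06), and Il6 -0.17 (adjusted p = 1) between M1mk and M1*Cn*.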

Interestingly, B cell leukemia/lymphoma 2 related protein A1a (*Bcl2a1a*), the murine orthologue of the anti-apoptotic protein A1, was amongst the NF-κB-regulated DEGs present within the M0:M1*Cn*-exclusive pools of DEGs and was upregulated 4.95 fold (*q* = 0.006); *Bcl2a1a* was also upregulated in *Cn*-infected M2-polarized cells (M0:M2*Cn*, FC = 4.93, *q* = 0.006). 

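Bcl2a1a (chromosome 9, 88956900 to 88962419), which protects leukocytes from apoptosis, is at 16.0 ± 10.3 CPM in M0, 26.7 ± 16.2 in M1mk, 72.7 ± 47.6 in M1*Cn* and 24.9 ± 7.52 in M2mk (mean ± SD, n = 2 each), and at 81.1 ± 40.2 in M2*Cn* (n = 3). From M0 it is 4.26-fold higher in M1*Cn* and 5.04-fold higher in M2*Cn*, log2 fold changes of 2.09 ± 0.61 (adjusted p = 0.0697) and 2.33 ± 0.59 (adjusted p = 0.0568) that fall just outside the threshold of edgeR's quasi-likelihood test with BH adjustment. In the mock-infected states it is nearer to M0, at 0.76 ± 0.59 (adjusted p = 0.456) in M1mk and 0.64 ± 0.59 (adjusted p = 0.622) in M2mk. M0 replicate 1, M1mk replicate 2, M1*Cn* replicate 1 and M2mk replicate 3, left out by the paper, hold 11.5, 94.9, 33.9 and 72.6 CPM, and all 15 libraries give 2.04 (adjusted p = 0.121) in M1*Cn* and 2.48 (adjusted p = 0.103) in M2*Cn*. DESeq2 calls both increases from M0, as does edgeR with M0 replicate 1 added or without M0 replicate 2, M1mk replicate 1 or M1mk replicate 3.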

To visualize changes to M1-associated gene interaction networks M0:M1mk and M0:M1*Cn* DEGs were analyzed using STRING (Fig 3B and 3C). 

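The genes H2-Aa (chromosome 17, 34282744 to 34287823), H2-Eb1 (chromosome 17, 34305867 to 34316674) and Cd74 (chromosome 18, 60803848 to 60812652) of antigen presentation by MHC class II rose in M1mk and M1*Cn*. So did Tap1 (chromosome 17, 34187553 to 34197225) and Psmb8 (chromosome 17, 34197721 to 34201454), which carry and cut peptides for class I. Cd74 rose from 172 ± 11.8 CPM in M0 to 3942 ± 2276 in M1mk and 3189.9 ± 339.8 in M1*Cn*, and Tap1 from 12.8 ± 1.32 to 628 ± 183 and 319 ± 39.8 (mean ± SD, n = 2 each). Log2 fold changes in M1mk and M1*Cn* are 8.56 ± 1.27 (adjusted p = 7.69e-04) and 8.27 ± 1.25 (adjusted p = 0.00124) for H2-Aa, 4.53 ± 0.48 (adjusted p = 4.82e-05) and 4.10 ± 0.47 (adjusted p = 1.31e-04) for Cd74, and 5.65 ± 0.36 (adjusted p = 9.54e-07) and 4.53 ± 0.35 (adjusted p = 3.77e-06) for Tap1 (edgeR's quasi-likelihood test, BH adjustment). Of 12 measured class II genes 10 rose in M1mk and 10 in M1*Cn* (medians 7.22 and 6.33), and the same genes: all 10 are called in both. Of 19 class I genes 16 rose in M1mk and 15 in M1*Cn* (medians 3.21 and 2.58), 15 of them in both. Camera with estimated correlation gives class I adjusted p-values of 0.00415 and 0.00684, and class II 0.0703 and 0.0722. Between M1mk and M1*Cn* only H2-Q6 (chromosome 17, 35424850 to 35430055) of the class I genes is called, lower in M1*Cn* (-1.46 ± 0.32, adjusted p = 0.0407), and no class II gene (-0.42 ± 0.42, adjusted p = 0.543 for Cd74). When every library is kept, Cd74 gives 4.35 (adjusted p = 2.00e-05) and 4.24 (adjusted p = 1.87e-05), and the left-out M0 replicate 1, M1mk replicate 2 and M1*Cn* replicate 1 hold 216, 3545 and 4205 CPM of Cd74.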

Consistent with the notion of disrupted M1 polarization, the gene cluster associated with innate immune function was smaller for the M0:M1*Cn* compared to M0:M1mk DEGs (24 vs. 30 genes), as was the antigen processing and presentation cluster.

**Fig 3:**
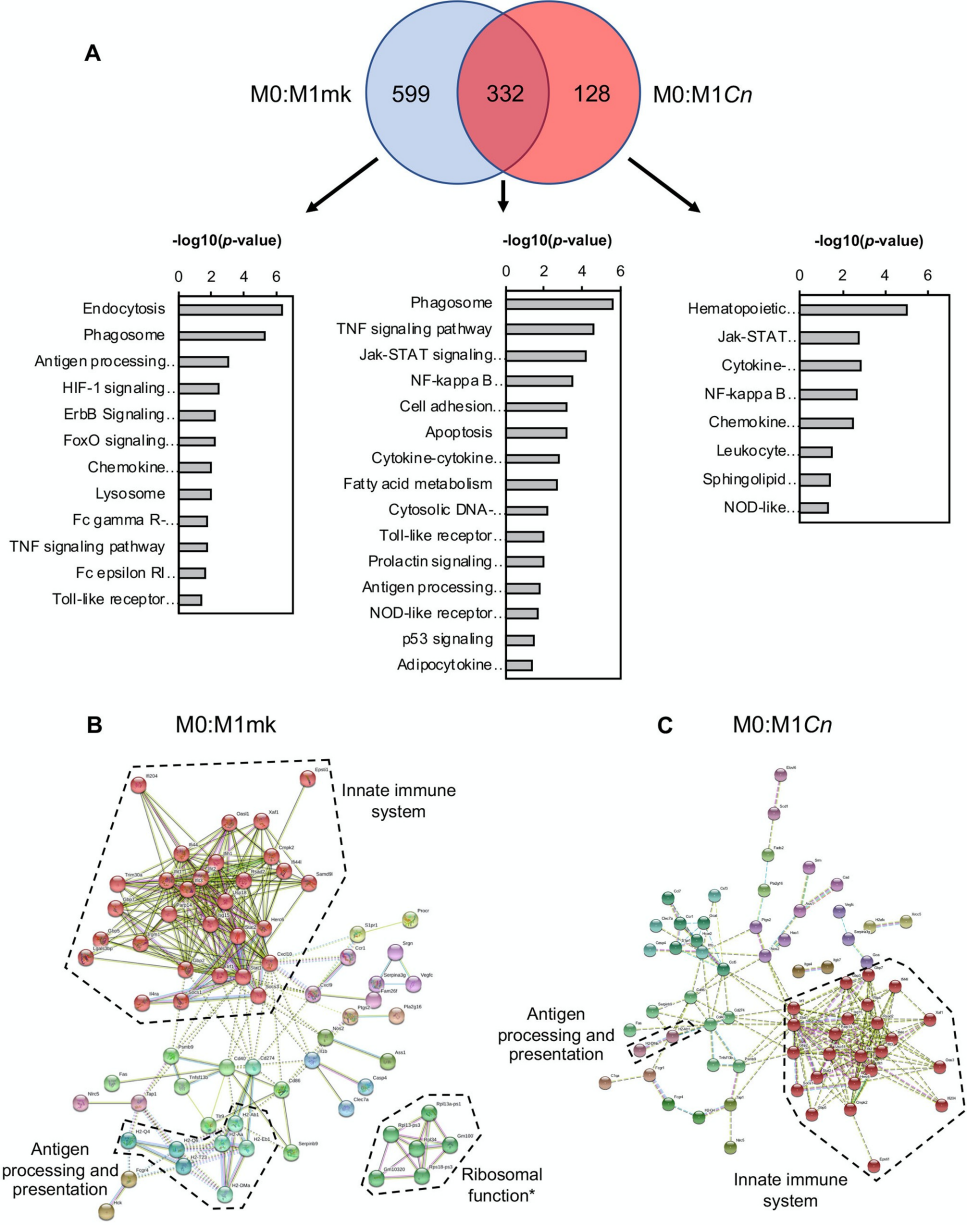
Gene ontology (GO) analysis of *Cn-*infected M1 macrophages. (**A**) Venn diagram to represent common and differentially expressed genes in M0:M1mk and M0:M1*Cn* comparisons. These are accompanied by GO analysis performed in DAVID on genes appearing in each division of the Venn diagrams. Relevant pathways are ranked by–log(*p*-value). Differentially expressed genes from (**B**) M0:M1mk and (**C**) M0:M1*Cn* pairwise comparisons were analyzed in STRING. Boundaries enclosing gene clusters with common function are drawn based on gene GO term data and information from the literature. *Note: Many of the genes contained within the ‘Ribosome function’ boundary are pseudogenes.

Equivalent analyses were performed for the M2 data sets, yielding similar results. Here, of the 583 DEGs associated with M0 to M2 polarization, 234 (~40%) were common to the 340 DEGs from the M0:M2*Cn* comparison (Fig 4A). 

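Tgfbi (chromosome 13, 56609523 to 56639562), a matrix protein gene of repair macrophages, the protease gene Mmp12 and the immune checkpoint receptor gene Tigit (chromosome 16, 43648867 to 43664146) are among the 10 genes most raised from M0 to M2mk, and the fatty acid desaturase gene Scd1 (chromosome 19, 44394455 to 44407879) and the surface antigen gene Cd24a (chromosome 10, 43578284 to 43584265) among the 10 most lowered. Mmp12 rose from 0.111 ± 0.0420 CPM in M0 to 48.2 ± 19.1 in M2mk (mean ± SD, n = 2 each) and 50.3 ± 32.6 in M2*Cn* (n = 3), and Scd1 fell from 65.5 ± 5.23 to 5.09 ± 1.36 and 11.8 ± 3.18. Log2 fold changes in M2mk and M2*Cn* are 8.83 ± 1.17 (adjusted p = 5.40e-04) and 8.88 ± 1.16 (adjusted p = 5.01e-04) for Mmp12, 7.87 ± 1.09 (adjusted p = 7.39e-04) and 5.95 ± 1.04 (adjusted p = 0.00497) for Tgfbi, and -3.70 ± 0.53 (adjusted p = 9.24e-04) and -2.50 ± 0.43 (adjusted p = 0.00492) for Scd1 (edgeR's quasi-likelihood test, BH adjustment). The others most raised are Mgl2, Arg1, C1qb and the class II genes H2-DMb1, H2-Ab1, H2-Eb1 and H2-Aa, and the others most lowered Prtg, Cx3cr1, Ankrd37, Zfp605, Hpgd, Otud7a, Igfbp4 and Als2cr12. From M0 to M2mk 718 genes are called (651 higher, 67 lower), from M0 to M2*Cn* 457 (412 higher, 45 lower), and 363 in both, 50.6% of the M2mk genes. Independent lists would share 14.6 of the 351 higher in both. Without 1 kept library the counts run from 267 (M0 replicate 2) to 1584 (M1mk replicate 3) and from 205 (M0 replicate 3) to 813 (M1mk replicate 1). The same M0 libraries serve both comparisons. Simulated draws without any difference share 0 genes and a correlation of 0.574 against the 0.629 observed. Over the full set of 15, 559 and 377 genes are called and 314 shared, 56.2% of the M2mk genes. Scd1 gives -3.61 (adjusted p = 0.00140) and -2.15 (adjusted p = 0.0406), with 26.7 CPM in the left-out M0 replicate 1 and 2.62 in M2mk replicate 3.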

As before, this indicated that the expression of the remaining 349 (~60%) DEGs associated with the M2 state became more M0-like post-*Cn* infection and the 106 DEGs unique to the M0:M2*Cn* comparison were assumed to be *Cn*-induced changes in gene expression, not associated with either the normal M0 or M2 transcriptional profiles. 

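Slc40a1 (chromosome 1, 45908068 to 45926523), which encodes the iron exporter ferroportin, is at 22.8 ± 0.935 CPM in M0, 94.0 ± 66.2 in M2mk (mean ± SD, n = 2 each) and 10.4 ± 1.84 in M2*Cn* (n = 3), and Ptbp1 (chromosome 10, 79854427 to 79864771), a splicing regulator gene, at 12.5 ± 1.22, 22.0 ± 10.5 and 3.76 ± 0.460. Both fell from M2mk to M2*Cn*, at -3.18 ± 0.45 (adjusted p = 0.0375) and -2.56 ± 0.36 (adjusted p = 0.0375), and the glutathione transferase gene Gsta2 (chromosome 9, 78331018 to 78355788) rose from 0.941 ± 0.612 to 27.3 ± 6.06 CPM (4.86 ± 0.62, adjusted p = 0.0375). These are the only 3 genes called between M2mk and M2*Cn* by edgeR's quasi-likelihood test with BH adjustment. Of the 355 genes called from M0 to M2mk alone (300 higher, 55 lower), 1 differs between M2mk and M2*Cn* by edgeR's test, a count that goes to 0 without M2mk replicate 2, either kept M0 replicate or any M2*Cn* replicate and to 13, 200 and 242 without M2mk replicate 1, M1mk replicate 1 and M1mk replicate 3, and that is 190 by DESeq2, 189 with only the groups compared and 430 with no filter on low counts. Of the 94 called from M0 to M2*Cn* alone (61 higher, 33 lower), 2 differ between M2mk and M2*Cn*. Over all genes called from M0 to M2mk the median share of the log2 fold change kept in M2*Cn* is 75.5%. Picked with M2mk replicate 1 alone, genes (519) keep 85.8% in M2mk replicate 2 and 79.3% in M2*Cn*. Those picked with replicate 2 alone (538) keep 88.3% in replicate 1 and 73.9% in M2*Cn*. With all 15 libraries, 245 genes are called from M0 to M2mk alone and 63 from M0 to M2*Cn* alone, and the share kept is 81.1%. The left-out M2mk replicate 3 itself keeps 90.9%. Slc40a1, Ptbp1 and Gsta2 lose their call without M2mk replicate 2 or any M2*Cn* replicate, and M2mk replicate 3 holds 46.1, 10.9 and 1.76 CPM of them.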

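Clec7a and Cd36, receptors for fungal wall and for oxidised lipid, and the Fc receptor gene Fcgr4 rose from M0 in M2mk and M2*Cn* alike, while the integrin gene Itgb2 and the low-affinity IgG receptor gene Fcgr3 (chromosome 1, 171051174 to 171064935) are called in M2mk alone. Fcgr3 goes from 30.1 ± 0.199 CPM in M0 to 173 ± 61.6 in M2mk (mean ± SD, n = 2 each) and 67.9 ± 20.8 in M2*Cn* (n = 3), log2 fold changes of 2.51 ± 0.39 (adjusted p = 0.00195) and 1.15 ± 0.35 (adjusted p = 0.139) by edgeR's quasi-likelihood test with BH adjustment. Clec7a gives 6.05 ± 0.51 (adjusted p = 1.37e-05) and 5.61 ± 0.49 (adjusted p = 1.87e-05), and Cd36 4.37 ± 0.50 (adjusted p = 1.72e-04) and 3.53 ± 0.47 (adjusted p = 5.80e-04). Of 31 phagocytosis genes 12 rose in M2mk and 10 in M2*Cn*, 9 of them in both and Fcgr3, Itgb2 and Msr1 in M2mk alone (19 and 12 over the list alone). Camera with estimated correlation gives adjusted p-values of 0.0387 in M2mk and 0.0765 in M2*Cn*. Antigen-presentation genes are called in both states, 9 of 12 of class II and 15 of 19 of class I, and Ifi30, Lgmn and H2-M3 in M2mk alone. None of these genes is called between M2mk and M2*Cn* (Fcgr3 gives -1.36 ± 0.34 (adjusted p = 0.139)). In edgeR's test over all 15 libraries, Fcgr3 gives 2.23 (adjusted p = 0.0247) in M2mk and 1.13 (adjusted p = 0.520) in M2*Cn*, with 32.9 CPM in the left-out M0 replicate 1 and 89.7 in M2mk replicate 3.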

Similar to the data for M1-polarized cells, genes associated with the KEGG pathway term, ‘Phagosome’ and ‘Antigen processing and presentation’ were enriched amongst the common and M0:M2mk unique pools of DEGs. In contrast, genes associated with ‘p53 signaling’ were only significantly enriched amongst the M0:M2mk pool in the M2 analysis and not in the equivalent M0:M1mk pool. These genes included the canonical p53 targets, *Ccng1*, *Cdkn1a* (p21), and *Mdm2*, all of which were upregulated >3-fold. 

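Cdkn1a (chromosome 17, 29090976 to 29100727), the p53-driven brake on cell division, rose from 222 ± 23.4 CPM in M0 to 725 ± 134 in M2mk (mean ± SD, n = 2 each), 3.22-fold. Mdm2 (chromosome 10, 117688875 to 117710758), whose product degrades p53, is 4.29-fold higher and Ccng1 (chromosome 11, 40748552 to 40755311), a cyclin gene under p53, 2.41-fold higher, both without passing the test. Log2 fold changes from M0 to M2mk are 1.69 ± 0.41 (adjusted p = 0.0348) for Cdkn1a, 2.10 ± 0.55 (adjusted p = 0.0501) for Mdm2 and 1.27 ± 0.42 (adjusted p = 0.126) for Ccng1, and to M2*Cn* 0.71 ± 0.37 (adjusted p = 0.436), 0.78 ± 0.49 (adjusted p = 0.520) and 0.32 ± 0.38 (adjusted p = 0.764) (edgeR's quasi-likelihood test, BH adjustment). Of 25 p53 target genes 2 rose in M2mk, Cdkn1a and the death receptor gene Fas (chromosome 19, 34290666 to 34327772, 5.05 ± 0.43), 11 over the list alone, with a median of 1.27 (camera with estimated correlation, adjusted p = 0.229). In M2*Cn* Fas alone is called. In M1mk 5 are called (Fas, Cdkn1a, Mdm2, Aen and Pmaip1), 8 over the list alone, with a median of 0.82 and an adjusted p of 0.408. Mdm2 rose by 6.36-fold there (2.67 ± 0.56, adjusted p = 0.00933). Once the 4 excluded libraries are added, Cdkn1a gives 1.57 (adjusted p = 0.119), Mdm2 1.85 (adjusted p = 0.106) and Ccng1 1.19 (adjusted p = 0.180). The left-out M0 replicate 1 and M2mk replicate 3 hold 297 and 758 CPM of Cdkn1a, 78.8 and 175 of Mdm2, and 91.9 and 166 of Ccng1. Cdkn1a loses its call without M2mk replicate 2, either kept M0 replicate or any M2*Cn* replicate.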

The pool of M0:M2*Cn*-exclusive DEGs was relatively small and the ‘NF-κB signaling pathway’ GO term was one of the few that could be associated with this group. This short list included *Plau*, *Cd40*, *Traf1*, and, as previously mentioned, *Bcl2a1a*.

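Plau (chromosome 14, 20836660 to 20843385), the urokinase gene, is called from M0 to M2mk (422 ± 93.5 to 2174 ± 86.7 CPM, mean ± SD, n = 2 each) and not to M2*Cn* (979 ± 129, n = 3). Cd40 rose in both, to 57.5 ± 32.0 CPM in M2mk and 89.1 ± 22.3 in M2*Cn*, and Traf1 (chromosome 2, 34941750 to 34961772), which couples TNF receptors to NF-κB, passes in neither. Log2 fold changes in M2mk and M2*Cn* are 2.35 ± 0.42 (adjusted p = 0.00537) and 1.19 ± 0.38 (adjusted p = 0.162) for Plau, 3.41 ± 0.40 (adjusted p = 2.05e-04) and 4.03 ± 0.40 (adjusted p = 5.11e-05) for Cd40, and 2.49 ± 0.87 (adjusted p = 0.143) and 2.68 ± 0.84 (adjusted p = 0.146) for Traf1 (edgeR's quasi-likelihood test with BH adjustment). Of 30 NF-κB target genes the chemokine gene Ccl4 (chromosome 11, 83662584 to 83664683, 3.22 ± 0.53 and 2.36 ± 0.49), Cd40 and Ptgs2 are called in both, Icam1 and Plau in M2mk alone, and none in M2*Cn* alone. Over the list alone 10 pass in M2mk and 12 in M2*Cn* (camera with estimated correlation, adjusted p = 0.238 and 0.204). Taking in all 15 libraries, Plau gives 1.10 (adjusted p = 0.514) in M2*Cn* and Traf1 2.43 (adjusted p = 0.110). The left-out M0 replicate 1 and M2mk replicate 3 hold 529 and 1257 CPM of Plau and 6.41 and 34.5 of Traf1. DESeq2 calls Plau and Traf1 in M2*Cn*.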

**Fig 4:**
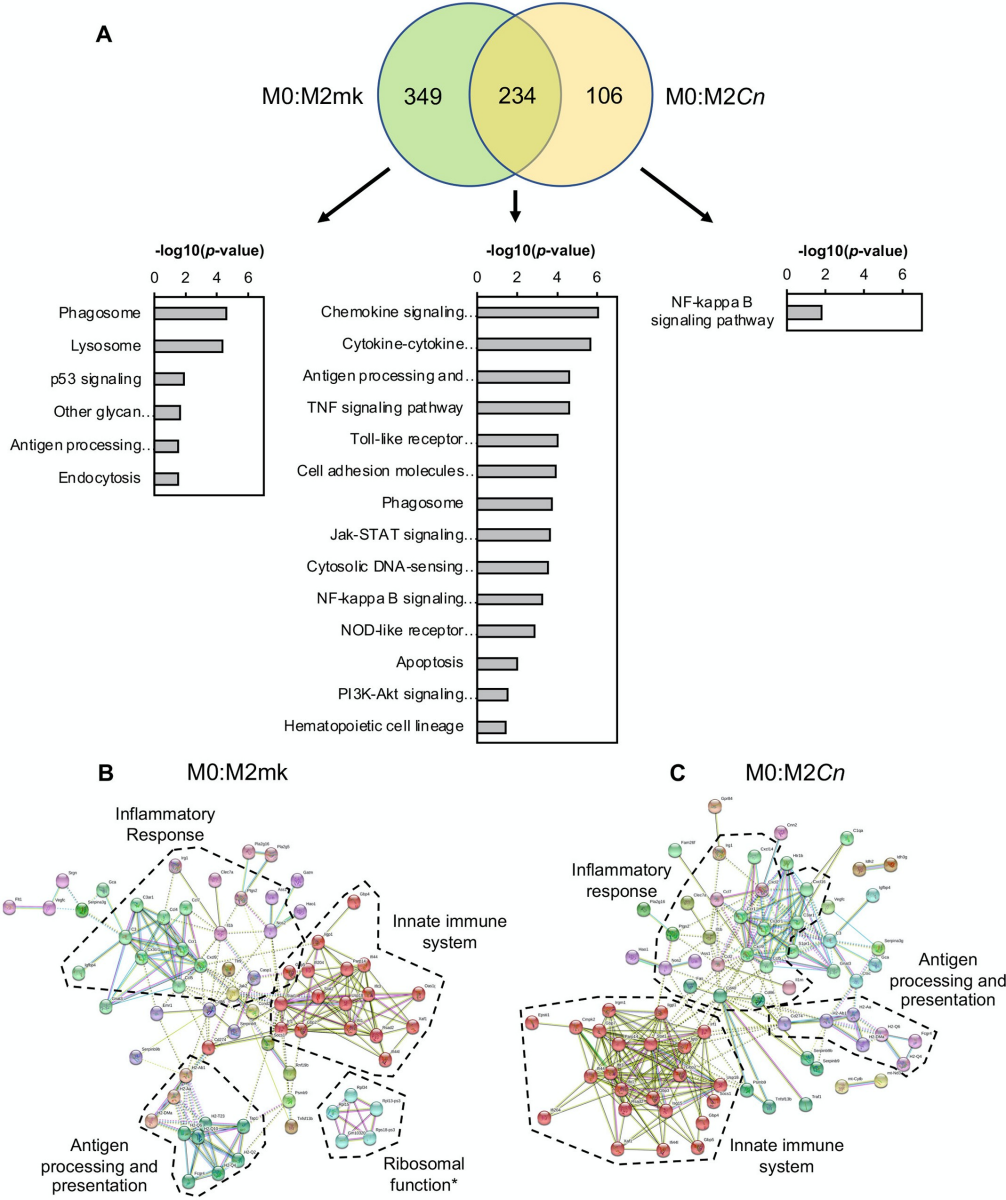
Gene ontology (GO) analysis of *Cn-*infected M2 macrophages. (**A**) Venn diagram to represent common and differentially expressed genes in M0:M2mk and M0:M2*Cn* comparisons. These are accompanied by GO analysis performed in DAVID on genes appearing in each division of the Venn diagrams. Relevant pathways are ranked by–log(*p*-value). Differentially expressed genes from (**B**) M0:M2mk and (**C**) M0:M2*Cn* pairwise comparisons were analyzed in STRING. Boundaries enclosing gene clusters with common function are drawn based on gene GO term data and information from the literature. *Note: Many of the genes contained within the ‘Ribosome function’ boundary are pseudogenes.

STRING analysis using DEGs from M0:M2mk and M0:M2*Cn* pairwise comparisons also showed differences in the gene cluster associated with innate immune function (Fig 4B). However, in contrast to the analysis of M1-polarized cells, the cluster was larger for M0:M2*Cn* compared to M0:M2mk DEGs (23 vs. 17 genes). Additionally, the antigen processing and presentation cluster was more similar in size for M0:M2mk and M0:M2*Cn* than in the equivalent analysis for M1-polarized cells, suggesting that *Cn* infection possibly has smaller effects on this process in M2 macrophages.

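Ccl7, a chemokine gene for monocytes, the chemokine receptor gene Ccr1 and the interferon-induced genes Ifit1, Ifit2 and Rtp4 are called from M0 to M2*Cn* and not from M0 to M2mk, and the interferon-induced genes Ifit3 and Usp18 the other way round. Ccl7 goes from 1.12 and 1.21 CPM in M0 to 22.2 ± 20.6 in M2mk (mean ± SD, n = 2) and 39.3 ± 32.7 in M2*Cn* (n = 3), log2 fold changes of 4.23 ± 1.16 (adjusted p = 0.0606) and 5.02 ± 1.17 (adjusted p = 0.0369) by edgeR's quasi-likelihood test with BH adjustment. Innate genes called in both states include Mx1 (chromosome 16, 97447035 to 97462907), whose GTPase blocks viruses (6.61 ± 1.04 in M2mk and 4.97 ± 0.99 in M2*Cn*), and the complement receptor gene C3ar1 (chromosome 6, 122847138 to 122856161, 3.82 ± 0.46 and 2.89 ± 0.42). Of 28 type I interferon-stimulated genes 18 are called in both, 2 in M2mk alone and 3 in M2*Cn* alone. Of 23 chemokine and chemoattractant receptor genes 8 are called in both, Ccl9 (higher) in M2mk alone, and Ccl7, Ccr1 and Cxcl14 (lower) in M2*Cn* alone. Between M2mk and M2*Cn* themselves Ccl7 gives 0.80 ± 0.93 (adjusted p = 0.711). Over the full set of 15, Ccl7 gives 5.38 (adjusted p = 0.0980) in M2mk and 5.19 (adjusted p = 0.163) in M2*Cn*. The left-out M2mk replicate 3 holds 90.1 CPM.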

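The class II genes H2-Aa, H2-Eb1 and Cd74 and the peptide transporter gene Tap1 reach similar levels in M2mk and M2*Cn*: Cd74 4514 ± 2094 CPM (mean ± SD, n = 2) and 3462 ± 141 (n = 3), Tap1 225 ± 33.0 and 189 ± 25.4. From M0 the log2 fold changes in M2mk and M2*Cn* are 7.83 ± 1.23 (adjusted p = 0.00196) and 8.11 ± 1.23 (adjusted p = 0.00172) for H2-Aa, 4.70 ± 0.49 (adjusted p = 7.51e-05) and 4.31 ± 0.47 (adjusted p = 1.17e-04) for Cd74, and 4.12 ± 0.34 (adjusted p = 1.37e-05) and 3.86 ± 0.32 (adjusted p = 1.80e-05) for Tap1 by edgeR's quasi-likelihood test with BH adjustment. Of 12 class II genes 11 rose in M2mk and 9 in M2*Cn*, with medians of 6.22 and 5.34. Of 19 class I genes 16 and 15 are called, with medians of 2.72 and 2.53. Camera with estimated correlation gives adjusted p-values of 0.0387 and 0.0263 for class II, and 0.00516 and 0.00248 for class I. Whether infection acts differently in M1 and M2 cells was tested gene by gene as an interaction over all 18315 genes, these among them. By edgeR's test 0 genes pass, and DESeq2 calls 54. At an unadjusted p under 0.05 stand 945, close to the share of 0.05 that no difference would give. Tap1 gives 0.86 ± 0.40 (adjusted p = 0.965) by edgeR's test. When every library is kept, Cd74 gives 4.81 (adjusted p = 4.00e-05) and 4.21 (adjusted p = 7.05e-05), and the left-out M2mk replicate 3 holds 6629 CPM of Cd74 and 217 of Tap1.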

### A transcriptome signature of *Cn* infection

Having examined the effects of *Cn* infection on the M1 and M2 transcriptional profile, we sought to determine whether there was a common set of genes affected by *Cn* infection, regardless of host cell polarization state. This was performed by first identifying DEGs from M1mk:M1*Cn* and M2mk:M2*Cn* pairwise comparisons, of which there were 204 and 254, respectively. These data were used to (i) produce a visual representation of gene networks in *Cn*-infected M1 and M2 cells using STRING analysis (S1 Fig), and (ii) identify concordant genes present in both M1mk:M1*Cn* and M2mk:M2*Cn* DEG lists (Tables 3 and 4, respectively). 

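Grk5 (chromosome 19, 60889749 to 61095968), a kinase gene that silences chemokine receptors, Lsp1 (chromosome 7, 142460809 to 142494867), an actin-binding protein gene of migrating leukocytes, and Epha2 (chromosome 4, 141301240 to 141329384), an ephrin receptor gene whose product also binds fungal β-glucan on epithelial cells, are among the 10 genes most lowered from M1mk to M1*Cn*. Grk5 fell from 269 ± 123 CPM in M1mk to 35.0 ± 8.71 in M1*Cn* (mean ± SD, n = 2 each), Lsp1 from 91.4 ± 89.3 to 13.3 ± 1.71 and Epha2 from 62.1 ± 79.0 to 2.85 ± 0.195. The others most lowered are Notch4, Tgm2, Med12, Ptbp1, Gba2, Atg2a and Tlr9. The 10 genes most raised are Dpyd, Nrxn3, Nkain2, Lrrc4c, Prkg1, Fstl5, Dlg2, Zfhx3, Tenm2 and Ctnna3. The direction of all 10 turns with M1mk replicate 2 added and with all 15 libraries. Dpyd (chromosome 3, 118562129 to 119432924) is at 0 and 0.0881 CPM in the kept M1mk libraries, at 18.7 and 5.42 in the kept M1*Cn* libraries, and at 50.1 in the left-out M1mk replicate 2. Between M1mk and M1*Cn* 368 genes are called by edgeR's quasi-likelihood test with BH adjustment, 235 higher and 133 lower in M1*Cn*, and between M2mk and M2*Cn* 3, with 2668 at an unadjusted p under 0.05. DESeq2 calls 2296 and 531. Log2 fold changes from M1mk to M1*Cn* are -3.09 ± 0.43 (adjusted p = 0.0202) for Grk5, -2.94 ± 0.66 (adjusted p = 0.0413) for Lsp1, -4.61 ± 0.91 (adjusted p = 0.0339) for Epha2 and 8.29 ± 1.34 (adjusted p = 0.0202) for Dpyd. With all 15 libraries, 0 genes are called in either comparison, with 421 (M1) and 1164 (M2) of 18946 at an unadjusted p under 0.05. A share of 0.05 would fall there without any difference, more than the 421 and somewhat fewer than the 1164. Grk5 gives -1.51 (adjusted p = 1) from M1mk to M1*Cn*, with 37.2 CPM in M1mk replicate 2 and 132 in M1*Cn* replicate 1. The M1mk:M1*Cn* count is 0 with M1mk replicate 2 or M1*Cn* replicate 1 added alone, and without 1 kept library it runs from 6 (M1*Cn* replicate 2) to 2317 (M1mk replicate 3, where 832 are higher and 1485 lower). The M2mk:M2*Cn* count runs from 0 to 575, and the calls of Grk5, Lsp1, Epha2 and Dpyd are all lost without M1*Cn* replicate 2.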

Similar network structures were evident in both M1mk:M1*Cn* (S1A Fig) and M2mk:M2*Cn* (S1B Fig) with both containing clusters associated with the innate immune system and ribosome function, although there were differences in the identity and numbers of genes in these clusters. The importance of the ribosomal function cluster was also questionable as many of these were pseudogenes. 

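Rps15a-ps7 (chromosome 2, 152185291 to 152185682), Rpl13-ps6 (chromosome 3, 58987170 to 58987805) and Rpl7a-ps10 (chromosome 9, 97179179 to 97179976), pseudogene copies of ribosomal protein genes, are lower in M1mk than in M0 and higher again in the infected states without passing the test there. Rps15a-ps7 is at 35.5 ± 15.8 CPM in M0, 4.94 ± 3.49 in M1mk, 19.3 ± 16.7 in M1*Cn*, 9.18 ± 3.64 in M2mk (mean ± SD, n = 2 each) and 30.8 ± 9.00 in M2*Cn* (n = 3). Its log2 fold change is -2.85 ± 0.67 (adjusted p = 0.0169) from M0 to M1mk, 1.87 ± 0.65 (adjusted p = 0.107) from M1mk to M1*Cn* and 1.74 ± 0.60 (adjusted p = 0.235) from M2mk to M2*Cn* (edgeR's quasi-likelihood test, BH adjustment). Of 282 ribosomal protein pseudogenes 110 are measured, and 0 are called between M1mk and M1*Cn* or between M2mk and M2*Cn*. 77 and 99 of the 110 lie above 0, with medians of 0.74 and 1.21. From M0 to M1mk 6 fell, 17 over the list alone, with a median of -1.66. The pseudogenes vary together, and with that correlation estimated camera gives adjusted p-values of 0.932 (M1mk to M1*Cn*), 0.583 (M2mk to M2*Cn*) and 0.335 (M0 to M1mk). The 77 measured ribosomal protein genes themselves have medians of 0.23 and 0.33 with infection, with 0 called. In edgeR's test over all 15 libraries, the pseudogene medians are -0.22 and 0.82, and M1mk replicate 2, M1*Cn* replicate 1 and M2mk replicate 3, left out by the paper, hold 21.4, 5.07 and 12.6 CPM of Rps15a-ps7.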

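Klf4 (chromosome 4, 55527143 to 55532466), a transcription factor gene that restrains division, is at 109 and 1.59 CPM in the kept M1mk libraries and at 8.20 ± 0.661 in M1*Cn* (mean ± SD, n = 2). Cdkn1a, the cell-cycle brake p21, goes from 877 ± 577 to 336 ± 15.4 CPM and Ccng1 from 228 ± 124 to 127 ± 48.7. From M1mk to M1*Cn* the log2 fold changes are -2.92 ± 1.11 (adjusted p = 0.130) for Klf4 and -1.53 ± 0.41 (adjusted p = 0.0604) for Cdkn1a by edgeR's quasi-likelihood test with BH adjustment, and Ccng1 is 2.00-fold lower (adjusted p = 0.159). None of them passes. Other p53 targets fell: the exonuclease gene Aen (chromosome 7, 78895854 to 78911209, -2.38 ± 0.43) and Phlda3 (chromosome 1, 135766119 to 135769136, -2.38 ± 0.57), a brake on AKT, are called out of 25, neither of them without M1mk replicate 1 or M1*Cn* replicate 2, and 5 pass over the list alone (camera with estimated correlation, adjusted p = 0.543). Once the 4 excluded libraries are added, Klf4 gives -2.07 (adjusted p = 1), Cdkn1a -0.86 (adjusted p = 1) and Ccng1 -0.47 (adjusted p = 1). M1mk replicate 2 and M1*Cn* replicate 1, both left out, hold 3.97 and 10.8 CPM of Klf4, 161 and 384 of Cdkn1a, and 99.8 and 149.5 of Ccng1. Klf4, Cdkn1a and Ccng1 are called without M1mk replicate 3, and Cdkn1a in DESeq2.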

The M1mk:M1*Cn* contained a cluster of three genes associated with cell cycle regulation, *Klf4*, *Cdkn1a (p21)*, and *Ccng1*, all of which were downregulated in M1-polarized *Cn*-infected cells. Although *Ccng1* was also downregulated in *Cn*-infected M2 cells, the corresponding cluster was absent, as the expression of *Klf4* and *Cdkn1a* was seemingly unaffected. 

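Ccng1 is at 322 ± 140.4 CPM in M2mk (mean ± SD, n = 2) and 168 ± 14.6 in M2*Cn* (n = 3), Klf4 at 6.93 ± 3.75 and 8.73 ± 2.39, and Cdkn1a at 725 ± 134 and 372 ± 37.5. From M2mk to M2*Cn* Ccng1 and Cdkn1a are lower by about the same factor, 1.94-fold and 1.96-fold, and neither passes edgeR's quasi-likelihood test with BH adjustment (-0.95 ± 0.38, adjusted p = 0.282, and -0.97 ± 0.36, adjusted p = 0.257). Klf4 gives 0.32 ± 0.95 (adjusted p = 0.903). Whether the change with infection differs between M1 and M2 cells was tested too and did not pass for Klf4 (3.24 ± 1.46, adjusted p = 0.948), Cdkn1a (0.56 ± 0.54, adjusted p = 1) or Ccng1 (0.05 ± 0.56, adjusted p = 1). Over the list of 25 p53 targets alone 10 fell from M2mk to M2*Cn*, with a median of -0.90, and 0 over all genes (camera with estimated correlation, adjusted p = 0.583). Taking in all 15 libraries, Ccng1 gives -0.69 (adjusted p = 0.773) and Klf4 0.44 (adjusted p = 0.953), with 5.46 CPM of Klf4 in the left-out M2mk replicate 3.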

A cell adhesion cluster could not be identified amongst the M2mk:M2*Cn* DEGs for similar reasons.

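Itgal, whose integrin binds the adhesion ligand of Icam1, fell from 459 ± 202 CPM in M1mk to 154 ± 29.4 in M1*Cn* (mean ± SD, n = 2 each). In M2 cells Itgal goes from 116 ± 11.9 CPM in M2mk (n = 2) to 61.0 ± 8.37 in M2*Cn* (n = 3) and Icam1 from 129 ± 9.20 to 44.9 ± 22.3, without passing. Log2 fold changes are -1.72 ± 0.35 (adjusted p = 0.0346) for Itgal in M1 cells and, in M2 cells, -0.94 ± 0.31 (adjusted p = 0.224) for Itgal and -1.54 ± 0.44 (adjusted p = 0.177) for Icam1 (edgeR's quasi-likelihood test, BH adjustment). Of 19 leukocyte adhesion genes 2, Itgal and Icam1, fell from M1mk to M1*Cn*, 10 over the list alone with 2 higher. In M2 cells 0 are called and 0 pass over the list alone. The medians are -1.28 and -0.73, with adjusted p-values of 0.543 and 0.583 by camera with estimated correlation. The difference between the states, tested as an interaction, does not pass for Itgal (0.79 ± 0.47, adjusted p = 1) or Icam1 (0.76 ± 0.67, adjusted p = 1). When every library is kept, Itgal gives -1.03 (adjusted p = 1) in M1 cells, and Icam1 -0.95 (adjusted p = 1), with 83.5 CPM of Icam1 in the left-out M1mk replicate 2 and 291 in M1*Cn* replicate 1. Both calls are also lost without M1mk replicate 1, M1*Cn* replicate 2 or M2*Cn* replicate 2 or 3.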

**Table 3:** Common concordant upregulated genes in *Cn*-infected cells.

	M1mk vs. M1*Cn*		M2mk vs. M2*Cn*	
Gene	FC	*q*-value	FC	*q*-value
Cited1	14.81	6.26E-03	20.49	1.61E-02
Hsf3	7.93	2.86E-02	8.04	0.0200165
Jarid2	5.45	2.52E-02	2.88	0.0389813
Tmtc2	5.14	9.61E-03	3.94	0.00626191
Ccl22	5.09	3.50E-02	4.1	0.00626191
Sspn	3.66	4.28E-02	3.21	0.0251778
Wdr89	3.09	3.34E-02	2.43	0.0389813
Bcl2a1a	2.68	4.68E-02	2.95	0.0171929

Top common concordant upregulated genes in M1 and M2 *Cn*-infected macrophages (FC = Fold-change)

**Table 4:** Common concordant downregulated genes in *Cn*-infected cells.

	M1mk vs. M1*Cn*		M2mk vs. M2*Cn*	
Gene	FC	*q*-value	FC	*q*-value
Sorl1	37.12	3.90E-02	3.86	0.046023
Dusp6	14.54	1.29E-02	6.72	0.0375289
C5ar1	12.07	6.26E-03	5.45	0.00626191
Ehd2	11.63	6.26E-03	5.08	0.00626191
Grk5	8.83	6.26E-03	4.48	0.0128586
Cd300ld	7.24	6.26E-03	2.7	0.0389813
Zfp146	6.31	1.61E-02	3.97	0.0304857
Endod1	6.21	6.26E-03	2.57	0.027269
Usp9x	6.11	2.00E-02	3.88	0.0383977
Xdh	6.02	6.26E-03	3.21	0.0171929
Stom	4.86	6.26E-03	2.84	0.00626191
Pik3ap1	4.48	6.26E-03	3.52	0.0389813
Car5b	4.36	2.52E-02	3.91	0.034954
Itgax	4.2	2.25E-02	3.73	0.0171929
Gatm	4.06	6.26E-03	7.79	0.00626191
Ms4a6b	3.46	3.50E-02	4.81	0.0128586
Fgd3	3.42	1.29E-02	2.64	0.0383977
Man2b1	3.27	1.29E-02	3.37	0.00961334
Lamc1	3.23	3.63E-02	3.69	0.0200165
Tep1	3.1	4.60E-02	2.74	0.0375289
Dhx40	3.07	4.77E-02	3.22	0.0322409
Ank	3.07	2.00E-02	2.97	0.00626191
Ccng1	2.9	2.00E-02	2.89	0.00626191
Stt3a	2.9	2.73E-02	2.81	0.0249383
Plekho2	2.88	3.84E-02	3.36	0.0251778
Cdc42se2	2.82	2.86E-02	2.39	0.0383977
Lrp1	2.75	4.77E-02	2.55	0.0357649
Myo1e	2.7	3.63E-02	3.75	0.00626191
Nckap1l	2.63	3.75E-02	2.52	0.0251778
Atp2a2	2.5	4.28E-02	2.23	0.0420558

Top common concordant downregulated genes in M1 and M2 *Cn*-infected macrophages (FC = Fold-change)

In addition to the clustering, these data were also used for KEGG pathway analysis. For the M1mk:M1*Cn* DEGs, an enrichment of genes associated with ‘Chemokine signaling pathway’ (*p* = 0.006), ‘Leukocyte transendothelial migration’ (*p* = 0.018), ‘Regulation of actin cytoskeleton’ (*p* = 0.035), and ‘Hematopoietic cell lineage’ (*p* = 0.036) was observed. The corresponding list of enriched terms for M2-polarized cells was largely different, containing ‘Lysosome’ (*p =* 0.034), with only one term, ‘Chemokine signaling pathway’ (*p* = 0.034), also appearing in the corresponding M2mk:M2*Cn* analysis. However, the list of genes associated with this term for M1 and M2 cells (7 and 6 genes, respectively) also differed with only *Ccl22*, and *Grk5* common between the two polarization states.

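Ccl22 (chromosome 8, 94745590 to 94751699), a chemokine gene that draws T cells bearing CCR4, rose with infection in M1 cells from 6.25 ± 1.01 CPM to 32.7 ± 2.78 (mean ± SD, n = 2 each) and is higher in M2 cells, at 46.1 ± 14.5 in M2*Cn* (n = 3) against 10.8 ± 0.647 in M2mk. Grk5, whose kinase desensitises chemokine receptors, is at 134 ± 33.2 CPM in M2mk and 36.5 ± 9.75 in M2*Cn*. Log2 fold changes are 2.26 ± 0.39 (adjusted p = 0.0225) and 2.09 ± 0.37 (adjusted p = 0.108) for Ccl22 in M1 and M2 cells, and -1.88 ± 0.36 (adjusted p = 0.108) for Grk5 in M2 cells (edgeR's quasi-likelihood test with BH adjustment). Among 23 measured chemokine and chemoattractant receptor genes Ccl22 alone is called from M1mk to M1*Cn*, 2 higher and 2 lower over the list alone, and 0 from M2mk to M2*Cn*, 1 and 4 over the list alone. With the correlation estimated camera gives the list adjusted p-values of 0.844 and 0.814. The complement receptor gene C5ar1 (chromosome 7, 16246743 to 16259540), which guides cells to inflamed sites, is lower in both states, at -3.22 ± 0.79 (adjusted p = 0.0520) and -2.25 ± 0.66 (adjusted p = 0.181). Ccl22 also rose from M0 in every state (0.201 ± 0.113 CPM in M0, adjusted p = 2.28e-05 in M1mk and 1.58e-05 in M2mk). Over the full set of 15, Ccl22 gives 2.77 (adjusted p = 0.461) and 2.12 (adjusted p = 0.767), with 6.24 CPM in M1mk replicate 2, 62.5 in M1*Cn* replicate 1 and 10.1 in M2mk replicate 3, which the paper left out. The call of Ccl22 in M1 cells is lost without M1mk replicate 1 or M1*Cn* replicate 2, and DESeq2 calls Ccl22 in M2 cells.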

Similar analysis using the biological process (BP) GO terms showed an enrichment of genes associated with ‘Chemotaxis’, ‘Endocytosis’, and ‘Inflammatory response’ in *Cn*-infected cells in both polarization states (S1C and S1D Fig). 

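Tlr9 (chromosome 9, 106222598 to 106226883), the endosomal receptor for unmethylated DNA, fell from 39.5 ± 29.6 CPM in M1mk to 6.56 ± 0.614 in M1*Cn* (mean ± SD, n = 2 each), and is lower in M2*Cn* (5.51 ± 1.12, n = 3) than in M2mk (18.0 ± 4.63, n = 2). Log2 fold changes are -2.75 ± 0.57 (adjusted p = 0.0360) in M1 cells and -1.72 ± 0.49 (adjusted p = 0.170) in M2 cells by edgeR's quasi-likelihood test with BH adjustment, and the difference between them does not pass as an interaction (1.03 ± 0.73, adjusted p = 1). Unc93b1 (chromosome 19, 3935186 to 3949340), which carries Tlr9 to endosomes, gives -0.95 ± 0.29 (adjusted p = 0.0806) and -0.62 ± 0.26 (adjusted p = 0.303). Of 24 measured Toll-like receptor and adaptor genes Tlr9 is the only one called between M1mk and M1*Cn*, and 0 are called between M2mk and M2*Cn* (2 and 0 lower over the list alone, camera with estimated correlation, adjusted p = 0.586 and 0.814). DESeq2 calls Tlr9 in M2 cells as well. With all 15 libraries, Tlr9 gives -0.84 (adjusted p = 1) and -1.63 (adjusted p = 0.767). The left-out M1mk replicate 2, M1*Cn* replicate 1 and M2mk replicate 3 hold 7.18, 35.2 and 15.3 CPM, and the call in M1 cells is lost without M1mk replicate 1, M1*Cn* replicate 2 or M2*Cn* replicate 2 or 3.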

Amongst the various differences between the two polarization states, ‘Leukocyte cell-cell adhesion’ and ‘Toll-like receptor 9 signaling pathway’ were only seen in the analysis of M1mk:M1*Cn* DEGs. Conversely, ‘Phagocytosis’ and ‘Positive regulation of phagocytosis’ were only seen in the M2mk:M2*Cn* comparison. Interestingly, all genes associated with these two terms (counts of 4 and 5, respectively), were downregulated and included *Pros1*, which encodes Protein S, a regulator of phagocytosis in macrophages [58].

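Pros1 (chromosome 16, 62854307 to 62929346), whose protein bridges dying cells to phagocytes, is at 33.1 ± 11.4 CPM in M2mk (mean ± SD, n = 2) and 16.1 ± 3.37 in M2*Cn* (n = 3), and Fcgr1, the high-affinity IgG receptor gene, at 262 ± 37.9 and 102 ± 16.2. The oxidase gene Ncf1 and the integrin gene Itgb2 are lower in M2*Cn* too, and edgeR calls none of these genes in the kept libraries, while DESeq2 and the fit of only the groups compared call Fcgr1, and edgeR without M1mk replicate 1 or 3 calls Fcgr1 and Itgb2. Log2 fold changes from M2mk to M2*Cn* are -1.05 ± 0.36 (adjusted p = 0.231) for Pros1, -1.36 ± 0.44 (adjusted p = 0.218) for Ncf1 and -1.63 ± 0.55 (adjusted p = 0.227) for Itgb2 (edgeR's quasi-likelihood test, BH adjustment). Of 31 phagocytosis genes 0 are called from M2mk to M2*Cn* and 8 fell over the list alone with 0 higher. The median is -0.84. From M1mk to M1*Cn* the median is -0.79, with Ncf1 called and 2 lower over the list alone, and Pros1 gives -1.06 ± 0.40 (adjusted p = 0.130). Camera with the correlation estimated gives adjusted p-values of 0.583 in M2 and 0.543 in M1 cells. In edgeR's test over all 15 libraries, Pros1 gives -0.87 (adjusted p = 0.767), and the left-out M2mk replicate 3 holds 22.0 CPM of Pros1, 59.0 of Ncf1 and 193 of Fcgr1.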

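Gsta2, which detoxifies products of lipid oxidation, and Ptbp1, which steers splicing, are called in the same direction in both infected states: Gsta2 rose from 0.143 ± 0.110 CPM in M1mk to 2.93 ± 1.21 in M1*Cn* (mean ± SD, n = 2 each), and Ptbp1 fell from 39.2 ± 6.81 to 5.04 ± 0.895. The log2 fold changes from M1mk to M1*Cn* are 4.36 ± 0.71 (adjusted p = 0.0202) and -3.10 ± 0.42 (adjusted p = 0.0202) by edgeR's quasi-likelihood test with BH adjustment. In M2 cells both genes are among the 3 called. The genes of Tables 3 and 4, which the study picked from these libraries, move together more widely, and the genes of Table 4 differ between the kept uninfected M1mk libraries as well: 29 of the 30 are lower in M1mk replicate 3 than in M1mk replicate 1, with a median log2 difference of -1.78. Of the 8 genes of Table 3, Cited1 and Ccl22 rose from M1mk to M1*Cn* and 0 from M2mk to M2*Cn*, 3 and 4 over the list alone, with medians of 1.73 and 1.76. Of the 30 of Table 4, Grk5, Man2b1, Usp9x and Zfp146 fell from M1mk to M1*Cn* and 0 from M2mk to M2*Cn*, 27 and 25 over the list alone, with medians of -1.92 and -1.59. With the correlation between genes estimated, camera gives Table 3 adjusted p-values of 0.543 and 0.583, and Table 4 0.543 and 0.583. The lowered genes include Usp9x (chromosome X, 13071498 to 13173328, -1.84 ± 0.40, adjusted p = 0.0382), a deubiquitinase gene, Sorl1 (chromosome 9, 41964720 to 42124297, -4.59 ± 1.21, adjusted p = 0.0604), a sorting receptor gene, and Dusp6 (chromosome 10, 99263231 to 99267489, -2.45 ± 0.73, adjusted p = 0.0772), a brake on ERK. Once the 4 excluded libraries are added, 0 genes are called in both states, and the medians of Tables 3 and 4 are 0.48 and -0.96 in M1 cells and 0.70 and -1.39 in M2 cells. In the libraries with few reads in receptor genes, M1*Cn* replicate 1 alone stands for M1*Cn*. There the changes of Ptbp1 and Usp9x from M1mk to M1*Cn* reverse. DESeq2 calls 296 genes in the same direction in both states, and the calls of Man2b1, Usp9x and Zfp146 are lost without M1mk replicate 1, M1*Cn* replicate 2 or M2*Cn* replicate 2 or 3.

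**Figure D4:**
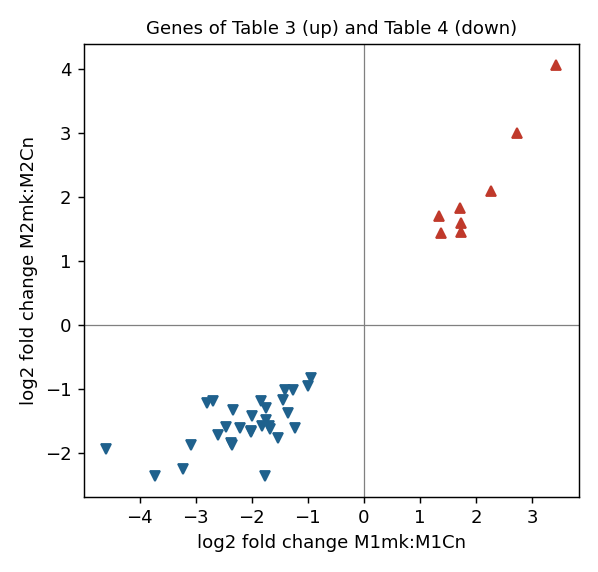
Log2 fold change from M1mk to M1*Cn* (horizontal axis) and from M2mk to M2*Cn* (vertical axis) of the genes of Tables 3 and 4, in the kept libraries. Each point is 1 gene.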

Amongst the DEGs from the M1mk:M1*Cn* and M2mk:M2*Cn* pairwise comparisons, it was found that 38 genes were common and concordant (~15–19%), with 8 upregulated and 30 downregulated (Tables 3 and 4). Interestingly, a large number of these represented reversals or partial reversals of gene expression changes occurring when repolarizing from M0 to M1, M0 to M2, or both. However, seven genes from this set were not part of the M1 or M2 transcriptome profile and appeared unique to *Cn*-infected cells in this analysis. These included three upregulated (*Cited1*, *Ccl22*, and *Bcl2a1a*) and four downregulated (*Itgax*, *Ank*, *Lrp1* and *Atp2a2*) genes.

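Grk5 rose from M0 to M1mk and fell below M0 in M1*Cn*, and Man2b1 rose from M0 to M1mk and lies near M0 in M1*Cn*. Against M0 the log2 fold changes are 1.42 ± 0.40 (adjusted p = 0.0403) in M1mk and -1.66 ± 0.40 (adjusted p = 0.0305) in M1*Cn* for Grk5, 1.82 ± 0.42 (adjusted p = 0.0161) and -0.19 ± 0.41 (adjusted p = 0.804) for Man2b1, and 1.22 ± 0.39 (adjusted p = 0.0660) and -0.62 ± 0.39 (adjusted p = 0.336) for Usp9x (edgeR's quasi-likelihood test, BH adjustment). Of the 30 genes of Table 4, 19 rose from M0 to M1mk (25 over the list alone, median 2.16) and 8 from M0 to M2mk (19, median 1.52). Single libraries carry many of these calls: of the 19 in M1mk, 14 are lost without M0 replicate 2, 14 without M1mk replicate 1, 10 without M0 replicate 3, 17 with M1mk replicate 2 added, 11 with all 15 libraries, 11 with the replicate block and all 19 with only the groups compared, and of the 8 in M2mk only that of Itgax holds without M0 replicate 2. In the infected states 1 is called higher in M1*Cn* and 1 in M2*Cn*, with medians of 0.18 and -0.01. Of the 8 genes of Table 3, Hsf3 (chromosome X, 96306178 to 96456294) and Sspn (chromosome 6, 145931641 to 145965223) fell from M0 to M1mk, at -3.37 ± 0.92 (adjusted p = 0.0363) and -3.14 ± 0.93 (adjusted p = 0.0491), and lie nearer to M0 in M1*Cn* (-0.64 ± 0.84, adjusted p = 0.660, and -1.43 ± 0.87, adjusted p = 0.324), while Cited1 and Ccl22 rose from M0 in mock-infected and infected cells alike. The calls of Hsf3 and Sspn are both lost without M0 replicate 2, M1mk replicate 1 or M2*Cn* replicate 3, with M1mk replicate 2, M1*Cn* replicate 1 or M2mk replicate 3 added, with all 15 libraries, with the replicate block and with at least 10 counts in every library, and that of Sspn also without M2*Cn* replicate 2, with M0 replicate 1 added, in libraries of low background, with DESeq2's size factors, with counts halved and with only the groups compared. The study chose these genes for a change with infection, so a mock-infected mean that is high by chance raises both the change from M0 and the change with infection. Taking in all 15 libraries, the medians of Table 4 are 1.77 in M1mk and 0.78 in M1*Cn*, and Grk5 gives 1.21 (adjusted p = 0.411) and -0.30 (adjusted p = 0.868). In libraries of low background, where M1*Cn* replicate 1 alone stands for M1*Cn*, the change of Grk5 from M0 to M1*Cn* reverses.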

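Itgax (chromosome 7, 128129547 to 128150657), the complement receptor subunit CD11c, rose from 0.663 ± 0.252 CPM in M0 to 59.6 ± 70.2 in M1mk and 47.4 ± 45.1 in M2mk (mean ± SD, n = 2 each) and stayed above M0 in M1*Cn* (13.0 ± 1.37) and M2*Cn* (13.0 ± 1.21, n = 3). The pyrophosphate transporter gene Ank (chromosome 15, 27466677 to 27594909), the scavenger receptor gene Lrp1 (chromosome 10, 127538161 to 127621148) and the calcium pump gene Atp2a2 (chromosome 5, 122453513 to 122502225) are lower with infection without passing the test. Log2 fold changes with infection in M1 and M2 cells are -2.36 ± 0.85 (adjusted p = 0.116) and -1.88 ± 0.73 (adjusted p = 0.280) for Itgax, -1.75 ± 0.54 (adjusted p = 0.0851) and -1.48 ± 0.48 (adjusted p = 0.215) for Ank, -2.01 ± 0.52 (adjusted p = 0.0598) and -1.66 ± 0.46 (adjusted p = 0.161) for Lrp1, -1.27 ± 0.38 (adjusted p = 0.0802) and -1.02 ± 0.34 (adjusted p = 0.225) for Atp2a2, and 1.33 ± 0.60 (adjusted p = 0.179) and 1.70 ± 0.57 (adjusted p = 0.227) for Bcl2a1a, by edgeR's quasi-likelihood test with BH adjustment. Part of these genes change with polarization too: from M0 Itgax is called in M1mk (6.59 ± 1.06, adjusted p = 0.00147) and M2mk (6.20 ± 1.05, adjusted p = 0.00336), and Cited1 and Ccl22 in all 4 states. Ank gives 0.90 ± 0.53 (adjusted p = 0.317) in M1mk, Lrp1 1.38 ± 0.51 (adjusted p = 0.112) and Atp2a2 0.55 ± 0.38 (adjusted p = 0.386). The left-out M1mk replicate 2, M1*Cn* replicate 1 and M2mk replicate 3 hold 3.34, 28.9 and 34.3 CPM of Itgax, and 151, 389.9 and 465 of Lrp1. When every library is kept, Itgax gives -1.16 (adjusted p = 1) and -1.73 (adjusted p = 0.767), and Lrp1 -1.01 (adjusted p = 1) and -1.52 (adjusted p = 0.767).

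**Figure D5:**
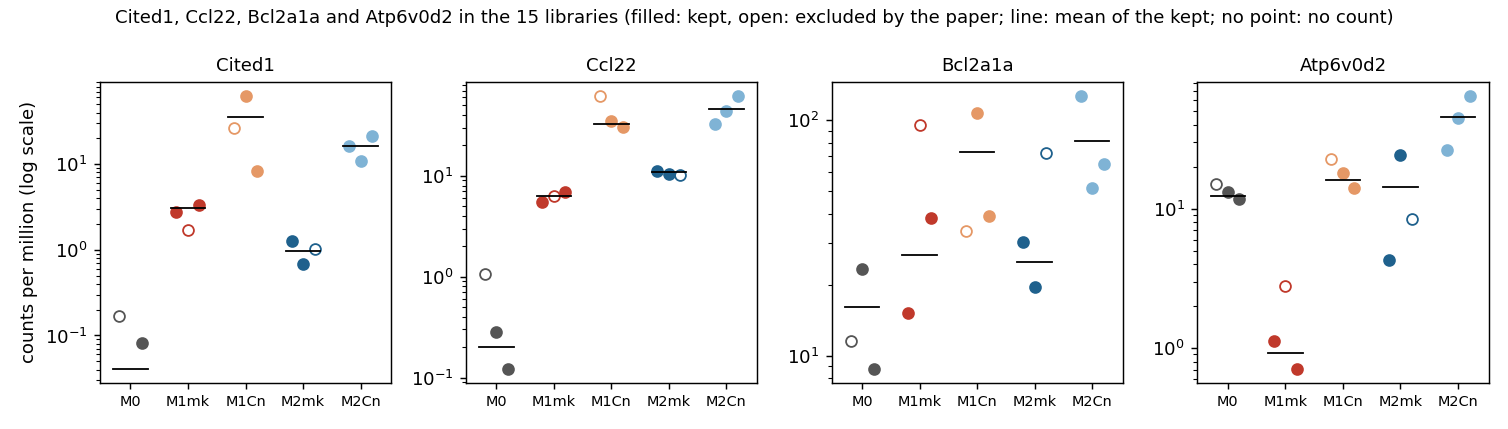
CPM on a log scale (vertical axis) of Cited1, Ccl22, Bcl2a1a and Atp6v0d2 in M0, M1mk, M1*Cn*, M2mk and M2*Cn* (horizontal axis). Each point is 1 library, open where the paper excluded it; the line is the mean of the kept libraries; a library without a count has no point.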

### CITED1 is upregulated by *Cn*-infected M1 and M2 macrophages

The CBP/p300-interacting transactivator with glutamic acid/aspartic acid-rich carboxyl-terminal domain (*CITED*) gene family encodes transcriptional co-regulators that activate or repress gene expression through direct interaction with CBP/p300. Of the three *CITED* family members present in mammals (1, 2, and 4), only *CITED2* appears to be abundantly expressed in human and murine macrophages [59].

While the expression of *CITED2* transcripts were unchanged in the conditions tested in this study, *CITED1* showed the largest fold-change of all concordant DEGs and was upregulated in both M1 and M2 *Cn*-infected cells (FC = 14.81 and 20.49 in M1 and M2 cells, respectively). 

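Cited1 (chromosome X, 102247381 to 102252181), a co-regulator of transcription that binds CBP and p300, rose with infection from 3.06 ± 0.409 CPM in M1mk to 35.8 ± 38.8 in M1*Cn* (mean ± SD, n = 2 each), 10.7-fold, and is 16.7-fold higher in M2*Cn* (16.2 ± 5.27, n = 3) than in M2mk (0.975 ± 0.421). Cited2 (chromosome 10, 17723218 to 17725674) is at 433 ± 119 and 404 ± 39.2 CPM in M1mk and M1*Cn* and at 564 ± 36.6 and 589.7 ± 91.5 in M2mk and M2*Cn*. Log2 fold changes in M1 and M2 cells are 3.42 ± 0.79 (adjusted p = 0.0445) and 4.06 ± 0.80 (adjusted p = 0.110) for Cited1, and -0.24 ± 0.31 (adjusted p = 0.650) and 0.05 ± 0.28 (adjusted p = 0.949) for Cited2, by edgeR's quasi-likelihood test with BH adjustment. In M0 Cited1 is at 0 and 0.0808 CPM, and it is called from M0 in M1mk and M2mk as well (adjusted p = 0.00363 and 0.0491). Every infected library, the left-out M1*Cn* replicate 1 at 26.3 CPM among them, holds more Cited1 than every mock-infected library, whose left-out M1mk replicate 2 and M2mk replicate 3 hold 1.70 and 1.02. Over the full set of 15, Cited1 gives 3.64 (adjusted p = 0.461) and 4.03 (adjusted p = 0.429), and Cited2 0.26 (adjusted p = 1) and 0.39 (adjusted p = 0.853). The call of Cited1 in M1 cells is lost without M1mk replicate 1, M1*Cn* replicate 2 or M2*Cn* replicate 2 or 3, and DESeq2 calls it in M2 cells too.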

To determine whether this change in transcript abundance was accompanied by a similar increase at the protein level, western blotting was used to measure CITED1 levels in M1 and M2-polarized *Cn*-infected cells. CITED1 protein levels were strongly increased in post-*Cn* infection in M1 polarized but not M2 polarized macrophages or mock-infected controls (Fig 5A and 5B). Additionally, under conditions where macrophages exhibited much-reduced rates of phagocytosis (i.e. naive macrophages or cells treated with IL-4 alone without prior IFNγ stimulation), exposure to *Cn* did not stimulate increased CITED1 expression. Taken together, these data indicated that CITED1 was expressed in response to intracellular rather than extracellular *Cn* and was not affected by polarization alone. As all previous experiments were performed using a relatively high concentration of *Cn* (MOI 3:1) with cells harvested at 24 h post-infection, a final experiment was performed to determine whether Cited1 was induced at lower *Cn* concentrations and earlier timepoints. Macrophages were infected with opsonized *Cn* at a concentration of 1, 2, or 3 *Cn* per macrophage and harvested at 6 h post-infection. Here, there was a dose-dependent response for iNos (Fig 5C and 5D), similar to that observed in previous studies [17]. Similarly, higher yeast concentrations stimulated increased Cited1 protein expression (Fig 5C and 5E).

**Fig 5:**
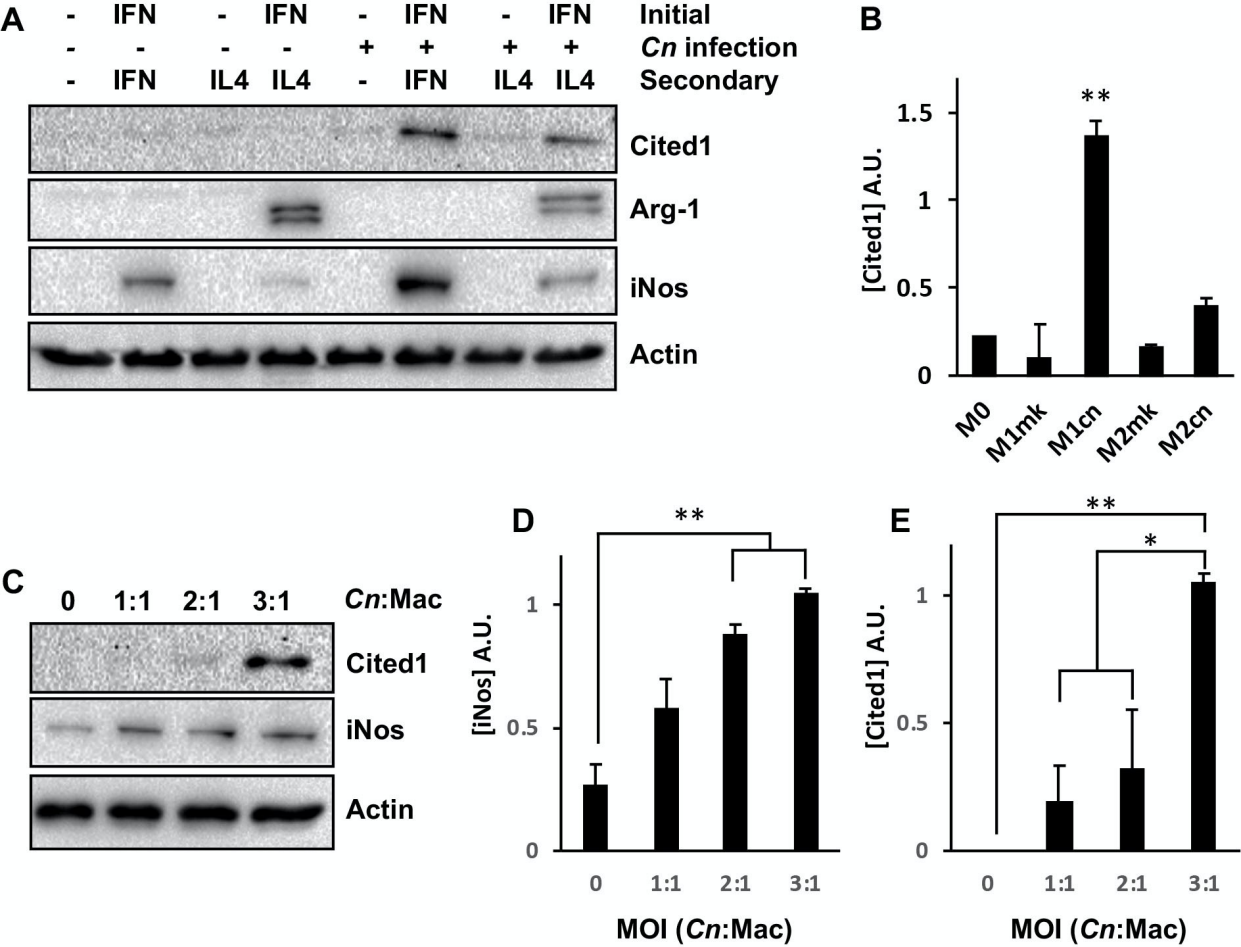
*Cn* infection stimulates increased Cited1 expression in M1 and M2-polarized macrophages. **(A)** Western blot analysis of RAW264.7 macrophages for Cited1 and the M1 (iNos) and M2 (Arg-1) markers. Cells were treated as indicated and harvested at 24 h post-infection. **(B)** Quantification of Cited levels in *(A)*. **(C)** Western blot analysis of RAW264.7 macrophages for Cited1 and iNos at 6 h post-infection at the indicated MOI. Quantification of **(D)** iNos and **(E)** Cited1 levels in *(C)*. For *(B*, *D*, *+E)* densitometry is based on three discrete biological repeats. Error is represented as S.E. Statistical differences between samples were appraised by one-way ANOVA followed by a Tukey’s multiple comparison test. Statistical significance is indicated as follows: *, *p* < 0.05; **, *p* < 0.01.

## Discussion

The polarization of macrophages is highly plastic, shifting along a continuum of functionally distinct states during different stages of an infection [60]. While these changes are largely driven by the milieu of cytokines and inflammatory regulators present within the microenvironment of the cell, a broad range of pathogens are known to subvert this process as part of intracellular survival strategies, often by modulating the activity of STAT1, 3, and 6, the primary controllers of macrophage polarization [61]. While the primary driver of macrophage polarization during *Cn* infections would appear to be the changing balance of Th1 and Th2 cytokines [62], there is evidence to suggest that direct interaction with *Cn* influences the macrophage polarization state. In two separate *in vitro* studies, *Cn* was shown to suppress NO expression in macrophage cell lines, most likely through inhibition of *Nos2* expression, resulting in an M2-like state [63, 64]. In a more recent study using RAW264.7 cells, co-culture with opsonized *Cn* promoted a weak M1 phenotype and increased expression of *Nos2*, which was reversible on exposure to IL-4 [17]. However, macrophage polarization was interrogated in each of these studies by measuring the expression of a small number of transcripts or markers of M1 and M2 polarization rather than studying the broader gene expression networks associated with each state.

This study is the first to comprehensively examine the effect of intracellular *Cn* infection on the transcriptome of M1- and M2-polarized cell line macrophages using an RNA sequencing-based approach. In agreement with earlier studies [17], we also find that *Cn* infection has relatively modest effects on the principle polarization markers, including *Nos2* and *Arg1*. A small reduction in *Arg1* transcript levels in *Cn*-infected M2 cells was observed that did not extend to the protein level (Fig 2B and 2C). Conversely, although *Nos2* transcript levels were not affected by *Cn*-infected M1 macrophages, there was a 40% increase in protein levels (Fig 2B–2D). These discrepancies suggest additional regulatory influences, such as translational or post-translational mechanisms regulating the translation and/or stability of the two proteins.

However, these data revealed an extensive disruption of both the M1 and M2 transcriptome in *Cn*-infected macrophages, shifting cells towards or actively retaining them at a more M0-like state. Given that culture conditions were tightly controlled throughout these experiments with growth medium and cytokines replaced at regular intervals, we believe that these changes are genuine, are actively employed, and not simply caused by relaxation back to an M0 state, as might happen on withdrawal of polarizing stimuli. Additionally, a common set of genes that were affected in a similar fashion regardless of host cell polarization state were identified and constitute a transcriptional signature of intracellular *Cn* infection (Tables 3 and 4).

The effect of *Cn* exposure on the transcriptome of monocytes and macrophages has been investigated in a number of earlier studies [24, 26, 65–67]. While the overlap between the gene expression changes detected in these studies and the current study is limited, possibly due to the use of differing cell models and in some cases, older microarray technology [26], certain consistencies are evident. When regarded from the level of signaling pathways affected rather than individual genes, both this study and the Coehlo *et al* study detect changes in the activity of the HIF-1 signaling pathway (Fig 3A), which has also been observed in pulmonary fungal infections [68]. Additionally, NF-κB, JAK-STAT, TNF, and Toll-like receptor (TLR) signaling pathway are also amongst the highest ranked KEGG GO terms in both this study and the Chen *et al* study [24] (Figs 3 and 4). This was unsurprising as *Cn* infection has been previously shown to affect each of these pathways. In brief, intracellular *Cn* has been shown to affect both canonical and noncanonical NF-κB signaling in host cells to stimulate fungal-induced apoptosis and arrest the cell cycle [46, 57]. STAT1 has been shown to be important for successful clearance of *Cn* and M1 macrophage polarization in a murine model with macrophage-specific STAT1 knockdown and H99γ, a *Cn* strain engineered to express IFNγ [69, 70]. Additionally, TLR signaling has been shown to play an important role in macrophage:*Cn* interactions in numerous studies. Both TLR2 and 4 are known to interact with the major *Cn* capsular polysaccharide, glucuronoxylomannan [71, 72], and TLR2 and the downstream adaptor protein, MyD88, have been shown to have important roles in the anti-fungal response to *Cn* infection in mice [73–75]. As a final note on the similarity between the affected pathways in this study and the Chen *et al* study; their experiments used heat-killed rather than live *Cn*. This implies that many of the changes observed may not require *Cn* metabolic activity. One possible explanation for this might be the immunomodulatory effects of capsular polysaccharides, which are present on the surface of live and dead ingested yeast [46, 76]. This is likely true for GXM-stimulated TLR and NF-κB signalling [46, 76].

These data and analyses also allowed the identification of common and differing cellular processes affected by *Cn* infection in M1 and M2 cells. 

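Ctsc (chromosome 7, 88278085 to 88310888), Ppt1 (chromosome 4, 122836242 to 122859175) and Fuca1 (chromosome 4, 135920735 to 135940311), lysosomal enzymes that cut proteins, lipid anchors and sugars, rose from M0 to M1mk and M2mk. Ppt1 rose from 137 ± 8.75 CPM in M0 to 847 ± 45.9 in M1mk and 504 ± 31.4 in M2mk (mean ± SD, n = 2 each), and is at 550.4 ± 163 in M1*Cn* and 243 ± 9.42 in M2*Cn* (n = 3). Log2 fold changes of Ppt1 from M0 are 2.65 ± 0.30 (adjusted p = 8.62e-05) in M1mk, 1.89 ± 0.29 (adjusted p = 0.00139) in M1*Cn*, 1.86 ± 0.29 (adjusted p = 0.00191) in M2mk and 0.80 ± 0.26 (adjusted p = 0.178) in M2*Cn*, and with infection -0.76 ± 0.28 (adjusted p = 0.126) in M1 and -1.06 ± 0.25 (adjusted p = 0.131) in M2 cells (edgeR's quasi-likelihood test, BH adjustment). Of 52 genes of lysosomal hydrolases and membrane proteins 19 rose in M1mk and 15 in M2mk (24 and 22 over the list alone, medians 1.02 and 0.95), against 8 in M1*Cn* and 7 in M2*Cn* (medians 0.27 and 0.33), and Arsb fell in M1mk and both infected states. Between mock-infected and infected cells Man2b1 alone is called, in M1 cells. Over the list alone 2 fell in M1 and 8 in M2 cells, with medians of -0.57 and -0.64. Camera at its preset correlation gives adjusted p-values of 1.75e-05 and 5.86e-09 for these decreases, and 0.631 and 0.583 with the correlation estimated. With all 15 libraries, the medians with infection are 0.03 and -0.49, and Ppt1 is at 493 CPM in the left-out M1mk replicate 2, 820.3 in M1*Cn* replicate 1 and 308 in M2mk replicate 3.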

The most notable common effect was the reversal of transcriptome changes associated with phagocytosis and lysosomal function (Figs 3A and 4A). For example, transcripts encoding lysosomal components, including LAMP2 and various lysosomal hydrolases that were upregulated upon polarization to M1 or M2, were returned to M0-levels in *Cn-*infected cells. 

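Lamp2 (chromosome X, 38401357 to 38456454), a protein of the lysosomal membrane, is at 244 ± 34.8 CPM in M0, 426 ± 200.2 in M1mk and 456 ± 122 in M1*Cn* (mean ± SD, n = 2 each), at 421 ± 82.0 in M2mk (n = 2), and at 313, 466 and 397 in the M2*Cn* libraries. Its log2 fold changes do not pass edgeR's quasi-likelihood test with BH adjustment from M0 to M1mk (0.83 ± 0.37, adjusted p = 0.179), from M0 to M2mk (0.77 ± 0.37, adjusted p = 0.303), from M1mk to M1*Cn* (-0.05 ± 0.37, adjusted p = 0.949) or from M2mk to M2*Cn* (-0.11 ± 0.33, adjusted p = 0.902). Among the hydrolases, the protease gene Ctsh (chromosome 9, 90054152 to 90076089) rose in M1mk (7.56 ± 0.72, adjusted p = 1.82e-05) and is still raised in M1*Cn* (5.68 ± 0.67, adjusted p = 1.50e-04), and Fuca1 is raised in all 4 states, from 2.43 ± 0.27 (adjusted p = 8.10e-05) in M1mk to 1.16 ± 0.24 (adjusted p = 0.0202) in M2*Cn*. The phosphatase gene Acp2 (chromosome 2, 91202885 to 91214098) rose in M1mk (2.37 ± 0.50, adjusted p = 0.00989) and is not called in M1*Cn* (0.74 ± 0.48, adjusted p = 0.355). In edgeR's test over all 15 libraries, Lamp2 gives 0.74 from M0 to M1mk and 0.37 (adjusted p = 1) from M1mk to M1*Cn*, with 208, 309 and 589 CPM in the left-out M0 replicate 1, M1mk replicate 2 and M1*Cn* replicate 1.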

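Atp6v0a2 (chromosome 5, 124628576 to 124724455) and Atp6v1d (chromosome 12, 78840725 to 78861638), subunits of the proton pump that acidifies lysosomes, are at 62.5 ± 35.7 and 119.9 ± 81.2 CPM in M1mk and 22.1 ± 2.12 and 127 ± 14.1 in M1*Cn* (mean ± SD, n = 2 each). In M2 cells Atp6v0a2 goes from 37.7 ± 11.5 CPM in M2mk (n = 2) to 19.7 ± 3.18 in M2*Cn* (n = 3), and Atp6v1d from 127 ± 14.8 to 113 ± 5.00. Log2 fold changes with infection in M1 and M2 cells are -1.65 ± 0.41 (adjusted p = 0.0539) and -0.95 ± 0.36 (adjusted p = 0.273) for Atp6v0a2, which is 3.14-fold lower in M1 cells, and -0.07 ± 0.38 (adjusted p = 0.932) and -0.18 ± 0.35 (adjusted p = 0.836) for Atp6v1d (edgeR's quasi-likelihood test, BH adjustment). Of 17 pump genes, none but Atp6v0d2 is called with infection in M1 cells and 0 in M2 cells. Over the list alone 1 fell in M1 and 1 in M2 cells, with medians of -0.15 and -0.18 (camera with estimated correlation, adjusted p = 0.958 and 0.886). With polarization the pump gene Atp6v0b (chromosome 4, 117884326 to 117887333) rose from M0 in M1mk (1.21 ± 0.34, adjusted p = 0.0396) and M2mk (1.30 ± 0.34, adjusted p = 0.0499). Once the 4 excluded libraries are added, Atp6v0a2 gives -0.46 (adjusted p = 1) and -0.92 (adjusted p = 0.767). The left-out M1mk replicate 2, M1*Cn* replicate 1 and M2mk replicate 3 hold 19.6, 60.9 and 36.5 CPM of it.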

We also Decreased expression of various subunits of the V-type proton pump required for lysosome acidification (e.g. *Atp6v0a2* and *Atp6v1d*) was also observed. However, *Atp6v0d2*, encoding a macrophage-specific component of the pump [77], was amongst the top upregulated genes in *Cn*-infected M1-polarized cells (M1mk:M1*Cn* FC = 12.98, *q* = 0.036). This particular subunit has been shown to have a role in enhancing autophagosome-lysosome fusion as part of the response to *S*. 

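Atp6v0d2 (chromosome 4, 19876841 to 19922605), the pump subunit of macrophages and osteoclasts, rose 15.6-fold with infection in M1 cells, from 0.915 ± 0.297 CPM in M1mk to 16.1 ± 2.86 in M1*Cn* (mean ± SD, n = 2 each). From M0 (12.4 ± 0.914 CPM) it fell in M1mk and does not pass in M1*Cn*. In M2 cells it goes from 14.3 ± 14.2 in M2mk to 45.4 ± 19.4 in M2*Cn* (n = 3). Log2 fold changes are 3.96 ± 0.71 (adjusted p = 0.0260) with infection in M1 cells, 1.65 ± 0.59 (adjusted p = 0.249) in M2 cells, -3.70 ± 0.70 (adjusted p = 0.00467) from M0 to M1mk and 0.26 ± 0.61 (adjusted p = 0.821) from M0 to M1*Cn* by edgeR's quasi-likelihood test with BH adjustment. Taking in all 15 libraries, Atp6v0d2 gives 3.57 (adjusted p = 0.394) in M1 and 1.87 (adjusted p = 0.767) in M2 cells. The left-out M1mk replicate 2 and M2mk replicate 3 hold 2.77 and 8.42 CPM, and M1*Cn* replicate 1 holds 22.7. Without M1*Cn* replicate 2 the call is lost.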

Typhimurium infection [77]. Therefore, it seems plausible that *Cn* may promote an exchange of lysosomal proton-pump components as part of the response to intracellular infection.

An additional commonality in the responses of M1 and M2 cells to *Cn* infection was the altered activity of the NF-κB signaling pathway (Figs 3A and 4A). This was a common GO term enriched in the pool of DEGs associated with M1 and M2 *Cn*-infected cells. Indeed, it was the only one identified for M2 cells (Fig 4A). However, with the exception of the NF-κB-regulated gene, *Bcl2a1a*, which has not previously been linked to intracellular infection by *Cn*, there was no overlap between the genes associated with this term in the two states, suggestive of unique effects on the pathway in differing polarization states.

Another notable difference between the polarization states was the presence of ‘p53 signaling’ as an enriched GO term for M2mk but not M1mk-exclusive genes (Figs 3A and 4A). To our knowledge, changes in p53 signaling have not previous been associated with *Cn* infection of macrophages. This result is potentially meaningful as p53 suppresses the M2 phenotype *in vivo* by downregulating the expression of M2-associated genes [78]. While this might suggest that this inhibition was removed or weakened post-*Cn* infection, the relatively small difference in M2 marker expression (e.g. *Arg1*) and the re-establishment of a more M0-like state indicated this may not be the case.

Perhaps the most significant outcome of this study was the identification of a transcriptome signature of *Cn*-infection, a set of genes commonly and concordantly regulated in both polarization states. This included the downregulation of 30 genes and upregulation of a relatively small pool of 8 functionally diverse genes (Tables 3 and 4). This latter group included the transcriptional regulators *Cited1*, *Hsf3*, and *Jarid2*, the cytokine *Ccl2*, and the anti-apoptotic factor *Bcl2a1a*. Of these, *Cited1*, which was previously known as melanocyte-specific protein 1 (*Msg1)*, showed the largest fold change and was also upregulated at the protein level post-*Cn* infection in M1-polarized macrophages (Fig 5).

As a transcriptional co-regulator, CITED1 proteins cannot bind DNA directly and interact with gene enhancer elements by protein-protein interactions with other transcription factors, recruiting CBP/p300 to regulate gene expression [79]. To date, Cited1 has been shown to co-regulate estrogen receptor alpha [80], TGF-β^4^/Smad4 [81], and Wnt/β-catenin-responsive genes [80–83]. While the specific function of CITED1 in macrophages remains enigmatic and has yet to be thoroughly investigated, CITED2 has been shown to repress proinflammatory gene expression associated with M1-polarizing stimuli, is itself induced by IL-4 and IL-13, and enhances the expression of M2-associated genes [59]. This is likely achieved through destabilization of HIF1α proteins [78] and the attenuation of canonical NF-κB transcription factor activity [84]. This raises the interesting possibility that Cited1 may serve a similar function during fungal infection. This is the subject of ongoing investigations in the lab and the findings will be described in detail as part of a future publication.

In addition to *Cited1*, another notable common and concordant *Cn*-responsive gene identified in the analysis was *Bcl2a1a*, the murine orthologue of the human anti-apoptotic Bcl-2 family member A1. *Bcl2a1a* is known to protect immune cells from TNFα-induced apoptosis, and its expression is directly regulated by NF-κB [85]. Given the damage wrought by intracellular *Cn* growth on host macrophages and the surprisingly low rates of cell death and apoptosis observed [26], it is perhaps unsurprising that the list of common and concordant *Cn*-responsive genes included anti-apoptotic genes. However, its significance in the context of this study remains unclear, particularly as the ‘apoptosis’ GO term appeared only in the pools of DEGs common to mock- and *Cn*-infected cells of both polarization states.

In addition to identifying previously unrecognized *Cn-*stimulated gene expression changes in host macrophages, this study also helps to demonstrate the importance of carefully controlling nutrient levels in *in vitro* culture systems used to study the *Cn*:macrophage interaction, especially if live rather than heat-killed *Cn* are utilized and experiments last more than a few hours. In preliminary experiments that preceded this study, a significant reduction in the expression of the glucose-responsive gene *TXNIP* was detected at the transcript and protein level (Fig 1G). As TXNIP is a regulator of p53, NF-κB, and other pathways associated with the control of macrophage polarization, glucose depletion may impact macrophage phenotype and result in spurious gene expression changes that do not reflect the potential effects of intracellular *Cn* growth on the transcriptome of host macrophages in an *in vivo* setting [86–88]. 

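Txnip (chromosome 3, 96557957 to 96561883), which glucose induces, lies wholly inside the antisense gene Gm15441 and has 0 counts in all 15 libraries, so its level cannot be read from the deposited counts. Arrdc4 (chromosome 7, 68736995 to 68749241), which the same glucose sensor switches on, rose from 3.79 ± 0.990 CPM in M0 to 17.0 ± 7.23 in M1mk and 34.0 ± 5.93 in M1*Cn* (mean ± SD, n = 2 each), and is at 8.96 ± 7.49 in M2mk and 23.6 ± 7.42 in M2*Cn* (n = 3). Between mock-infected and infected cells Arrdc4 gives log2 fold changes of 0.88 ± 0.54 (adjusted p = 0.312) in M1 and 1.37 ± 0.51 (adjusted p = 0.267) in M2 cells by edgeR's quasi-likelihood test with BH adjustment, and from M0 2.16 ± 0.57 (adjusted p = 0.0296) in M1mk, 3.04 ± 0.58 (adjusted p = 0.00727) in M1*Cn* and 2.59 ± 0.55 (adjusted p = 0.0202) in M2*Cn*. When every library is kept, Arrdc4 gives 1.07 (adjusted p = 1) and 0.84 (adjusted p = 0.772), with 16.4, 37.7 and 21.7 CPM in the left-out M1mk replicate 2, M1*Cn* replicate 1 and M2mk replicate 3. By the paper's account the medium was replaced every 6 h in mock-infected and infected cultures alike, so these libraries hold no contrast between replaced and unreplaced medium.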

Regular replacement of culture medium in these experiments prevented loss of *TXNIP* expression in the RNA sequencing experiments described in this publication, and we strongly recommend that future *in vitro* studies account for this during experimental design.

As a final note of caution, the work described here was performed using RAW 264.7 cells, a murine-leukaemia macrophage-like cell line. While these cells have been shown to mimic the responses of bone marrow-derived macrophages to challenge with microbial ligands [89], and exhibit similar polarization state plasticity [17], they are phenotypically distinct from primary macrophages and may not necessarily respond in an identical fashion during *Cn* infection. Macrophage cell lines can exhibit a more restricted and slower transcriptional response to intracellular pathogens [90], and they might best be considered as a useful but rudimentary macrophage model for the study of innate immune responses to microbial challenge. For this reason, future studies will be conducted using primary macrophages to build upon this initial foundational analysis and gain a clearer picture of the *in vivo* macrophage response to *Cn*.

## Supporting information

S1 Fig STRING analysis of gene networks associated with *Cn* infection of M1- and M2-polarized macrophages DEGs from (S1A) M1mk:M1*Cn* and (S1B) M2mk:M2*Cn* pairwise comparisons were analyzed in STRING. Boundaries enclosing gene clusters with common function were drawn based on gene GO term data and information from the literature. *Note: Many of the genes contained within the ‘Ribosome function’ boundary are pseudogenes. GO analysis performed in DAVID on DEGs from (**S1C**) M1mk:M1*Cn* and (**S1D**) M2mk:M2*Cn* pairwise comparisons. Relevant pathways are ranked by–log(*p*-value).
(TIFF)

S1 File RNA sequencing data–all conditions compared to M0 pairwise comparisons of M0 to all other conditions.

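Of the gene names in the authors' deposited lists of changes from M0, nearly all lie on the same side of 0 in the counts: 786 of the 796 tested from M0 to M1mk, 404 of 405 to M1*Cn*, 479 of 484 to M2mk and 304 of 304 to M2*Cn*. Called here by edgeR's quasi-likelihood test with BH adjustment are 509, 263, 243 and 189 of them. Those lists were made from the same libraries, so their direction is no independent evidence.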

S2 File RNA sequencing data–mock vs. infected pairwise comparisons of mock- and *Cn*-infected samples.

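Of the gene names in the authors' deposited lists of changes with infection, 154 of the 159 tested from M1mk to M1*Cn* lie on the same side of 0 in the counts, 138 of them by 2-fold or more, and 191 of the 197 tested from M2mk to M2*Cn*, 162 of them by 2-fold or more. Called here by edgeR's quasi-likelihood test with BH adjustment are 19 in M1 cells and 1 in M2 cells. These lists too were drawn from the same libraries.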

S3 File Uncropped western blots original, unadjusted, and uncropped western blot images.

How the deposited data were processed for this re-analysis (not part of the article)

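RNA from RAW 264.7 macrophages was measured by paired-end sequencing in 15 libraries, 3 of each of 5 states: naive (M0), M1 mock-infected (M1mk), M1 infected (M1*Cn*), M2 mock-infected (M2mk) and M2 infected (M2*Cn*). The state and the replicate number of each library were taken from the sample labels and from the sample key deposited beside the counts, which give the same assignment for all 15. M1mk replicate 2, M1*Cn* replicate 1, M2mk replicate 3 and M0 replicate 1 are the 4 libraries that the paper excluded, so that 11 were kept.

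The authors deposited a table of raw read counts per Ensembl gene for all 15 libraries. By the paper's methods, the authors checked the reads with FastQC 0.11.5, did not trim them, aligned them with STAR 2.5.3a to the mouse genome and made the counts with featureCounts on Galaxy, without pooling replicates. The deposited counts are whole numbers, and between 70.8% and 80.9% of those above 0 are even in each library, as when both reads of a pair are counted. Tested against the coordinates of the mouse annotation, the counts cover whole gene spans without strand, and reads that overlap more than 1 gene are not counted. The authors also deposited a table of 4050 entries from Cuffdiff 2.2.1 on the 11 kept libraries, run over an annotation assembled with StringTie. Its fold changes were made by the authors from FPKM, are above 1 in every entry with the direction in a separate column, and are listed from a fold change of 2 up. Its q-values were made by the authors with Cuffdiff and are listed up to 0.05. Entries of that table are transcripts or loci, and only the authors' folds and directions were compared with values from the counts. Raw reads were not used, and 0 columns of the count table belong to other samples.

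Everything else was computed from the counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with the coordinates joined in Python 3.11.15 and figures drawn with matplotlib 3.10.9. Counts were scaled by TMM, and CPM values use TMM over all 15 libraries, so that each gene has a single scale in the text. Genes were filtered with filterByExpr by group, which left 18315 genes in the 11 libraries and 18946 in the 15. All 5 groups entered a single edgeR fit, and each comparison was tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment over all genes tested. A gene is called at an adjusted p of at most 0.05 and a fold change of at least 2, the thresholds of the paper. Each log2 fold change sets the second group over the first and carries the standard error of the fit, and a CPM mean carries the SD of its libraries. The common dispersion is 0.240 in the 11 libraries and 0.655 in the 15. Log2 CPM for correlations between libraries used a prior count of 2. Whether the response to infection differs between M1 and M2 was tested as an interaction in the same fit, over all genes. Permutation p-values come from 100000 permutations.

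Gene lists, 45 in number, were fixed before the data were examined, as were the choice of libraries, the test, the thresholds and the alternatives of the closing part unless it says otherwise. The lists of Tables 1 to 4 are the study's own picks. For each list the text gives the members called over all genes, the members that pass when adjusted over the list alone, and camera's test with the correlation between genes estimated. Camera with a preset correlation of 0.01 was run as well, and passes more lists. Genes named in the text are those the paper names, the 10 with the largest increase and the 10 with the largest decrease in each comparison of M0 with M1mk, M0 with M2mk, M1mk with M2mk, M1mk with M1*Cn* and M2mk with M2*Cn* (called, at least 10 CPM in the higher group, libraries of the groups not overlapping, and a symbol that is not a clone or predicted gene), and the members of each reported list with the smallest adjusted p. The values of Tables 1 to 4 had been seen when this rule was written. Where a library of either group holds 3 counts or fewer, a fold change set beside the paper's was judged on the bound of 1.5 times alone. The fits themselves use no such floor.

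Totals per library run from 17392455 to 99886050 counts with a median of 42135051. The test was run on simulated data before the real counts, with 50 genes changed, up or down, at each of 4 sizes at the spread of the kept libraries. Of genes changed 2-fold it recovered 3 between M0 and M1mk and 1 between M0 and M2mk, and of those changed 4-fold 31 and 33. Of those changed 8-fold it recovered 48 and 48, and of those changed 16-fold 50 and 50, with 14 and 11 false calls among 17188 and 17257 genes.

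The alternatives were all 15 libraries, each of the 4 excluded libraries added alone, each of the 11 libraries left out in turn, the replicate number as a block (with 11 and with 15 libraries), DESeq2's Wald test with its own filter, edgeR with DESeq2's size factors, no filter on low counts, at least 10 counts in every library, a fit of only the groups compared, no minimum fold change, and the estimated correlation in camera. Counts halved and rounded, libraries whose receptor gene background lies under 1.5 times the median, and a lowess trend on transcript length (span of 0.3) taken out of each library were added after the data had been seen. Where only the groups compared were fitted, overlaps and shares come from a fit of M0 with the mock-infected and infected groups of a state. Background values used a pseudocount of 0.1 CPM, and positions of libraries between groups a pseudocount of 0.5 CPM. Of 1316 protein-coding genes whose whole span lies inside other genes 1264 have 0 counts in all 15 libraries, and genes at 0 in all were left out. The yeast's own reads are not part of the count table.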

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

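The tests of genomic DNA in M1mk replicate 2, of depth, of cell type markers with a low baseline, of DNA behind the genes called lower, and of 3 infection genes and the genes of Tables 3 and 4 for an exchange of libraries were chosen only after the results were seen, and the other tests were set before the values they measure had been seen. Among the libraries that the paper left out of its comparisons after clustering all 15, M1mk replicate 2 holds 472 CPM in 1930 olfactory and vomeronasal receptor genes, against 72.7 in the highest M0 library and 104 and 63.6 in the kept M1mk libraries. M1*Cn* replicate 1, left out as well, holds 26.3 CPM of Cited1, 62.5 of Ccl22 and 22.7 of Atp6v0d2, each above the highest M1mk library (3.35, 6.96 and 2.77). Outside the genes the paper discusses, 25 of 28 type I interferon-stimulated genes are called higher from M0 to M1*Cn* and 20 from M0 to M2mk in edgeR's test, and 24 and 21 with all 15 libraries, and the list as a whole passes camera with an estimated correlation in M1*Cn* (adjusted p = 0.0464) and not in M2mk (0.0549).

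Reads in receptor genes that macrophages do not use are most frequent in M1mk replicate 2, at 5.62 times the mean of the kept M1mk libraries, and stand at 183 and 135 CPM in the kept M1*Cn* libraries against 90.3 in M1*Cn* replicate 1. In M1mk replicate 2 genomic DNA is a candidate explanation that the values bear out, since above the kept M1mk libraries its other silent genes hold 1.44 times the CPM per kb of genome of the receptor genes, and no biological explanation was tested there. The same ratio is 2.02 and 1.57 in the kept M1*Cn* replicates 2 and 3, so it does not single out M1mk replicate 2. By the paper's methods genomic DNA was removed from the RNA, poly(A) RNA was isolated and the cells were of a single line, which makes neither DNA nor RNA of other cells expected, and no value here measures how far the removal went. For the kept M1*Cn* libraries DNA stays open, because they hold 2.03 and 1.50 times the receptor reads of M1*Cn* replicate 1, on either side of the bound of 2 set as evidence against it, while the counts of silent genes rise with genome length (Spearman 0.523 and 0.621). RNA from other cell types stays open as well, because 36 markers under 1 CPM in M1*Cn* replicate 1 hold 3.47 and 2.03 times the receptor genes' CPM per kb, whereas the planned sum over all 38 markers (-8.08 and -7.94) met its bound only through 2 markers with a high baseline and cannot be used. The values argue against depth, since M1*Cn* replicate 2 has fewer counts than both kept M1mk libraries and up to 2.88 times their CPM in these genes, and over the 15 libraries this CPM does not follow depth (Spearman 0.00357).

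The genes called from M1mk to M1*Cn* number 368, a count that runs from 6 without M1*Cn* replicate 2 to 2317 without M1mk replicate 3, and that also moves by more than 1.5 times without M1mk replicate 1 (58), M1*Cn* replicate 3 (1020), M2mk replicate 1 (637), M2*Cn* replicate 2 (69), M2*Cn* replicate 3 (48) or M0 replicate 2 (591). The tables argue against transcript length (summed exons) as the whole cause. Of these genes 99.5% are still called with the length trend taken out of each library, and over all genes tested the log2 fold change hardly follows length (Spearman -0.0480). Taking the trend out also brings the calls to 1769 and turns them from 63.9% to 29.8% higher. No trend on the length of a gene in the genome, over which these counts run, was taken out. Genomic DNA stays open for the 235 genes called higher, 207 of them under 1 CPM in both kept M1mk libraries, because 41.3% fall below 2-fold once the background is subtracted (pseudocount 0.1 CPM), between the bounds of 10% and 50%, and the median log2 fold change goes from 4.54 to 2.04. The background subtracted is that of the receptor genes per kb. Other silent genes, these 207 among them, hold 2.02 and 1.57 times as much in M1*Cn* replicates 2 and 3, above the kept M1mk libraries. If that excess is DNA too, the subtraction takes off too little and the 41.3% is too low. Infection stays open too, since over these genes M1*Cn* replicate 1, which took no part in the calls, lies at 0.177 between the M1mk mean (0) and the M1*Cn* mean (1), under the bound of 0.25, but that bound rested on 1 library, and the uninfected M1mk replicate 2 lies at 1.48. Higher and lower genes give the same picture, at 0.184 and 0.148 for M1*Cn* replicate 1 and 1.62 and 1.08 for M1mk replicate 2, so that infection and genomic DNA cannot be told apart for the genes called higher. For the 133 genes called lower the values argue against DNA, whose reads would take the same share from every gene: without TMM their median log2 change is -1.47, against -0.158 over 6568 genes with at least 20 CPM in M1mk. Infection stays open for them.

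Each of these left-out M1 libraries lies nearer to the kept libraries of the other group than to those of its own. Over 140 called genes with at least 20 CPM, with the length trend taken out, M1mk replicate 2 stands at 1.01 and M1*Cn* replicate 1 at 0.274 on the same scale. That is what an exchange of the 2 libraries would give, but a place nearer to another group is not particular to them. By mean correlation with kept libraries, the kept M1mk replicates 1 and 3 lie nearer to M2mk (0.961 and 0.965) than to each other (0.956). The kept M1*Cn* replicate 3 lies at 0.935 to the kept M1mk libraries and at 0.925 to M1*Cn* replicate 2, the other kept M1*Cn* library. Its correlation with the left-out M1*Cn* replicate 1 is higher, at 0.961. Of the 38 genes of Tables 3 and 4, M1*Cn* replicate 1 lies on the infected side of M1mk replicate 2 on 3 (2 of Table 3 and 1 of Table 4), so that most of them, too, go the way of an exchange. Among all 15 libraries, labels with these 2 exchanged call 2838 genes from M1mk to M1*Cn*, and the real labels 0. The exchanged labels also part the M1 libraries by their receptor reads. Against it go Cited1, Ccl22 and Atp6v0d2, 3 genes picked for their values that the paper reports as raised in infected M1 cells, which are 7.84 times higher or more in M1*Cn* replicate 1 than in any M1mk library, M1mk replicate 2 among them. An exchange therefore stays open. By the paper's methods all samples were imaged just before harvest, and infected samples went on only if most of their cells held yeast. These images bear on the cultures and not on a later exchange of libraries, and no share of infected cells is given per library. A difference in quality between the left-out and the kept libraries, an uneven infection and an exchange with a library outside these 2 groups stay open and were not tested.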

How the results depend on the processing

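Counts halved and rounded, libraries of low background and the removal of a length trend are alternatives chosen only after the data had been seen, and the other alternatives were set beforehand. In edgeR's quasi-likelihood test on the 11 kept libraries, the genes called number 1693 from M0 to M1mk, 902 from M0 to M1*Cn*, 718 from M0 to M2mk, 457 from M0 to M2*Cn*, 70 from M1mk to M2mk, 368 from M1mk to M1*Cn*, 3 from M2mk to M2*Cn* and 35 from M1*Cn* to M2*Cn*. Of the M0 to M1mk genes 36.1% are called also in M1*Cn*, and of the M0 to M2mk genes 50.6% in M2*Cn*. The median share of the log2 fold change kept is 60.5% in M1 and 75.5% in M2. Of the genes called in mock-infected cells alone (not in the same direction in infected cells) 110 and 1 differ with infection. In all 2 genes are concordant, and 0 carry an interaction (54 by DESeq2). Of the 18315 genes tested 945 have an unadjusted p under 0.05 for the interaction, close to the share of 0.05 that no difference would give. The limits are few libraries per state (2, and 3 of M2*Cn*) and a wide spread between them, so that calls hang on single libraries, above all between mock-infected and infected cells. Each count or share that moves by more than 1.5 times (shares: by more than the spread of the libraries) is given below, and the cause was not tested unless stated. With DESeq2's size factors in place of TMM, and with no minimum fold change, none of these 16 results moves that far. Under every alternative and with each library left out, more genes are called higher than lower from M0 to each of the 4 other states, from 58.2% higher (M0 to M1*Cn*, length trend removed) to 97.8% (M0 to M2mk without M2mk replicate 1). DESeq2's size factors shift the 288 calls from M1mk to M1*Cn* to 77.8% higher against 63.9%, and leaving out M1mk replicate 3 turns them to 35.9% higher.

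With the 4 excluded libraries back in, the genes called number 845 from M0 to M1mk, 28 from M1mk to M2mk, 0 from M1mk to M1*Cn*, 0 from M2mk to M2*Cn* and 16 from M1*Cn* to M2*Cn*. The share called also in infected cells is 77.5% in M1, the median share kept is 94.6% in M1 and 81.1% in M2, the genes called in mock-infected cells alone that differ with infection number 0 in M1 and 0 in M2, and 0 genes are concordant. The log2 fold changes that reverse are Ctnna3 to -1.24, Dlg2 to -0.73, Dpyd to -1.03, Fstl5 to -0.64, Il6 to -0.17, Lrrc4c to -0.99, Nkain2 to -0.74, Nrxn3 to -1.07, Prkg1 to -1.28, Tenm2 to -0.83 and Zfhx3 to -1.18 from M1mk to M1*Cn*. Where edgeR calls 0 genes there, 421 genes from M1mk to M1*Cn* and 1164 from M2mk to M2*Cn* have an unadjusted p under 0.05. For the interaction, with 0 calls as well, 287 do. Of the 18946 genes tested, a share of 0.05 would fall there without any difference. The 421 and the 287 are fewer than that, and the 1164 somewhat more. Adding M1mk replicate 2 alone, the genes called number 524 from M0 to M1mk, 397 from M0 to M1*Cn*, 288 from M0 to M2mk, 264 from M0 to M2*Cn*, 22 from M1mk to M2mk, 0 from M1mk to M1*Cn*, 0 from M2mk to M2*Cn* and 2 from M1*Cn* to M2*Cn*. The share called also in infected cells is 67.6% in M1 and 75% in M2, the median share kept is 92.8% in M1 and 89.4% in M2, the genes called in mock-infected cells alone that differ with infection number 0 in M1 and 0 in M2, and 0 genes are concordant. The log2 fold changes that reverse are Ctnna3 to -0.71, Dlg2 to -0.16, Dpyd to -0.44, Fstl5 to -0.0518, Lrrc4c to -0.41, Nkain2 to -0.18, Nrxn3 to -0.48, Prkg1 to -0.74, Tenm2 to -0.27 and Zfhx3 to -0.62 from M1mk to M1*Cn*. With M1*Cn* replicate 1 added, the genes called number 0 from M1mk to M1*Cn*, 0 from M2mk to M2*Cn* and 104 from M1*Cn* to M2*Cn*. The share called also in infected cells is 59.5% in M1, the median share kept is 80.2% in M1, the genes called in mock-infected cells alone that differ with infection number 0 in M1 and 0 in M2, and 0 genes are concordant. When M2mk replicate 3 is added, the genes called number 0 from M1mk to M1*Cn*, 1 from M2mk to M2*Cn* and 11 from M1*Cn* to M2*Cn*. The genes called in mock-infected cells alone that differ with infection number 0 in M1 and 0 in M2, and 0 genes are concordant. For M0 replicate 1 added, the genes called number 41 from M1mk to M2mk, 140 from M1mk to M1*Cn*, 0 from M2mk to M2*Cn* and 17 from M1*Cn* to M2*Cn*. The median share kept is 50.1% in M1 and 68.0% in M2, the genes called in mock-infected cells alone that differ with infection number 0 in M2, and 0 genes are concordant. The 11 genes that reverse hold more reads in M1mk replicate 2 than in any other M1mk or M1*Cn* library.

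Other splits of the 6 libraries of a comparison into 3 and 3 make 10 splits with the real one, too few for a share under 0.05. Among all 15 libraries, the real split and the highest other split call 845 and 0 genes from M0 to M1mk, 876 and 0 from M0 to M1*Cn*, 559 and 0 from M0 to M2mk, 377 and 0 from M0 to M2*Cn*, 28 and 2 from M1mk to M2mk, and 16 and 0 from M1*Cn* to M2*Cn*, so that 1 of the 10 splits, the real one, calls as many. From M2mk to M2*Cn* all 10 splits call 0. From M1mk to M1*Cn* the real split calls 0, so that all 10 call as many, and the highest other calls 2838, with M1mk replicates 1 and 3 and M1*Cn* replicate 1 on one side and M1mk replicate 2 and M1*Cn* replicates 2 and 3 on the other. A split that calls so many genes points to a structure of these 6 libraries other than their labels. This split is the real one with M1mk replicate 2 and M1*Cn* replicate 1 exchanged. It also parts the 6 libraries by their reads in receptor genes, 63.6 to 104 CPM against 135 to 472, so it does not decide between these readings.

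Over all groups the replicate numbers show no common pairing. Of 30 same-numbered pairs 8 deviate together from their group means at a correlation above 0.1 (from -0.543 to 0.669). Their mean is -0.0498 against 0.0290 for the other pairs, and 4 of 15 libraries lie closest to their own number. Between M1mk and M1*Cn* the pairs of replicates 1, 2 and 3 stand at 0.669, 0.605 and -0.154. Deviations within a group of 3 libraries depend on each other, so a pairing within single states is not excluded. With the replicate block on the 11 libraries, the genes called number 777 from M0 to M1mk, 378 from M0 to M2mk, 29 from M1mk to M2mk, 0 from M1mk to M1*Cn*, 0 from M2mk to M2*Cn* and 7 from M1*Cn* to M2*Cn*. The share called also in infected cells is 59.7% in M1 and 68.3% in M2, the median share kept is 78.2% in M1 and 84.1% in M2, the genes called in mock-infected cells alone that differ with infection number 0 in M1 and 0 in M2, and 0 genes are concordant. With the block on all 15 libraries, the genes called number 673 from M0 to M1mk, 14 from M1mk to M2mk, 0 from M1mk to M1*Cn*, 0 from M2mk to M2*Cn* and 6 from M1*Cn* to M2*Cn*. The share called also in infected cells is 82.3% in M1, the median share kept is 96.3% in M1 and 82.6% in M2, the genes called in mock-infected cells alone that differ with infection number 0 in M1 and 0 in M2, and 0 genes are concordant. The log2 fold changes that reverse are Ctnna3 to -0.72, Dlg2 to -0.32, Dpyd to -0.51, Fstl5 to -0.0908, Lrrc4c to -0.39, Nkain2 to -0.16, Nrxn3 to -0.61, Prkg1 to -0.92, Tenm2 to -0.41 and Zfhx3 to -0.70 from M1mk to M1*Cn*.

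By the Wald test of DESeq2, the genes called number 2859 from M0 to M1mk, 2432 from M0 to M1*Cn*, 1563 from M0 to M2mk, 989 from M0 to M2*Cn*, 367 from M1mk to M2mk, 2296 from M1mk to M1*Cn*, 531 from M2mk to M2*Cn* and 305 from M1*Cn* to M2*Cn*. The median share kept is 64.5% in M2, the genes called in mock-infected cells alone that differ with infection number 566 in M1 and 190 in M2, 296 genes are concordant, and 54 genes carry an interaction. DESeq2's calls are 64.3% higher from M0 to M1mk against 79.1% with edgeR, 73.8% against 90.7% from M0 to M2mk, and 28.9% against 42.9% from M1*Cn* to M2*Cn*. On simulated counts DESeq2 recovered 9, 40, 46 and 50 of 50 genes changed, up or down, 2-, 4-, 8- and 16-fold from M1mk to M1*Cn* with 60 false calls, and edgeR 3, 33, 46 and 50 with 10. Without a filter on low counts, the genes called number 2715 from M0 to M1mk, 1802 from M0 to M1*Cn*, 1636 from M0 to M2mk, 878 from M0 to M2*Cn*, 386 from M1mk to M2mk, 1912 from M1mk to M1*Cn*, 904 from M2mk to M2*Cn* and 276 from M1*Cn* to M2*Cn*. The median share kept is 58.0% in M2, the genes called in mock-infected cells alone that differ with infection number 631 in M1 and 430 in M2, 528 genes are concordant, and 76 genes carry an interaction. Asking for at least 10 counts in every library, the genes called number 45 from M1mk to M2mk, 13 from M1mk to M1*Cn*, 0 from M2mk to M2*Cn* and 17 from M1*Cn* to M2*Cn*. The genes called in mock-infected cells alone that differ with infection number 7 in M1 and 0 in M2, and 0 genes are concordant. Fewer genes are tested there, and genes that this filter removes give no value. In fits of only the groups compared, the genes called number 388 from M0 to M1mk, 1653 from M0 to M2mk, 875 from M0 to M2*Cn*, 1 from M1mk to M2mk, 0 from M1mk to M1*Cn*, 90 from M2mk to M2*Cn* and 93 from M1*Cn* to M2*Cn*. These counts come from fits of 2 groups, and the shares from fits of M0 with the mock-infected and infected groups of a state. In the latter the share called also in infected cells is 56.3% in M1 and 39.1% in M2, and the median share kept is 81.1% in M1 and 59.7% in M2. In them the genes called in mock-infected cells alone that differ with infection number 0 in M1 and 189 in M2. In the fits of 2 groups 0 genes are concordant. Such a fit has fewer libraries from which to estimate the spread. Camera with the correlation between genes estimated passes 27 pairs of a list and a comparison, against 167 with the preset correlation.

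Libraries whose receptor gene background lies under 1.5 times the median leave out M1mk replicate 2, M1*Cn* replicates 2 and 3 and M2mk replicate 3, so that M1*Cn* has 1 library, which is assumed to vary like the other groups. In these libraries, the genes called number 1496 from M0 to M1*Cn*, 0 from M1mk to M1*Cn*, 6 from M2mk to M2*Cn* and 311 from M1*Cn* to M2*Cn*. The median share kept is 93.6% in M1 and 67.0% in M2, the genes called in mock-infected cells alone that differ with infection number 0 in M1 and 2 in M2, and 0 genes are concordant. The log2 fold changes that reverse are Grk5 to 0.71 from M0 to M1*Cn* and Ptbp1 to 0.20 and Usp9x to 0.33 from M1mk to M1*Cn*. With the length trend of each library removed, the genes called number 109 from M1mk to M2mk, 1769 from M1mk to M1*Cn* and 8 from M2mk to M2*Cn*. The genes called in mock-infected cells alone that differ with infection number 467 in M1 and 2 in M2, and 6 genes are concordant. That setting turns the balance of calls from M1mk to M1*Cn* from 63.9% to 29.8% higher, that from M0 to M1*Cn* from 81.3% to 58.2%, and that from M1*Cn* to M2*Cn* from 42.9% to 56.4%. With counts halved and rounded, the genes called number 1 from M2mk to M2*Cn*. The genes called in mock-infected cells alone that differ with infection number 0 in M2, and 1 gene is concordant.

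Leaving out each of the 11 libraries in turn, a group left with 1 library is assumed to vary like the others. The genes called range from M0 to M1mk from 586 (without M0 replicate 2) to 3685 (without M1mk replicate 3), from M0 to M1*Cn* from 399 (without M0 replicate 2) to 1773 (without M1mk replicate 3), from M0 to M2mk from 267 (without M0 replicate 2) to 1584 (without M1mk replicate 3) and from M0 to M2*Cn* from 205 (without M0 replicate 3) to 813 (without M1mk replicate 1). They range from M1mk to M2mk from 16 (without M2*Cn* replicate 3) to 749 (without M1mk replicate 3), from M1mk to M1*Cn* from 6 (without M1*Cn* replicate 2) to 2317 (without M1mk replicate 3), from M2mk to M2*Cn* from 0 (without M2*Cn* replicate 1, M2*Cn* replicate 2 or M2*Cn* replicate 3) to 575 (without M1mk replicate 3) and from M1*Cn* to M2*Cn* from 0 (without M2*Cn* replicate 3) to 188 (without M1mk replicate 1). In infected cells the share called also runs from 25.1% (without M1*Cn* replicate 2) to 78.8% (without M1mk replicate 1) in M1 and from 40.5% (without M1mk replicate 3) to 72.7% (without M0 replicate 2) in M2, and the median share kept from 38.0% (without M1mk replicate 3) to 88.3% (without M1mk replicate 1) in M1 and from 61.3% (without M1mk replicate 3) to 89.6% (without M0 replicate 2) in M2. The genes called in mock-infected cells alone that differ with infection run from 2 (without M1*Cn* replicate 2) to 1272 (without M1mk replicate 3) in M1 and from 0 (without M0 replicate 2, M0 replicate 3, M2*Cn* replicate 1, M2*Cn* replicate 2, M2*Cn* replicate 3 or M2mk replicate 2) to 242 (without M1mk replicate 3) in M2, the concordant genes from 0 (without M1*Cn* replicate 2, M2*Cn* replicate 1, M2*Cn* replicate 2, M2*Cn* replicate 3 or M2mk replicate 2) to 419 (without M1mk replicate 3), and those with an interaction from 0 (without M2*Cn* replicate 1, M2*Cn* replicate 2, M2*Cn* replicate 3 or M2mk replicate 2) to 28 (without M1mk replicate 3). Without M1mk replicate 1 the log2 fold changes from M0 to M1mk of Hist1h2al and Klf4 reverse, and leaving out each library in turn they run from -0.22 to 4.63 and from -0.82 to 5.32, the highest without M1mk replicate 3.

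Of the results for single genes, those that keep direction and side of the threshold, those that no longer pass, those that pass newly and those that reverse number 949, 125, 9 and 11 with all 15 libraries, 922, 162, 0 and 10 with M1mk replicate 2 added, 1013, 79, 3 and 0 with M1*Cn* replicate 1 added, 998, 83, 13 and 0 with M2mk replicate 3 added, and 1014, 48, 33 and 0 with M0 replicate 1 added. In the same order they number 960, 134, 1 and 0 under the block, 931, 146, 7 and 10 under the block with all 15 libraries, 883, 0, 212 and 0 by DESeq2, 1068, 21, 6 and 0 with DESeq2's size factors, 757, 1, 337 and 0 without a filter, 861, 54, 4 and 0 at 10 counts in every library, 821, 144, 84 and 0 in fits of only the groups compared, 1043, 13, 8 and 0 with counts halved, 982, 55, 54 and 3 in libraries of low background, and 979, 18, 98 and 0 with the length trend removed. Without a single library, from 778 (M1mk replicate 3, with 313 passing newly) to 1043 (M2*Cn* replicate 1) hold. The M0 libraries serve both comparisons of a polarized state, and simulated groups without any difference give log2 fold changes with a covariance of 0.516 in M1 and 0.520 in M2, against 1.58 and 1.92 observed. Depth, from 17392455 to 99886050 counts per library, limits genes with low counts, where the filter decides whether a gene is tested.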

Differences from the paper's values

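The paper calls genes at a fold change of 2.0 or more and a q of 0.05 or less, from Cuffdiff tests of transcripts and loci. The counts here are of genes, at the same thresholds, from edgeR's quasi-likelihood test on the 11 kept libraries, so the unit counted is not the same. Beside each pair of values stand the alternatives, out of 24 set before the data were examined, that bring the 2 within 1.5 times of each other or within the spread.

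From M0 to M1mk 1693 genes are called against the paper's 931, and the 2 come together with all 15 libraries (with or without a replicate block), with M1*Cn* replicate 1 or M2mk replicate 3 added, without M1mk replicate 1, M2*Cn* replicate 3 or M0 replicate 3, and with a replicate block, while the other 16 alternatives differ. From M0 to M1*Cn* it is 902 against the paper's 460, closed with M1mk replicate 2 or M2mk replicate 3 added and without M1*Cn* replicate 2, M0 replicate 2 or M0 replicate 3, and 19 alternatives differ. The genes common to both number 611 against the paper's 332, closed with M1mk replicate 2 added, without M0 replicate 2 or 3, with a replicate block and with only the groups compared in the fit (19 differ). Those in M1mk only (5 of them called in the opposite direction in M1*Cn*) number 1082 against the paper's 599, closed with M1*Cn* replicate 1 or M2mk replicate 3 added and without any M2*Cn* replicate or M0 replicate 3 (18 differ), and those in M1*Cn* only 291 against the paper's 128, closed with M2mk replicate 3 or M0 replicate 1 added, without M0 replicate 2, with all 15 libraries and a block, with at least 10 counts in every library and with only the groups compared (18 differ). In M2 cells the common genes number 363 against the paper's 234, closed with all 15 libraries (with or without a block), with M1mk replicate 2 or M2mk replicate 3 added, without M2mk replicate 1, any M2*Cn* replicate or either kept M0 replicate, with a block and with at least 10 counts in every library, and the other 12 differ.

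From M1mk to M1*Cn* 368 genes are called against the paper's 204, closed with M0 replicate 1 added (140) and with DESeq2's size factors (288), and the other 22 alternatives differ on both sides, from 0 to 2317. From M2mk to M2*Cn* edgeR calls 3 genes against the paper's 254, and all 24 alternatives differ, from 0 to 29 in most and 90 with only the groups compared, 465 and 575 without M1mk replicate 1 or 3, 531 by DESeq2 and 904 with no filter on low counts. Concordant genes number 2 against the paper's 38, again under no alternative within 1.5 times (18 at the nearest below, without M2mk replicate 1, and 296 by DESeq2 above). Of these 1 is higher against the paper's 8, closed without M1mk replicate 1 (7) alone of the 24, and 1 is lower against the paper's 30, with 24 alternatives that differ. No alternative chosen after the data were seen brings any of these counts within 1.5 times of the paper's.

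Among fold changes, that of Cd86 from M0 to M1mk differs, 133 against the paper's 356.53 (closed without M1mk replicate 3, 22 of 23 differ). From M1mk to M1*Cn* Jarid2 is 2.61-fold higher against the paper's 5.45, closed without M1mk replicate 1, M1*Cn* replicate 3, M2mk replicate 2, M2*Cn* replicate 1, M2*Cn* replicate 3 or M0 replicate 3, with DESeq2, with its size factors, with at least 10 counts in every library and with only the groups compared (13 differ). Usp9x is 3.58-fold lower in M1*Cn* against the paper's 6.11, closed without M1mk replicate 3 or M1*Cn* replicate 3 and with a replicate block (20 differ), and the removal of each library's length trend, chosen after seeing the values, closes this gap too (log2 fold change -2.37) and drops none of the 6 genes of Tables 3 and 4 called here in M1 cells. From M2mk to M2*Cn* Usp9x is 2.28-fold lower against the paper's 3.88 (closed without M2mk replicate 1, 22 differ), Dusp6 3.03-fold against the paper's 6.72 (all 23 differ) and Stt3a 1.77-fold against the paper's 2.81 (closed without M2mk replicate 1 or M2*Cn* replicate 3 and with a block, 20 differ).

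Directions match far more often than calls. Of the genes that the authors list from M0 to M1mk 796 were tested here, 786 of them (98.7%) change the same way and 509 are called. For M0 to M1*Cn* it is 404 of 405 (99.8%) with 263 called, for M0 to M2mk 479 of 484 (99.0%) with 243 called, and for M0 to M2*Cn* 304 of 304 with 189 called. For M1mk to M2mk it is 155 of 155 with 39 called, for M1mk to M1*Cn* 154 of 159 (96.9%) with 19 called, for M2mk to M2*Cn* 191 of 197 (97.0%) with 1 called, and for M1*Cn* to M2*Cn* 122 of 122 with 20 called.

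The paper reports every M1 marker of Table 1 as raised in M1mk. Here Nos2, Cxcl9, Gbp2, Fcgr1 and Cd86 are called, while Il1b (5.17 ± 1.60, adjusted p = 0.0589) and Ccl5 (2.41 ± 0.97, adjusted p = 0.139) are higher without being called, and Cxcl10 holds no counts because other genes cover its whole length. Both are called with all 15 libraries (with or without a block), with M0 replicate 1 added, without M1mk replicate 3 and with no filter, and Il1b also by DESeq2 and without M1*Cn* replicate 2 or 3, M2mk replicate 1 or 2, or M2*Cn* replicate 2. Libraries of low background call both and the removed length trend calls Il1b, alternatives chosen after seeing the values that drop none of the markers called here. For M1mk to M2mk the paper has Il10 raised and the M1 markers lowered. Arg1, Atp6v0d2 and, among the M1 markers, Gbp2 (-2.39 ± 0.43, adjusted p = 0.0318) are called here, and Il10 (3.15 ± 0.95, adjusted p = 0.289), Cxcl9 (-3.13 ± 0.63, adjusted p = 0.0529) and Nos2 (-3.66 ± 1.23, adjusted p = 0.382) change in the paper's direction without being called. The 3 calls are lost with a replicate block, with at least 10 counts in every library, with only the groups compared and without M2*Cn* replicate 2 or 3, that of Arg1 also without M2*Cn* replicate 1, those of Atp6v0d2 and Gbp2 with all 15 libraries (with or without a block), with M1mk replicate 2 added and without M2mk replicate 2, and that of Gbp2 with M1*Cn* replicate 1 or M0 replicate 1 added, without M2mk replicate 1 and on libraries of low background (chosen after seeing the values). Il10 is called by DESeq2 and with no filter, Nos2 with no filter and without M1mk replicate 3, and Cxcl9 in these 3 ways and without M1mk replicate 1, M1*Cn* replicate 2 or 3, or M0 replicate 2 or 3, as it is with the length trend removed, which was chosen after seeing the values and does not drop Gbp2. With infection the paper has Ccl5 raised in M1 cells and Arg1 lowered in M2 cells. They are 2.97-fold higher (1.57 ± 0.93, adjusted p = 0.293) and 3.67-fold lower (-1.87 ± 1.02, adjusted p = 0.411) here, both called only with no filter on low counts.

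The paper lists Bcl2a1a as raised from M0 in both infected states. It is 4.26-fold and 5.04-fold higher here (2.09 ± 0.61, adjusted p = 0.0697 and 2.33 ± 0.59, adjusted p = 0.0568) without being called. Both increases are called with M0 replicate 1 added, by DESeq2, with no filter and without M1mk replicate 1 or 3, M1*Cn* replicate 3, M2mk replicate 1 or 2, or M0 replicate 2, as they are with the length trend removed (chosen after seeing the values). M2*Cn* adds the fit without M1*Cn* replicate 2, the fit of only the groups compared and, chosen after seeing the values, that on libraries of low background. Among p53 targets the paper has Ccng1, Cdkn1a and Mdm2 raised in M2mk and finds this pathway among the genes of M2mk alone and not among those of M1mk alone. Cdkn1a is called, and Mdm2 (2.10 ± 0.55, adjusted p = 0.0501) and Ccng1 (1.27 ± 0.42, adjusted p = 0.126) are not. Of the pathway 3 genes are called in M1mk alone (Aen, Cdkn1a and Mdm2) and 1 in M2mk alone (Cdkn1a), and over all calls from M0 5 in M1mk and 2 in M2mk. Mdm2 and Ccng1 are called in M2mk with M0 replicate 1 added, without M1mk replicate 1 or 3, by DESeq2, with no filter, with only the groups compared and on libraries of low background, and Mdm2 also without M1*Cn* replicate 2 or 3 or M2mk replicate 1 and with the length trend removed (the background and length alternatives were chosen after seeing the values, and the length alternative drops Cdkn1a).

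The paper puts Plau, Cd40 and Traf1 among genes changed in M2*Cn* and not in M2mk. Plau is called in M2mk (2.35 ± 0.42, adjusted p = 0.00537) and not in M2*Cn* (1.19 ± 0.38, adjusted p = 0.162), Cd40 in both (3.41 ± 0.40, adjusted p = 2.05e-04 and 4.03 ± 0.40, adjusted p = 5.11e-05) and Traf1 in neither (2.49 ± 0.87, adjusted p = 0.143 and 2.68 ± 0.84, adjusted p = 0.146). In M2*Cn* Plau and Traf1 are called without M1mk replicate 1 or 3, by DESeq2, with no filter and with only the groups compared.

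Of the 8 genes the paper reports as raised by infection in both states (Table 3), all 8 are higher in both here, Cited1 and Ccl22 are called in M1 cells, and edgeR calls 0 in M2 cells (7 at an unadjusted p under 0.05). In M1 cells the other 6 are called with no filter, Hsf3 and Wdr89 without M1*Cn* replicate 3, and Bcl2a1a without M1mk replicate 3. In M2 cells all 8 are called with no filter, Cited1, Ccl22, Hsf3 and Bcl2a1a without M1mk replicate 3, the first 3 of these without M1mk replicate 1, Cited1 and Ccl22 by DESeq2 and with only the groups compared, and Cited1 without M1*Cn* replicate 2 or 3 or M0 replicate 2. Libraries of low background call Cited1 in M2 cells and drop both genes called in M1 cells, and the removed length trend calls Ccl22 in M2 cells and drops neither (chosen after seeing the values). Of the 30 genes reported as lowered (Table 4) all 30 are lower in both states. Grk5, Man2b1, Usp9x and Zfp146 are called in M1 cells, and edgeR calls 0 in M2 cells (27 at an unadjusted p under 0.05). Besides these 4, M1 cells have 25 called without M1mk replicate 3, 23 with no filter, 18 by DESeq2, 12 without M2mk replicate 1, 11 without M0 replicate 2, 6 without M2mk replicate 2, and 3 without M0 replicate 3 or M1*Cn* replicate 3. Of the alternatives chosen after seeing the values, the removed length trend calls 21 more and halved counts 1 more (Tep1), and neither drops any of the 4, while libraries of low background drop all 4. M2 cells have 26 called with no filter and without M1mk replicate 3, 24 without M1mk replicate 1, 9 by DESeq2, 7 with only the groups compared and 3 without M2mk replicate 1, and Atp2a2, Ccng1, Cdc42se2 and Stt3a under no setting.

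The paper holds Cited1, Ccl22 and Itgax to lie outside the changes of polarization. From M0 all 3 are called in M1mk, Cited1 at 5.77 ± 1.06 (adjusted p = 0.00363), Ccl22 at 5.10 ± 0.50 (adjusted p = 2.28e-05) and Itgax at 6.59 ± 1.06 (adjusted p = 0.00147), and Bcl2a1a, Ank, Lrp1 and Atp2a2 are not, as the paper says. Its text names Ccl2 among the raised genes where its Table 3 has Ccl22, and Ccl2 holds no counts because other genes cover its whole length. In M1 cells the paper has the cell cycle genes Klf4, Cdkn1a and Ccng1 lowered by infection. All 3 are lower without being called, Klf4 at -2.92 ± 1.11 (adjusted p = 0.130), Cdkn1a at -1.53 ± 0.41 (adjusted p = 0.0604) and Ccng1 by close to 2-fold (adjusted p = 0.159). Without M1mk replicate 3 all 3 are called, Klf4 and Cdkn1a with no filter, and Cdkn1a without M2mk replicate 1, by DESeq2 and with the length trend removed, which was chosen after seeing the values and drops none of the 6 genes of Tables 3 and 4 called in M1 cells. In M2 cells the paper has Ccng1 lowered and proposes that Cdkn1a was not affected, and here the 2 move alike (-0.95 ± 0.38, adjusted p = 0.282 and -0.97 ± 0.36, adjusted p = 0.257). The paper finds Pros1 lowered in M2*Cn*, and it is lower here (-1.05 ± 0.36, adjusted p = 0.231) and called under no setting. Grk5, lowered in both states for the paper, is lower in M2 cells (-1.88 ± 0.36, adjusted p = 0.108) and called there without M1mk replicate 1 or 3 or M2mk replicate 1, by DESeq2, with no filter and with only the groups compared.

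The paper has Lamp2 raised by polarization and brought back by infection. It gives 0.83 ± 0.37 (adjusted p = 0.179) in M1mk and 0.77 ± 0.37 (adjusted p = 0.303) in M2mk, called only in M1mk without M1mk replicate 3, and -0.05 ± 0.37 and -0.11 ± 0.33 with infection. Of the proton pump genes that the paper has lowered, Atp6v0a2 gives -1.65 ± 0.41 (adjusted p = 0.0539) in M1 cells, called without M1mk replicate 3, M2mk replicate 1 or M0 replicate 2, by DESeq2, with no filter and with the length trend removed, which was chosen after seeing the values and does not drop Atp6v0d2. Atp6v1d gives -0.07 ± 0.38 in M1 and -0.18 ± 0.35 in M2 cells and is called with infection under no setting. Atp6v0d2 rises in M1*Cn* as the paper says (15.6-fold, 3.96 ± 0.71, adjusted p = 0.0260).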

Other observations

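Many of the genes that type I interferon induces rose from M0 in each of the 4 polarized states, infected or not. Rsad2, whose product blocks viruses, goes from 3.08 ± 0.409 CPM in M0 to 171 ± 117 in M1mk, 388 ± 31.6 in M1*Cn* and 36.3 ± 13.7 in M2mk (mean ± SD, n = 2 each), and to 81.1 ± 31.3 in M2*Cn* (n = 3). Of 28 measured interferon-stimulated genes edgeR calls 27 higher in M1mk, 25 in M1*Cn*, 20 in M2mk and 21 in M2*Cn*, with median log2 fold changes of 4.74, 4.28, 2.87 and 2.90, and 25, 24, 21 and 14 when the 4 excluded libraries are added. Camera with an estimated correlation gives the list adjusted p = 0.0540, 0.0464, 0.0549 and 0.0263, which passes in the infected states only. From mock-infected to infected cells the list's median is -0.17 in M1 (adjusted p = 0.932 with an estimated correlation) and 0.18 in M2 cells (adjusted p = 0.886). Of 7 dendritic cell markers Xcr1 and Clec9a, which mark cross-presenting dendritic cells, rose in all 4 states, Xcr1 to 21.1 ± 8.61 CPM in M1mk and 10.9 ± 5.25 in M2mk from 0.315 ± 0.216 in M0, and the list has adjusted p-values with an estimated correlation of 0.0703 in M1mk, 0.0569 in M1*Cn*, 0.0341 in M2mk and 0.00880 in M2*Cn*. Hmox1, which breaks down haem, rose from 180.0 ± 7.15 CPM in M0 to 1779 ± 1632 in M1mk and 2671 ± 1825 in M2mk, log2 fold changes of 3.35 ± 0.67 (adjusted p = 0.00638) and 3.88 ± 0.68 (adjusted p = 0.00454).

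Among genes of cholesterol synthesis 7 of 23 fell in M2mk (among them Fdft1, Hmgcs1 and Msmo1), against 4 in M1mk (Hmgcs1, Acat2, Cyp51 and Msmo1) and 2 in M1*Cn* (Sqle and Hmgcs1), and none is called higher in these states. Hmgcs1, an early enzyme of this synthesis, goes from 102 ± 9.81 CPM in M0 to 20.5 ± 8.01 in M1mk and 27.5 ± 9.27 in M2mk. Log2 fold changes to M2mk are -1.90 ± 0.40 (adjusted p = 0.0165) for Hmgcs1 and -1.64 ± 0.30 (adjusted p = 0.00595) for Fdft1. The list's median is -1.06 in M2mk, with adjusted p = 0.133 by camera with an estimated correlation. The call of Hmgcs1 is lost without M2mk replicate 1 or M0 replicate 3, and that of Fdft1 without M2mk replicate 2. The desaturase genes Scd1 and Scd2 fell in all 4 states, in M2mk with log2 fold changes of -3.70 ± 0.53 (adjusted p = 9.24e-04) and -2.32 ± 0.40 (adjusted p = 0.00392), 2 of 9 targets of the LXR receptors (adjusted p = 0.128 with an estimated correlation). Of 25 glycolysis and HIF-1 target genes 5 rose in M1mk (Pfkp, Hk1, Slc2a1, Pkm and Pfkfb3, adjusted p = 0.268 with an estimated correlation), and Ankrd37 and Pdk1 fell in M2mk and M1*Cn*. From M1mk to M2mk this list has a median of -0.75 and adjusted p = 0.0406 with an estimated correlation, with Pfkp called lower. Slc2a1, the glucose transporter, gives 2.84 ± 0.67 (adjusted p = 0.0169) in M1mk, a call lost without M1mk replicate 1, M0 replicate 2 or M0 replicate 3, and Pdk1 gives -1.34 ± 0.34 (adjusted p = 0.0407) in M2mk, a call lost without M2mk replicate 1, any M2*Cn* replicate or either kept M0 replicate.

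Of the hypotheses below, the tests on ribosomal reads in genes of Table 3 were chosen only after the result was seen, and the test of a shared axis was planned. Part of the genes that the paper reports as raised in both infected states may follow reads of ribosomal origin. Over the 9 uninfected libraries, kept and left out, Jarid2, Tmtc2 and Sspn follow the ribosomal RNA-like gene CT010467.1 with Spearman correlations of 0.883, 1 and 1 (median 1), which fits reads of ribosomal RNA falling within these genes. Hsf3 and Wdr89 follow the summed CPM of the ribosomal protein pseudogenes at 0.983 and 0.967 (mean 0.975), which fits reads of such pseudogenes. Without the 2 libraries farthest from the median of each measure these are 0.750, 1, 1, 0.964 and 0.964. The 2 measures also rise together, since Jarid2 follows the pseudogenes at 0.800 and Wdr89 the ribosomal RNA-like gene at 0.817. Cited1 (-0.217 and -0.550), Ccl22 (0.267 and -0.350) and Bcl2a1a (0.633 and 0.317) follow neither as closely in these 9 libraries. Whether infection raises such reads, or whether their share differs between libraries for another reason, stays open.

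The change that both infected states share may lie along an axis on which uninfected libraries already differ. Over 18315 genes the log2 fold change from M2mk to M2*Cn* follows the difference of the 2 kept M1mk libraries (replicate 3 minus replicate 1), which belong to neither M2 group, with a Spearman correlation of 0.297, just under the bound of 0.3 set for this hypothesis and above the 0.1 set against it. The change from M1mk to M1*Cn* follows the difference of the kept M2mk libraries (replicate 1 minus replicate 2) at 0.175. That from M2mk to M2*Cn* follows the difference of the kept M0 libraries (replicate 3 minus replicate 2) at -0.264. The sign of each of these correlations, 0.297 included, depends on which replicate is subtracted. An axis between libraries and an effect of infection cannot be told apart here, because 2 kept libraries per state give 1 difference each.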
